# BI 456906: Discovery and preclinical pharmacology of a novel GCGR/GLP-1R dual agonist with robust anti-obesity efficacy

**DOI:** 10.1016/j.molmet.2022.101633

**Published:** 2022-11-07

**Authors:** Tina Zimmermann, Leo Thomas, Tamara Baader-Pagler, Peter Haebel, Eric Simon, Wolfgang Reindl, Besnik Bajrami, Wolfgang Rist, Ingo Uphues, Daniel J. Drucker, Holger Klein, Rakesh Santhanam, Dieter Hamprecht, Heike Neubauer, Robert Augustin

**Keywords:** Glucagon, Glucagon-like peptide-1, Obesity, G protein coupled receptor, Peptide

## Abstract

**Objective:**

Obesity and its associated comorbidities represent a global health challenge with a need for well-tolerated, effective, and mechanistically diverse pharmaceutical interventions. Oxyntomodulin is a gut peptide that activates the glucagon receptor (GCGR) and glucagon-like peptide-1 receptor (GLP-1R) and reduces bodyweight by increasing energy expenditure and reducing energy intake in humans. Here we describe the pharmacological profile of the novel glucagon receptor (GCGR)/GLP-1 receptor (GLP-1R) dual agonist BI 456906.

**Methods:**

BI 456906 was characterized using cell-based *in vitro* assays to determine functional agonism. *In vivo* pharmacological studies were performed using acute and subchronic dosing regimens to demonstrate target engagement for the GCGR and GLP-1R, and weight lowering efficacy.

**Results:**

BI 456906 is a potent, acylated peptide containing a C18 fatty acid as a half-life extending principle to support once-weekly dosing in humans. Pharmacological doses of BI 456906 provided greater bodyweight reductions in mice compared with maximally effective doses of the GLP-1R agonist semaglutide. BI 456906’s superior efficacy is the consequence of increased energy expenditure and reduced food intake. Engagement of both receptors *in vivo* was demonstrated via glucose tolerance, food intake, and gastric emptying tests for the GLP-1R, and liver nicotinamide N-methyltransferase mRNA expression and circulating biomarkers (amino acids, fibroblast growth factor-21) for the GCGR. The dual activity of BI 456906 at the GLP-1R and GCGR was supported using GLP-1R knockout and transgenic reporter mice, and an *ex vivo* bioactivity assay.

**Conclusions:**

BI 456906 is a potent GCGR/GLP-1R dual agonist with robust anti-obesity efficacy achieved by increasing energy expenditure and decreasing food intake.

## Highlights

• BI 456906 is a novel, acylated GCGR/GLP-1R dual agonist containing a C18 fatty acid.
• BI 456906 doses produced greater bodyweight reductions compared with semaglutide.
• Increased energy expenditure and decreased food intake drove BI 456906-induced weight loss.
• GLP-1R engagement was shown through glucose tolerance, food intake and gastric emptying.
• Liver *Nnmt* expression and plasma amino acids and FGF-21 demonstrated GCGR engagement.

## 1 Introduction

One of the greatest healthcare challenges of our time is the obesity epidemic, with an estimated prevalence of approximately 40% in the adult US population [1] and 25% in the adult European population [2], with an associated decrease in life-expectancy [3]. Obesity promotes the emergence of associated complications, such as type 2 diabetes, cardiovascular diseases, and non-alcoholic liver steatohepatitis (NASH), as well as certain cancers, imposing a considerable burden on healthcare systems [[3], [4], [5], [6], [7]]. Despite major advances in the treatment of cardiometabolic diseases, cardiovascular disease and type 2 diabetes still represent two of the main causes of death in Western societies [8], indicative of the unmet need for efficacious treatment. With the recognition of obesity as a chronic, relapsing, progressive disease [9], therapeutic interventions are urgently needed.

Despite major efforts, pharmacotherapies for obesity have historically faced continued challenges associated with limited efficacy and, more importantly, clinically relevant safety liabilities. The development of pharmacological mimetics of gastrointestinal peptide hormones involved in energy homeostasis [[10], [11], [12]] has paved the way to overcoming the historical failures associated with obesity pharmacotherapies [10]. Among these, endocrine peptides derived from preproglucagon are an important subgroup, including glucagon-like peptide-1 (GLP-1), glucagon, and oxyntomodulin. The discovery that GLP-1 receptor agonists (GLP-1RAs), previously approved for the treatment of type 2 diabetes [14,15], reduce energy intake alongside increasing insulin secretion and inhibiting gastric emptying [13], reinvigorated the field of obesity pharmacotherapy, with the development and approval of the long-acting GLP-1RAs liraglutide and semaglutide [16,17].

Although the class of GLP-1RAs and other clinically investigated peptide hormone mimetics (e.g. analogs of PYY or amylin) reduce energy intake, long-term weight loss and maintenance in people with obesity may require strategies that also promote preservation of or increased energy expenditure [18,19]. Obesity is considered to be a consequence of a positive energy balance as a result of a continued adaptation of both energy intake and expenditure, that favors weight gain or re-gain after weight loss [18,20]. The concept of simultaneously targeting both energy expenditure and intake to drive weight loss has been demonstrated with the peptide hormone oxyntomodulin, an endogenous, weak GLP-1R and glucagon receptor (GCGR) dual agonist. Derived from proglucagon, oxyntomodulin is a naturally occurring 37 amino acid peptide, containing 29 amino acids from the glucagon sequence with an 8 amino acid C-terminal extension [12,21]. It has been shown conceptually that oxyntomodulin reduces bodyweight and food intake [[22], [23], [24]] and increases energy expenditure in humans [25].

At pharmacological doses, glucagon increases energy expenditure, leading to interest in utilizing the actions of glucagon for the treatment of obesity [13,[26], [27], [28], [29], [30], [31]]. However, glucagon is the key counter-regulatory hormone of insulin, and the development of GCGR agonists has been hampered by a glucose-centric perspective on glucagon’s ability to cause hyperglycemia at pharmacological levels. As conceptualized by the pharmacology of oxyntomodulin, the simultaneous activation of the GCGR and GLP-1R shows the therapeutic potential of targeting energy intake and expenditure for weight loss, while maintaining glycemic control [26,32]. The need to appropriately balance the dual mechanism of GCGR/GLP-1R action requires a thorough pharmacological characterization and biomarker strategy for optimal development of unimolecular peptide agonists [[33], [34], [35]].

Here, we describe the discovery and characterization of BI 456906, a once-weekly, injectable GCGR/GLP-1R dual agonist currently in Phase II clinical development for obesity, type 2 diabetes, and NASH. We describe biomarkers that were applied in the discovery of BI 456906 as a balanced dual agonist and demonstrate that engagement of both the GCGR and GLP-1R achieves a bodyweight-lowering efficacy exceeding that of a selective GLP-1R agonist. Applying mRNA sequencing, we provide novel insights into potential mechanisms of action of BI 456906 in hepatocytes, offering a scientific rationale that is supportive of the clinical development for BI 456906 in people with NASH.

## 2 Material and methods

### 2.1 Peptide synthesis

Peptides were synthesized by microwave-assisted solid-phase peptide synthesis (SPPS) using a Fmoc strategy in N-methyl-2-pyrrolidone (NMP) on a polystyrene resin (TentaGel™ S RAM; Rapp Polymere GmbH, Tübingen, Germany). HATU (Hexafluorophosphate Azabenzotriazole Tetramethyl Uronium) was used as coupling reagent together with N,N-diisopropylethylamine as base. Piperidine (20% in NMP) was used for deprotection. The crude peptide was cleaved from resin by treatment with 95/2.5/2.5% (v/v) trifluoroacetic acid (TFA)/triisopropylsilane/water at room temperature for 2 h. After removal of TFA, crude peptides were precipitated and washed with diethyl ether. Peptides were purified by standard high-performance liquid chromatography–mass spectrometry methods and lyophilized.

### 2.2 *In vitro* functional receptor potencies

The functional potencies for of BI 456906 were determined in Chinese hamster ovary (CHO)-K1 cells expressing human GLP-1R and GCGR cDNAs, mouse insulinoma MIN6 cells, and primary human, cynomolgus monkey, mouse, and rat hepatocytes. These assays were applied to support the structure–activity relationship and respective potencies to stimulate cyclic AMP generation, which were determined in the presence of 0.1% BSA. Cells were seeded in 96-well microtiter plates in 100 μL growth medium; growth medium was removed after 24 h (4 h for primary hepatocytes) and the cells were washed with Krebs-Ringer Bicarbonate HEPES buffer (KRBH, 200 μL). The buffer was removed, and the cells were incubated for 15 min at room temperature in 10 μL KRBH (KRBH + 10 mM HEPES, 5 mM NaHCO_3_, 0.1% W/V bovine serum albumin [BSA]) with 0.1 mM 3-isobutyl-1-methylxanthine. The reaction was stopped by the addition of lysis buffer (0.1% W/V BSA, 5 mM HEPES, 0.3% V/V Tween®20) for 10 min at room temperature. Lysates were transferred to 384-well plates and incubated with 10 μL of acceptor/donor bead mixture (AlphaScreen™ cAMP Functional Assay Kit; PerkinElmer, Montreal, Quebec, Canada) for 1 h at room temperature in the dark, then the cAMP content was determined using the AlphaScreen™ cAMP Functional Assay Kit according to the manufacturer’s instructions (PerkinElmer).

To characterize the impact of plasma protein binding for fatty-acid protracted peptides, the cAMP responsive element (CRE)-induced luciferase activity assay was applied, and receptor potencies were determined in the presence of low (0.5%) and high (100%) levels of mouse and human plasma. Human HEK293 CRE-luc2P cells (Promega, Madison, WI, USA) expressing recombinant GLP-1R and GCGR were cultivated in Dulbecco’s Modified Eagle Medium (with high glucose/l-glutamine) supplemented with 10% fetal bovine serum, 50 μg/mL hygromycin, and 400 μg/mL Geneticin™. For the assays, cells were resuspended either in KRBH with 0.5% human or mouse plasma or in 100% human or mouse plasma. Cells were treated for 4 h at 37 °C with the different peptides (all n = 3; all tested peptides were produced in house, handled as 1 mM stock solution in dimethyl sulfoxide, and tested at a final concentration range between 0.2 pM and 1 μM). *In vitro* potency was assessed using the Bright-Glo™ Luciferase Assay System (Promega), measuring the production of cAMP through a CRE-controlled luciferase. The potency (EC_50_), plasma shift, and GLP-1R/GCGR ratio was calculated for each plasma condition.

### 2.3 Inhibition of glycogen synthesis in rat hepatocytes and glucose-stimulated insulin secretion from primary islets *in vitro*

For determining glycogen synthesis inhibition in primary rat hepatocytes, cells were plated in 24-well plates in medium (Williams E Medium [Thermo Fisher Scientific, Waltham, MA, USA] containing 200 mM glutamine, 1 mg/mL gentamicin, dexamethasone 0.1 μM, Insulin-Transferrin-Sodium-Selenite-Supplement [Sigma-Aldrich, St. Louis, MO, USA] 0.017 μM) at 37 °C and 5% CO_2_. After 24 h, the medium was removed, cells were washed once with PBS, and 180 μL KRBH (134 mM NaCl, 3.5 mM KCl, 1.2 mM KH_2_PO_4_, 0.5 mM MgSO_4_, 1.5 mM CaCl_2_, 5 mM NaHCO_3_, 10 mM HEPES, pH 7.4) containing 0.1% BSA, 22.5 mM glucose, the respective peptide concentration, and 40 μCi/mL D-[U-^14^C]-glucose was added. After 180 min, the incubation buffer was aspirated; the cells were washed once with ice-cold PBS and lysed for 30 min at room temperature with 1 mol/l NaOH. Lysates were transferred to 96-well filter plates and glycogen was precipitated by incubation for 120 min at 4 °C followed by washing four times with ice-cold ethanol (70%). The precipitates were filtered to dryness and the synthesized glycogen determined by counting the amount of radioactivity (incorporated ^14^C-glucose) on the filter in a topcount scintillation counter. Each cell plate contained wells with vehicle controls (0.1% DMSO in KRBH) as reference for non-inhibited glycogen synthesis (100% CTL) and wells without D-[U-^14^C]-glucose as control for non-specific background, which was subtracted from all values.

The potencies to increase glucose-stimulated insulin secretion (GSIS) were assessed in mouse and rat islets under static conditions as previously described [36]. Rat and mouse islets were treated with GLP-1, BI 456906, or liraglutide. Untreated cells were exposed to 1.0 mM glucose and compared with those kept under treatment conditions. Glucose was added (8.3 mM for rat islets, 16.7 mM for mouse islets), and insulin secretion was measured (for static GSIS with Insulin High range HTRF kit; Cisbio, Codolet, France; for perifusion experiments with human islets Insulin ELISA kit; ALPCO, Salem, NH, USA) and expressed as a percentage of total insulin.

The Perifusion System (PERI-4.2; Biorep Technologies, Inc., Miami, FL, USA) was used to determine the dynamic insulin secretion of human islets (Prodo Laboratories, Inc., Aliso Viejo, CA, USA) after application of 10 nM BI 456906, 30 nM liraglutide, or buffer (KRBH with 0.1% BSA). Six chambers were used, each containing 50 islet cells. Insulin secretion (ng/mL) was measured over 120 min, with 1 mM glucose applied after 20 min, 8.3 mM glucose after 35 min, 1 mM glucose after 75 min, and 60 mM KCl after 105 min.

### 2.4 Animal studies

Experimental protocols concerning the use of laboratory animals were reviewed by a federal ethics committee and approved by governmental authorities.

Unless otherwise stated, the vehicle used throughout the studies was composed of 50 mM phosphate buffer pH 7.0 and 5% mannitol. All agent dosing was carried out at a volume of 5 mL/kg.

### 2.5 Pharmacokinetic properties of BI 456906

For pharmacokinetic analysis, male C57BL/6NRj mice (Janvier, France) were given a single intravenous (IV) or subcutaneous (SC) BI 456906 dose (20 nmol/kg; N = 3 per route). In addition, male Beagle dogs received an IV or SC dose of 5 nmol/kg or 10 nmol/kg (N = 3) BI 456906, respectively. Plasma samples were generated at different time points post dosing and stored at −20 °C until further analysis. Plasma concentrations of BI 456906 were measured using a liquid chromatography/tandem mass spectrometry (LC/MS/MS) method with a calibration range of 0.5–1000 nM on a QTRAP 6500+ (Sciex, Framingham, MA, USA). Samples were pre-treated with ethanol for protein precipitation before the analysis.

### 2.6 Inhibition of acute food intake in NMRI outbred mice

Three-week-old, male, lean NMRI outbred mice (wild-type [WT] and GLP-1R knockout [KO] [37]) were obtained from Janvier Labs (Le Genest-Saint-Isle, France) and were group-housed four mice per cage on a 12 h/12 h dark/light cycle (lights off at 15:00). The room temperature was controlled at 21 °C ± 1 °C, with 60% ± 20% humidity. Animals had *ad libitum* access to regular rodent chow (KLIBA NAFAG 3430; Granovit AG, Kaiseraugst, Switzerland) and tap water. Six-week-old male mice were randomized into treatment groups based on food intake and bodyweight (n = 8–10 per group). Mice were fasted for 6 h before randomization and SC dosing of BI 456906, semaglutide, or vehicle 1 h before the dark phase. Food intake was measured for 24 h using a fully automated Herdsman-2 food-intake monitoring system (MBRose, Faaborg, Denmark). Blood was drawn at 24 h post dosing, and amino acid levels were measured (see later). ED_50_ values were calculated in GraphPad Prism 9 using the nonlinear fit tool.

### 2.7 Acute glucose tolerance tests in lean mice

The effect of BI 456906 on acute glucose tolerance was assessed by intraperitoneal and oral glucose tolerance tests. Male WT and GLP-1R KO lean C57BL6/J mice (Janvier Labs), 10–12 weeks old, were randomized (n = 7 per group) and fasted for 12 h prior to study initiation. Pre-treatment blood glucose was measured at −5 h. Mice were administered SC BI 456906 or semaglutide at −4 h. Baseline blood glucose was measured at −1 h, and then an intraperitoneal bolus of 2 g/kg glucose was applied at 0 h. Blood glucose was measured at 0, 15, 30, 60, and 120 min, and compound exposure was measured at 140 min.

Male WT and GLP-1R KO lean C57BL6/J mice, 6–7 weeks old (n = 6–7 per group), were administered SC vehicle, BI 456906, or semaglutide at −24 h. Mice were then fasted from −10 h, before bolus ingestion of glucose (2 g/kg) at 0 h. Blood glucose was measured at 0, 15, 30, 60, and 120 min, and compound exposure was measured at 120 min. In both experiments, glucose was measured in whole blood using a commercially available glucometer (GlucoSmart Swing) with test strips (MSP bodmann GmbH, Bobingen, Germany). Data are represented as mean ± standard error of mean (SEM) and were compared using GraphPad Prism 9 using two-way ANOVA, followed by Dunnett’s method for multiple comparisons versus vehicle. Significant differences were identified at p < 0.05.

Area under the curve (AUC) was calculated from glucose concentrations measured between 0 and 120 min. ED_50_ values were calculated in GraphPad Prism 9 using the nonlinear fit tool.

### 2.8 Acute gastric emptying in lean mice

Lean, male, 8–10-week-old B6J mice were fasted for 12 h before study initiation, with SC compound dosing of vehicle, BI 456906, or semaglutide at −4 h. At 0 h, mice had a bolus ingestion of acetaminophen (100 mg/kg)–glucose (2 g/kg), and the acetaminophen concentration was measured by plasma sampling via the vena facialis at 10, 30, and 60 min. After 60 min, *ex vivo* assays assessing acetaminophen, blood glucose, and terminal exposure were carried out. Acetaminophen was measured using an automated analyzer (Cobas Integra 400; Roche, Rotkreuz, Switzerland). AUC was calculated from acetaminophen concentrations measured between 0 and 60 min. ED_50_ values were calculated in GraphPad Prism 9 using the nonlinear fit tool.

### 2.9 Nicotinamide N-methyltransferase gene expression in liver

Male WT C57BL6/J mice, 6–7 weeks old (n = 5 per group), were administered SC vehicle, semaglutide, or BI 456906 at −18 h. Mice were then fasted from −12 h until 0 h, when they were euthanized, a lobe of the liver was preserved in RNA*later*™ Stabilization Solution (Thermo Fisher Scientific) at 4 °C, and nicotinamide N-methyltransferase (NNMT) mRNA expression in the liver was measured by real-time PCR using a TaqMan gene-expression assay (Applied Biosystems, Waltham, MA, USA).

### 2.10 Imaging study in cAMP response element-luciferase transgenic mice

Male cAMP response element (CRE)-luciferase (Luc) transgenic mice (FVB/NTac-Tg [CRE/Tk-luc]187Hgp; Taconic Biosciences, Inc., Rensselaer, NY, USA) were obtained at 12–13 weeks old. Animals were fed irradiated Teklad 2918.15 Rodent Diet (Envigo, IN, USA) and water *ad libitum*. Mice were sorted into study groups (n = 5 per group) based on bodyweight and baseline images obtained on Day −1. All mice were dosed according to individual bodyweight with SC vehicle, semaglutide, BI 456906, or a long-acting glucagon (LA-GCG) analog (each 100 nmol/kg) or dosed with isoproterenol by intraperitoneal injection (10 mg/kg). *In vivo* bioluminescence imaging was carried out at Day −1 (pre-dose) and Day 0 (4, 8, and 12 h post dose). Bioluminescence imaging was performed using an IVIS Spectrum (PerkinElmer, Inc., Waltham, MA, USA) under 1–2% isoflurane gas anesthesia. Mice were injected subcutaneously at the base of the neck with 250 mg/kg (25 mg/mL) D-luciferin and imaged in the prone, supine, and left lateral positions 10 min after injection. Images were analyzed using Living Image software (version 4.7.1; PerkinElmer). At 12 h post dose following the last imaging time point, all mice were euthanized via overexposure to CO_2_ for blood and tissue collection. Whole blood was collected via cardiac puncture and used to generate plasma. For dose–response effects of respective compounds, luciferase activity was measured *ex vivo*. Here, mice were dosed according to individual bodyweight with SC vehicle, semaglutide, BI 456906, or LA-GCG. After 4 h, liver and pancreas were harvested and homogenized. Luciferase activity was measured using the luciferase assay system (Promega) [38].

### 2.11 Biomarker study in mice with diet-induced obesity

Male C57BL6/J mice pre-fed with a 60% high-fat diet (HFD) were obtained from The Jackson Laboratories (Bar Harbor, ME, USA) at >16 weeks of age (n = 11 per group). Animals were housed with a 10:00–22:00 dark/light cycle throughout. For 10 days, the mice were given chronic repeated SC compound dosing at 08:00 with vehicle (twice daily [BID]), BI 456906 (7.5 nmol/kg once daily [QD]), semaglutide (10 nmol/kg QD), or LA-GCG (30 nmol/kg BID), with bodyweight and food intake measured every day. On treatment Days 1, 3, 5, 8, and 10, blood was drawn at the same time each day, and blood glucose (n = 11) and plasma active ghrelin and glucagon (n = 6) were measured. Data are represented as mean ± SEM and were compared using GraphPad Prism 9 using two-way ANOVA followed by Dunnett’s method for multiple comparisons versus vehicle. Significant differences were identified at p < 0.05.

### 2.12 Energy expenditure study in mice with diet-induced obesity

Male C57BL/6J mice were obtained from Charles River Laboratories (Sulzfeld, Germany) at age 6–7 weeks. Animals were housed in groups of five in individually ventilated cages with a 12 h light/dark cycle (06:00–18:00) and were acclimatized for 1 week with *ad libitum* feeding. Animals were then fed a 45% HFD for 18 or 30 weeks, before randomization to groups with similar average bodyweight at Day −1. Animals were dosed QD with SC vehicle (25 mM phosphate-buffered saline) or BI 456906 (5, 10, or 20 nmol/kg) for 9 days, with energy metabolism, activity, and core body temperature measured each day. On Day 10, mice were sacrificed by cervical dislocation after a final bleeding by puncture of the retrobulbar venous plexus.

Energy metabolism was measured by indirect calorimetry. Mice were acclimatized to housing in respiratory cages inside a climate chamber for 2 days prior to compound dosing. The mass flow of air through the respiratory cages and the concentrations of O_2_ and CO_2_ in inspired and expired air were measured every 10 min. These were used to calculate the respiratory quotient and energy expenditure (according to Heldmaier [39]). Energy expenditure was analyzed by ANCOVA (see 2.16) for animals kept in single housing (dose groups 5 and 10 nmol/kg), applying statistical analysis using a general linear model framework including bodyweight as a covariate [40]. Because animals in the 20 nmol/kg dose group were kept in group housing only, mean values of energy expenditure without animal-to-animal variability were not available. Therefore, the regression-based ANCOVA was not calculated. Core body temperature and activity were measured by sensors (model 10TA10TA-F10; Data Sciences International, New Brighton, MA, USA) implanted in the peritoneal cavities. Transmitters were implanted 1 week before acclimatization to the respiratory cages. Data acquisition and analysis were carried out by DQUART software (Data Sciences International).

### 2.13 Subchronic, repeated dosing study in diet-induced obese mice

Male C57BL6/J mice pre-fed with a 60% HFD were obtained from The Jackson Laboratories at >16 weeks of age. Upon arrival, mice were single-housed to obtain accurate and individual food intake measurements for each animal. During the entire study, animals had *ad libitum* access to food (HFD D12492; Research Diets, Inc., New Brunswick, NJ, USA) and tap water. Before the start of the study, animals were randomized based on their bodyweight measured 1 week prior to the start of treatment (n = 11 per group). At study start, the age of the mice was 22 weeks. Mice were administered chronic repeated SC dosing of vehicle, BI 456906 (3, 10, 20, or 30 nmol/kg), or semaglutide (20 or 100 nmol/kg) daily for 30 days, with bodyweight and food intake measured every day. At Day 29, EchoMRI™ 4in1-900 (EchoMRI, Houston, TX, USA) was carried out. At study termination (Day 30), exposure was measured at 7 h (C_max_) and 24 h (C_min_) post dose, along with multiple biochemistry markers. Blood was drawn, and plasma triglycerides, cholesterol, free fatty acids, aspartate aminotransferase (AST), alanine aminotransferase (ALT), glucagon, fibroblast growth factor-21 (FGF-21), amino acids, and *ex vivo* bioactivity were measured. The liver was homogenized, and concentrations of triglycerides and cholesterol were measured. Plasma and liver triglycerides, cholesterol, plasma amylase, and lipase were measured using an automated analyzer (Cobas Integra 400; Roche). Plasma glucagon and FGF-21 were measured using an enzyme-linked immunosorbent assay and colorimetric kits (MSD® Metabolic Panel; Meso Scale Diagnostics, Rockville, MD, USA). Insulin, leptin, and active ghrelin were measured using a MILLIPLEX® Mouse Metabolic Hormone Multiplex Assay (Merck KGaA, Darmstadt, Germany). An enzyme-linked immunosorbent and colorimetric assay kit was used to measure free fatty acids (Wako Pure Chemicals, Osaka, Japan) in EDTA plasma.

To determine the activity of semaglutide and BI 456906, heparin plasma was derived from euthanized animals. The plasma was diluted in 100% mouse plasma, and the respective concentrations to induce luciferase activities were determined *in vitro* using human embryonic kidney cells expressing recombinant human GLP-1R and human GCGR and the CRE-inducible luciferase. A standard curve in 100% mouse plasma was generated with human GLP-1-(7–36) amide (containing 1 μM linagliptin) and human glucagon. The bioactivity of semaglutide and BI 456906 *ex vivo* was calculated for the GLP-1R and GCGR for each individual sample and animal based on the standard curves for GLP-1 and glucagon, calculated as relative activity over the actual potency (EC_50_) for each molecule and dose and displayed in relation to the exposure of the molecule. For BI 456906, a relative potency ratio *ex vivo* for the GLP-1R and GCGR was derived from the activity of endogenous GLP-1 and glucagon observed *in vitro*.

### 2.14 Liver RNA sequencing

Total RNAs extraction was performed as previously described [41]; 5 mg of tissue was placed in the lysis solution and homogenized in Tissuelyser™ (Qiagen, Hilden, Germany) for 30 s. Total RNA samples were quantitatively and qualitatively assessed using the fluorescence Broad Range Quant-iT RNA Assay Kit (Thermo Fisher Scientific) and the Standard Sensitivity RNA Analysis DNF-471 Kit on a 96-channel Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. All total RNA samples had an RNA integrity number >8. Total RNA input of 250 ng was employed for library preparation with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina #E7760, together with the NEBNext Poly(A) mRNA Magnetic Isolation Module #E7490 and NEBNext Multiplex Oligos for Illumina #E7600 (New England Biolabs, Ipswich, MA, USA) as per manufacturer’s instructions. AMPure XP beads (Beckman Coulter) for double-stranded cDNA purification were used. Libraries were amplified with 12 PCR cycles. The final mRNA libraries were eluted in 30 μL EB Buffer and were quantified by the High Sensitivity dsDNA Quant-iT Assay Kit (Thermo Fisher Scientific) on a Synergy HTX (BioTek). Libraries were assessed for size distribution and adapter dimer presence (<0.5%) by the High Sensitivity Small Fragment DNF-477 Kit on a 96-channel Fragment Analyzer (Agilent). Sequencing libraries were normalized on the Microlab STAR (Hamilton), pooled and subsequently clustered on an S2 Flow Cell and sequenced on a NovaSeq 6000 Sequencing System (Illumina) with dual index, paired-end reads at 2 × 100 bp length with an average sequencing depth of 55 million Pass-Filter reads per sample.

Sequencing reads from the RNA-Seq experiment were processed as previously described [42]. Differential expression analysis was performed on the mapped counts derived from featureCount using limma/voom [43,44]. If not otherwise stated, an absolute log2 fold change cut-off of 1 and a false discovery rate (FDR) of ≤0.05 was used for further analysis. BI 456906-specific dose pattern differentially expressed genes were selected based on (i) log2 fold change 1, FDR<0.05, between control–vehicle versus 30 nmol/kg BI 456906 and semaglutide versus 30 nmol/kg BI 456906; and (ii) no significant difference between control–vehicle versus semaglutide. Gene expression patterns for differentially expressed genes were computed and visualized using the DEG report R package (version 1.28.0) [45]. Clusters of genes from a previous study by Pantano et al. on human non-alcoholic fatty liver disease samples [46] from subjects at different fibrosis stages were used to compare gene expression patterns against the current study.

### 2.15 Plasma amino acid measurements with liquid chromatography/tandem mass spectrometry

Plasma samples were thawed and diluted 20 × with water (5 μL plasma +95 μL H_2_O), mixed, and centrifuged for 1 min at 4000 rpm. A total of 20 μL of the supernatant was transferred to a new well containing 5 μL of amino acid internal standard (IS). Finally, a volume of 225 μL of acetonitrile/water (90/10 v:v) was added to each sample. The LC-MS/MS analysis was carried out using the following conditions: for liquid chromatography, mobile phase A comprised 100 mM ammonium formate and 0.2% formic acid, and mobile phase B comprised acetonitrile and 0.2% formic acid. Analytes were separated with a Poroshell 120 HILIC-Z, 2.1 × 100 mm, 2.7 μm (Agilent) using Agilent 1290 Infinity II LC with a gradient mode. Following the separation, amino acid analyses were conducted with a QTRAP 6500+ triple-quadrupole mass spectrometer (Sciex, Darmstadt, Germany), operated in positive electrospray ionization mode, using specific multiple reaction monitoring methods for each of the amino acids and their ^13^C-labeled IS (alanine, arginine, citrulline, glutamine, glycine, isoleucine, leucine, lysine, ornithine, proline, serine, threonine, tyrosine, valine). Stock solutions of the ISs were prepared in 0.1 M HCl solution. Quality control samples were prepared by spiking individual working solutions into blank matrix or surrogate matrix. The Analyst software (Sciex, Germany) was used for results analysis.

### 2.16 Statistical analysis

Unless stated earlier, data are presented as mean ± SEM and were compared using one-way ANOVA followed by Dunnett’s method for multiple comparisons versus vehicle. Comparisons were considered significant at p < 0.05. Analyses were performed using GraphPad 9 statistical software (GraphPad Software). Energy expenditure measurements were analyzed by ANCOVA using SAS (Statistical Analysis Software) version 9.4. and performed separately per day using a generalized linear model. This involves the “baseline observation” at Day 1 prior to dosing and the covariate “bodyweight” to compare different dose levels of the test item to negative control. Degrees of freedom were calculated according to Kenward and Roger and one-sided pairwise comparisons with negative control were performed using a 5% level of significance.

## 3 Results

### 3.1 Chemical structure of BI 456906

BI 456906 is a 29-amino-acid peptide optimized to balance the degree of agonism for the human GCGR and GLP-1R by introducing various modifications to the human glucagon sequence (Figure 1A). Proteolytic stability of BI 456906 is helped by C-terminal amidation and the introduction of a non-coded amino acid 1-aminocyclobutane-1-carboxylic acid (Ac4c) in position 2, well established as the site of proteolytic activity for dipeptidyl peptidase-4. The desired extended terminal half-life of BI 456906 was achieved by the introduction of a glycine–serine linker in position 24, carrying a C18 di-acid. This acylation of BI 456906 mediates albumin binding to increase the terminal half-life. Upon SC injection of BI 456906 in preclinical species, mean residence times of 44 and 140 h and T_max_ values of 7 and 51 h were obtained in mice and dogs, respectively (Table S1), enabling a once-weekly dosing frequency in humans [47]. All relevant structural features of the molecule were subject to optimization to derive BI 456906 as a preferred GCGR/GLP-1R dual agonist with the desired profile: the amino acid sequence (including the structure of the amino acid in position 2), the position and type of linker, and the fatty acid as the half-life extending principle (Figure 1A).

**Figure 1:**
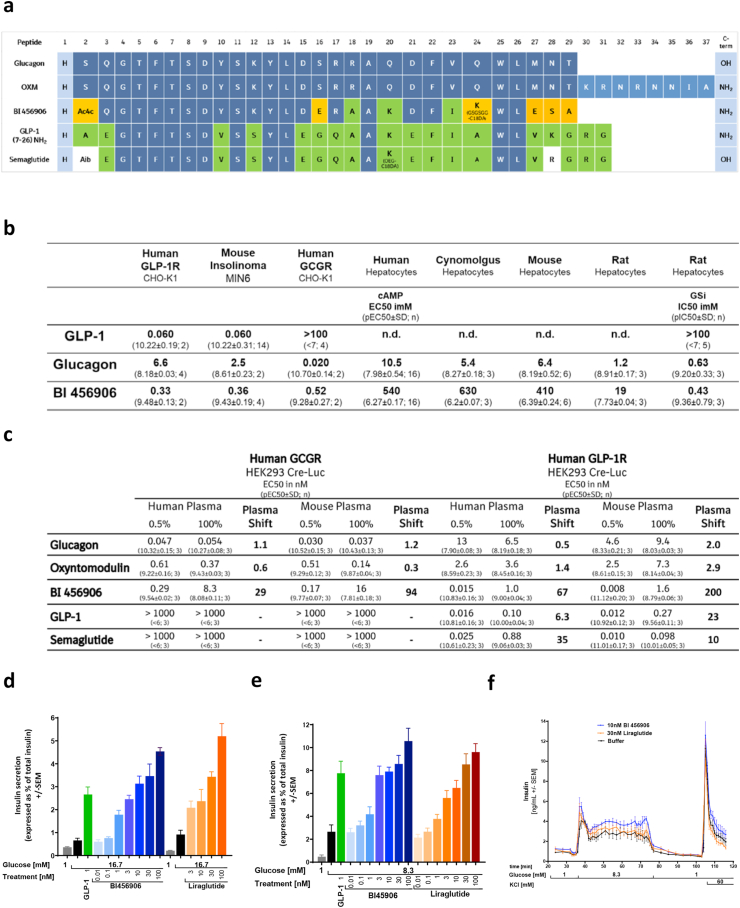
**Structural properties and *in vitro* profile of BI 456906.** (a) BI 456906 was designed based on a modified glucagon sequence, incorporating an unnatural amino acid and a glycine–serine linker in position 24, containing a C18 di-acid. (b) BI 456906 potency at the human GCGR and GLP-1R to stimulate cAMP in cells with recombinant (CHO-K1) and endogenous (MIN6, hepatocytes) receptor expression. The functional potency at the GCGR was confirmed by inhibition of glycogen synthesis in rat hepatocytes. (c) Potency of BI 456906, glucagon, GLP-1, oxyntomodulin and semaglutide at the human GCGR and GLP-1R based on the luciferase induction in CRE-Luc cells in the presence of 0.5% and 100% mouse or human plasma. (d–f) Glucose-stimulated insulin secretion after treatment with GLP-1 (1 nM), BI 456906, or liraglutide (0.01, 0.1, 1, 3, 10, 30, or 100 nM) in (d) mouse, (e) rat, and (f) perifused human pancreatic islets. Results are shown as insulin secretion expressed as a percentage of total insulin ±SEM. CRE-Luc, cAMP response element-luciferase; EC50, half maximal effective concentration; GCGR, glucagon receptor; GLP-1, glucagon-like peptide-1; GLP-1R, glucagon-like peptide-1 receptor; IC50, half maximal inhibitory concentration; OXM, oxyntomodulin; pEC50, negative log EC50; pIC50, negative log IC50.

### 3.2 BI 456906 is a potent, selective, GCGR/GLP-1R dual agonist *in vitro*

To establish the effect of peptide modifications on the binding of BI 456906 to GCGRs and GLP-1Rs, we applied a series of functional assays to characterize BI 456906 *in vitro*. The functional potency (EC_50_) of BI 456906 in CHO-K1 cells was 0.33 and 0.52 nM for GLP-1R and GCGR, respectively, showing an approximately 10-fold lower potency compared with the native ligands GLP-1 (60 pM) and glucagon (20 pM) (Figure 1B). The EC_50_ for the endogenous mouse GLP-1R was assessed in the insulinoma cell line MIN6 (Figure 1B); the EC_50_ was 0.36 nM for BI 456906 and 60 pM for GLP-1. The ability of BI 456906 to activate the endogenous GCGR was determined in primary mouse, rat, cynomolgus monkey, and human hepatocytes, based on cumulative measurements of cAMP and functional inhibition of glycogen synthesis in primary rat hepatocytes (Figure 1B).

The impact of the albumin binding half-life extension on the receptor potencies for BI 456906 was characterized in the presence of 0.5% or 100% human or mouse plasma and compared with endogenous receptor ligands and other incretin agonists (Figure 1C). In 0.5% human and mouse plasma, BI 456906 showed a similar potency to that of endogenous GLP-1. For the GCGR, in 0.5% human and mouse plasma, BI 456906 was ∼6-fold less potent (0.29 and 0.17 nM, respectively) in relation to endogenous glucagon (47 and 30 pM, respectively) (Figure 1C). When the potency was assessed in the presence of 100% human and mouse plasma, BI 456906 showed a potency of 1.0 and 1.6 nM for the human GLP-1R and 8.3 and 16 nM for the human GCGR, respectively. The shift in potency was higher in 100% mouse plasma compared with 100% human plasma, suggesting a stronger affinity of BI 456906 to mouse plasma proteins compared with human. The increased affinity to mouse plasma proteins is supported by the pharmacokinetic profiles of BI 456906 and the long-acting GLP-1R agonist semaglutide in mouse plasma, with a longer terminal half-life seen for BI 456906 compared with semaglutide (Table S1).

The functional relevance of the effects of BI 456906 was confirmed for potentiating GSIS in mouse and rat pancreatic islets, which was similar to native GLP-1 and the long-acting GLP-1R agonist liraglutide (Figures 1D, E, S1a and b). In perifused human islets, BI 456906 showed a first- and second-phase insulin-secretory response that was similar to that of liraglutide (Figure 1F).

### 3.3 BI 456906 engages the glucagon-like peptide-1 receptor *in vivo* upon single dosing to reduce food intake, improve glucose tolerance, and inhibit gastric emptying

The acute potency of BI 456906 in engaging the GLP-1R was tested in lean mice after single dosing; the ability of BI 456906 to reduce food intake, improve glucose tolerance, and inhibit gastric emptying was compared with semaglutide. Acute food intake was dose-dependently reduced by BI 456906 (Figure 2A) and semaglutide (Figure 2B) in WT but not in GLP-1R KO mice (Figure 2C), showing a lower potency for BI 456906 (Figure 2I). Similarly, both BI 456906 and semaglutide improved intraperitoneal and oral glucose tolerance in WT (Figures 2D, E, and S2) but not in GLP-1R KO mice (intraperitoneal, Figures 2F, S2c; oral, Figure S2h). Reduced acetaminophen excursion, a measure for inhibition of gastric emptying, was observed for both BI456906 (Figure 2G) and semaglutide (Figure 2H), with a higher potency for semaglutide compared to BI 456906, which was effective only at higher doses of 100 and 300 nmol/kg.

**Figure 2:**
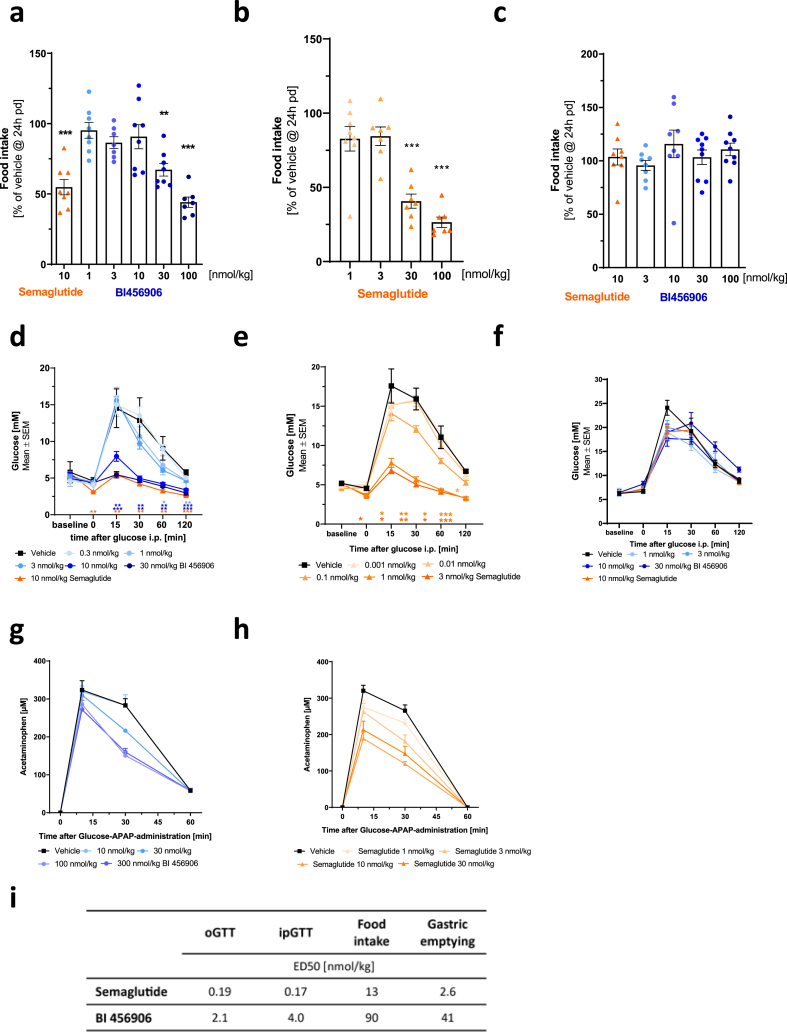
**Glucagon-like peptide-1 receptor engagement of BI 456906 to reduce food intake and gastric emptying and to improve glucose tolerance in lean animals after single dosing.** The effects of BI 456906 and semaglutide are shown on food intake (a–c), glucose tolerance (d–f), and gastric emptying (g and h). Food intake is shown as percentage of vehicle food intake 24 h after dosing with (a) BI 456906 or (b) semaglutide in wild-type mice, and (c) in GLP-1R knockout mice. Glucose tolerance tested by intraperitoneal glucose administration after dosing with (d) BI 456906 or (e) semaglutide in wild-type mice and (f) in GLP-1R knockout mice. Gastric emptying was tested by acetaminophen concentration after ingestion of an acetaminophen-glucose bolus in wild-type mice after dosing with (g) semaglutide and h) BI 456906. (i) Summary of acute potencies (ED_50_) of BI 456906 compared with semaglutide. Data are shown as mean ± SEM. Statistical analysis was done using one-way ANOVA followed by Dunnett’s method for multiple comparisons versus vehicle with significance defined at ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. APAP, acetaminophen; GLP-1R, glucagon-like peptide-1 receptor; iGTT, intraperitoneal glucose tolerance test; oGTT, oral glucose tolerance test.

Overall, the efficacy of BI 456906 to reduce food intake, improve glucose tolerance, and delay gastric emptying was similar to that of semaglutide, but with an approximately 10- to 20-fold lower potency at the GLP-1R (Figure 2I). This is in concordance with the lower *in vitro* potency of BI 456906 compared with semaglutide determined for the human GLP-1R and GCGR in CRE-Luc cells in 100% mouse plasma (1.6 nM compared with 0.098 nM; Figure 1C), suggesting that plasma protein binding is notably higher for BI 456906 in mouse plasma.

### 3.4 BI 456906 achieves a greater bodyweight-lowering efficacy in diet-induced obese mice compared with maximally effective doses of semaglutide

Upon repeated QD SC administration of BI 456906 or semaglutide to DIO mice, BI 456906 dose-dependently reduced bodyweight from baseline by up to 32% at Day 28 at a dose of 30 nmol/kg (Figure 3A). The efficacy of 30 nmol/kg BI 456906 to reduce bodyweight was greater than semaglutide at maximally effective doses of 20 nmol/kg (25%) and 100 nmol/kg (27%), the difference reaching significance compared with the 20 nmol/kg dose but not 100 nmol/kg. The marked reductions in bodyweight upon treatment with BI 456906 and semaglutide were reflected by an immediate suppression of food intake compared with vehicle-treated mice, with a maximal anorectic effect seen between Days 1 and 2 (Figure 3B). However, the acute food intake reduction of BI 456906 was less pronounced compared with semaglutide, despite equimolar doses, suggesting an additional mechanism driving the superior weight loss efficacy after 28 days of treatment. Food intake gradually returned to baseline levels and began to normalize around Day 15 for both BI 456906 and semaglutide.

**Figure 3:**
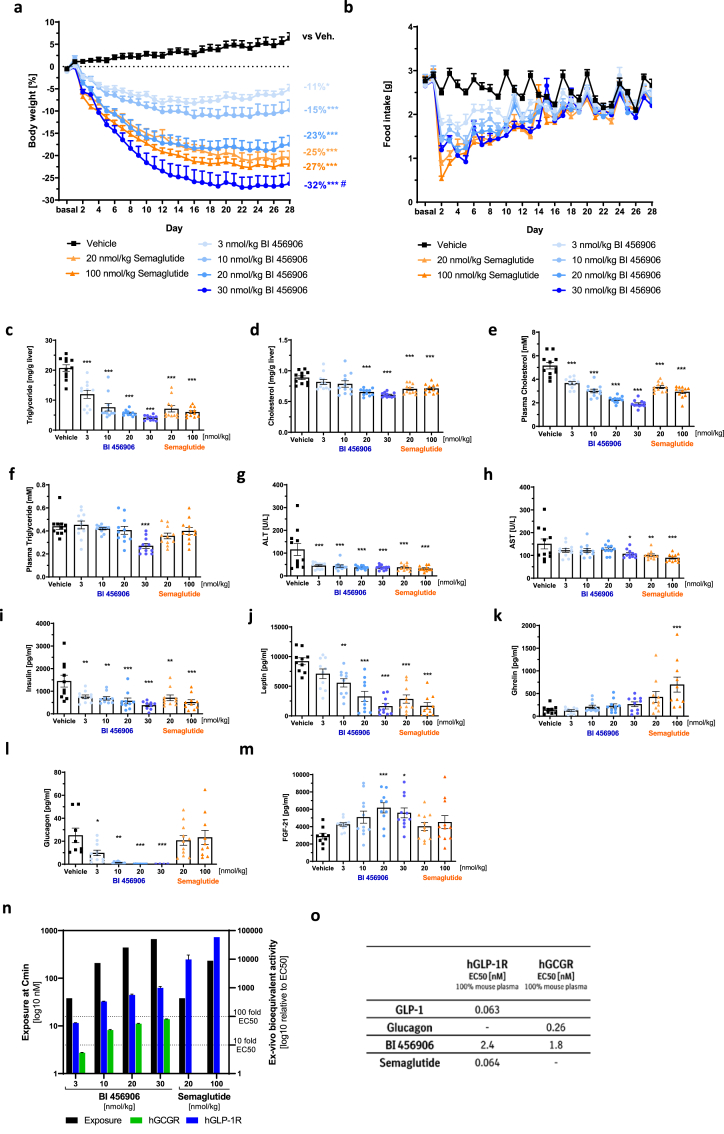
**BI 456906 demonstrates significantly greater bodyweight-lowering efficacy compared with maximally effective doses of semaglutide in diet-induced obese mice by engaging the glucagon receptor.** Mice received repeated SC dosing of vehicle, semaglutide, or BI 456906 for 30 days. (a) Percentage change in bodyweight from baseline to Day 28. (b) Effects of BI 456906 and semaglutide vs vehicle on food intake to Day 28. Concentrations of (c) liver triglycerides, d) liver cholesterol, (e) plasma cholesterol, (f) plasma triglycerides, (g) plasma ALT, and (h) plasma AST at Day 28. Plasma levels of (i) ghrelin, (j) insulin, (k) leptin, (l) glucagon, and m) FGF-21 at Day 28. (n) The nM exposures and *ex vivo* bioactivity of BI 456906 and semaglutide displayed as relative nM activity based on (o) the EC_50_ for the human GLP-1R and GCGR determined in 100% mouse plasma. Data are shown as mean ± SEM, with individual data shown. Statistical analysis was done using one-way ANOVA followed by Dunnett’s method for multiple comparisons versus vehicle with significance defined at ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 vs vehicle; ^#^p < 0.05 vs 20 nmol/kg semaglutide. ALT, alanine aminotransferase; AST, aspartate aminotransferase; FGF-21, fibroblast growth factor-21; GCGR, glucagon receptor; GLP-1, glucagon-like peptide-1; GLP-1R, glucagon-like peptide-1 receptor; hGCGR, human glucagon receptor; hGLP-1R, human glucagon-like peptide-1 receptor; SC, subcutaneous.

BI 456906 and semaglutide dose-dependently decreased fat mass, with significant reductions seen with doses of 10, 20, and 30 nmol/kg and 20 and 100 nmol/kg for the two compounds, respectively (Figure S3a). Lean mass was significantly reduced by BI 456906 at doses of 20 and 30 nmol/kg and semaglutide at doses of 20 nmol/kg, respectively (Figure S3b). The dose-dependent lowering of liver triglycerides and both liver and plasma cholesterol by BI 456906 (versus vehicle) was similar to the effects seen with semaglutide (Figure 3C–E). Plasma triglycerides were significantly reduced by 30 nmol/kg BI 456906 versus vehicle (Figure 3F). Relative to vehicle, concentrations of ALT were significantly reduced by BI 456906 and semaglutide at all doses investigated, and AST concentrations were significantly reduced by 30 nmol/kg BI 456906 and 20 nmol/kg and 100 nmol/kg semaglutide (Figure 3G and H). Despite lesser reductions in bodyweight compared with 20 nmol/kg semaglutide, doses of 3 and 10 nmol/kg BI 456906 significantly reduced liver triglycerides, plasma cholesterol, and ALT levels (Figure 3C, E, and g). Furthermore, BI 456906 dose-dependently and significantly decreased plasma insulin and leptin versus vehicle (Figure 3I and J), similar to semaglutide. At the end of the study, when food intake had returned to levels in vehicle-treated animals, 100 nmol/kg semaglutide-treated mice showed significantly increased plasma levels of the orexigenic hormone ghrelin versus vehicle, a non-significant trend that was also observed with increasing BI 456906 doses (Figure 3K).

BI 456906 dose-dependently reduced plasma glucagon, an effect that was not observed with semaglutide (Figure 3L). Engagement of the GCGR by BI 456906 was supported by dose-dependent increases in plasma FGF-21 (Figure 3M).

Upon termination of the study, an *ex vivo* bioactivity assay [[48], [49], [50]] was carried out on plasma samples to determine drug exposures and the relative bioactivity for the human GLP-1R and GCGR (Figure 3N; Table S2) to support the interpretation of the pharmacokinetic and pharmacodynamic profiles of the two peptides (Table S1). Diluted plasma samples were used to determine the nM activity and relative bioactive fraction (EC_50_) for BI 456906 and semaglutide at the GLP-1R (Figure S4) and the GCGR (Figure S5). As illustrated in Figure 3O, the *ex vivo* bioactivity allowed the determination of the bioactivities for the respective receptors in relation to the treatment exposure (Table S2); the relative bioactivity of BI 456906 at the GLP-1R was lower compared with semaglutide (Figure 3O). The *ex vivo* activity of semaglutide in plasma exceeded its EC_50_ in 100% mouse plasma more than 1000-fold, suggesting full engagement of the GLP-1R at both doses investigated (Figure 3N and O). BI 456906, at its maximal dose of 30 nmol/kg, showed a bioequivalence of less than 1000-fold and 100-fold for the GLP-1R and GCGR, respectively (Figure 3N). Taken together, these analyses support the conclusion that, unlike semaglutide, the bodyweight-lowering efficacy of BI 456906 is related to engagement of both receptors.

### 3.5 BI 456906 lowers bodyweight while maintaining glycemic control and increasing energy expenditure in mice with diet-induced obesity

To demonstrate that weight-lowering effects of BI 456906 in DIO mice can be achieved without compromising glycemic control, a subchronic dosing study was performed comparing BI 456906, semaglutide, and LA-GCG at doses expected to yield similar weight reductions after 10 days of treatment. BI 456906 decreased bodyweight from baseline versus vehicle (Figure 4A) to a similar level as semaglutide (Figure 4A), while LA-GCG achieved significant (Figure 4A), yet less extensive, bodyweight reductions versus vehicle. Both BI 456906 and semaglutide significantly decreased blood glucose at Days 1 and 3 versus vehicle, whereas LA-GCG significantly increased blood glucose at Day 5 (Figure 4B). Lowering of plasma glucagon was observed with BI 456906 and LA-GCG up to Day 8 compared with vehicle while semaglutide led to an initial drop in glucagon, returning to vehicle levels after subchronic dosing (Figure 4C). Plasma acyl ghrelin levels were unchanged by treatment with LA-GCG but were significantly increased versus vehicle by BI 456906 and semaglutide at Days 3 and 5, respectively (Figure 4D).

**Figure 4:**
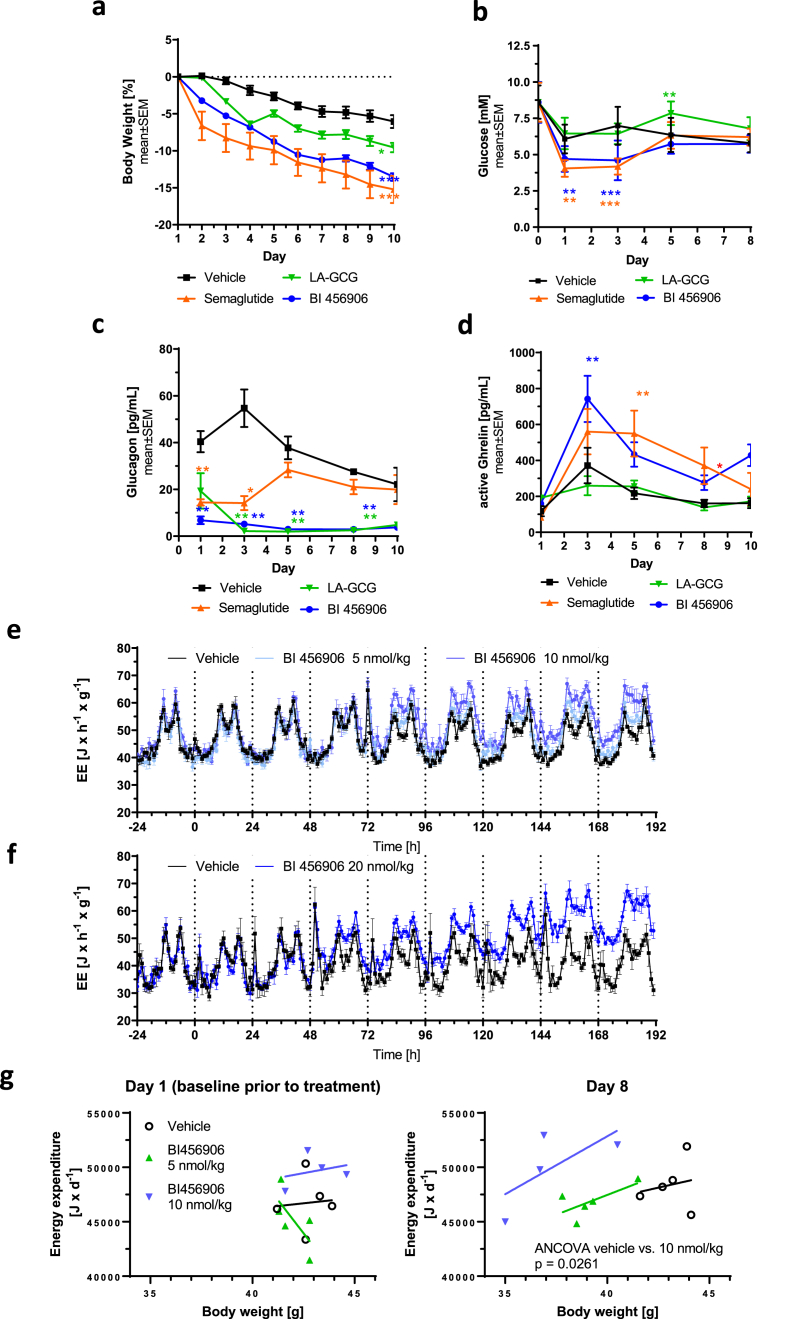
**Effects of BI 456906 on glycemia and energy expenditure in diet-induced obese mice.** DIO mice received chronic repeated dosing of vehicle (BID), BI 456906 (QD), semaglutide (QD), or LA-GCG (BID) for 10 days. (a) Change in bodyweight from baseline. Plasma levels of (b) glucose, (c) glucagon, and (d) active ghrelin over 10 days of treatment. Energy expenditure over 10 days in DIO mice treated with daily dosing of (e) 5 or 10 nmol/kg BI 456906 or (f) 20 nmol/kg BI 456906. (g) Data in panel e have been analyzed separately per day using a general linear model with energy expenditure as a dependent variable, a baseline observation (Day 1 measurement prior to dosing), treatment as a fixed factor, and the covariate bodyweight to compare different dose levels of the test item with negative control (vehicle). Degrees of freedom were calculated according to Kenward and Roger, and one-sided pairwise comparisons with vehicle were performed using a 5% level of significance. Significance level at Day 8 represents the treatment effect of the BI 456906 10 nmol/kg group from the ANCOVA analysis. BID, twice daily; DIO, diet-induced obese; EE, energy expenditure; LA-GCG, long-acting glucagon; QD, once daily.

The hypothesis that GCGR agonism drives energy expenditure was investigated in DIO mice. Daily dosing of BI 456906 induced a dose-dependent increase in energy expenditure (Figure 4E and F). The ANCOVA based statistical analysis [98] performed for single-housed animals (Figure 4E and section 2.12) showed a body weight-independent increase of absolute energy expenditure per animal which reached statistical significance for the 10 nmol/kg dose group at day 7 (p = 0.0312) and 8 (p = 0.0261). Treatment with therapeutic doses of BI 456906 did not increase core body temperature or activity of the animals (Figure S6a and b).

### 3.6 BI 456906 drives transcriptional changes in hepatocytes, providing novel mechanistic insights into glucagon receptor agonism

The livers from the study represented in Figure 3 were subjected to bulk mRNA sequencing to identify genes that were dose-dependently regulated by BI 456906, but not semaglutide, and therefore not considered secondary to the degree of weight loss. 

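Liver from 42 diet-induced obese (DIO) mice was sequenced, with 6 mice in each of 7 groups. The groups received vehicle, semaglutide at a dose of 20 or of 100 nmol/kg, or BI 456906 at doses of 3, 10, 20 and 30 nmol/kg, for 30 days. The paper describes poly(A)-selected, strand-specific libraries read from both ends, and gives the depth as an average of pass-filter reads per sample. The sample labels instead describe another library kit, single-end reads, another sequencer and fewer reads. The authors' table of counts holds the reads counted on each gene divided by one factor per library, and a further table holds length-normalized abundances as TPM. Dividing by each library's smallest step recovered whole reads for 100% of the nonzero values in every library. The depth used here is the sum of these recovered reads, which ranged from 21676902 to 53869104 per liver library with a median of 43179390. The group medians were 43804293 reads for vehicle, 42923806, 44376921, 42549672 and 43682373 reads for BI 456906 at 3, 10, 20 and 30 nmol/kg, and 40440095 and 45335406 reads for semaglutide at 20 and 100 nmol/kg. The shallowest library of each semaglutide group held 21676902 reads at 20 nmol/kg and 30040261 reads at 100 nmol/kg. All 42 libraries entered one limma/voom fit of the values as deposited, with TMM normalization, a pseudocount of 0.5 and no covariate. The filterByExpr function of edgeR kept 15964 of the 48794 genes listed, and the others were not tested. A gene was called when its log2 fold change was at least 1 in size and its false discovery rate (FDR, Benjamini-Hochberg over the genes tested in each contrast) was at most 0.05. Expression levels are TPM as mean ± SD over the 6 mice of a group, and each log2 fold change comes with its standard error (SE). A group whose libraries all held 3 reads or fewer on a gene was treated as being at the detection floor. Reads counted on a gene are subject to counting error, which the range over mice includes. Symbols were paired with 48348 of the Ensembl identifiers through GENCODE M21, whose coordinates are on GRCm38. The paper's text does not name the genome build behind the deposited values.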

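As read here, the criteria required a call for BI 456906 30 nmol/kg against vehicle and against each of the 2 semaglutide doses. They also required no call for either semaglutide dose against vehicle. Of the 15964 genes tested, 101 met them, 35 higher and 66 lower than with vehicle. The paper's methods do not state whether each semaglutide dose had to meet them, or whether no significant difference means no call. Read as an FDR above 0.05, the latter gave 67 genes. In 70 of the 101 the group mean of the log2 values in voom moved the same way at every dose step from vehicle to 30 nmol/kg, which need not hold for the mean TPM. All 101 had a linear slope over these doses with an FDR of at most 0.05 (limma/voom), which largely follows from the criteria, because they compare the ends of the dose range. Not being called did not mean being unaffected by semaglutide, since 34 of the 101 had an FDR of at most 0.05 in a semaglutide contrast with a log2 fold change under 1 in size. The median size of the log2 fold change over the set was 1.96 with BI 456906 30 nmol/kg, 0.48 with semaglutide 100 nmol/kg and 0.37 with semaglutide 20 nmol/kg. With 2 genes at the detection floor set to their bounds, the first of these medians was 1.93. In 83 of the 101 genes (82.2%) the 6 values at 30 nmol/kg did not overlap the 6 of vehicle, a separation that chance gives to 0.216% of genes not chosen for a difference. These genes were chosen for differing between the same groups, so a share above chance follows from the choice. Over the alternatives the number of genes meeting the criteria ranged from 53 with limma on log2(TPM + 1), 44 of them among the 101, to 191 when semaglutide 20 nmol/kg was the only comparator.

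Among the non-overlapping genes, the largest rises were those of Ren1, Cux2, Cyp2a4, Nnmt and Slc13a2, and the largest falls those of Cyp4a12a, Mup-ps7, Selenbp2, Defb1 and Ncmap. Ren1, which encodes renin, had 0 to 2 reads per library with vehicle and 15 to 32 with BI 456906 30 nmol/kg, so that its signal was at least 8.71-fold higher. Slc13a2 rose from 0.2 ± 0.0787 TPM with vehicle (SD, n = 6) to 0.998 ± 0.32 TPM at 30 nmol/kg, with a log2 fold change of 2.18 (SE 0.38, FDR 5.46e-06, limma/voom). Cux2 rose from 0.317 ± 0.188 to 8.85 ± 7.77 TPM (SD, n = 6), with 24 TPM in replicate 70 and 1.22 to 7.75 TPM in the other 5 mice at 30 nmol/kg. Cyp2a4 rose from 5.5 ± 4.61 to 134 ± 107 TPM, with 346 TPM in the same replicate 70. Its paralog Cyp2a5, with which reads can be shared, fell by 0.59 on the log2 scale (SE 0.23, FDR 0.0244, limma/voom). Cyp4a12a fell from 54.2 ± 11 to 4.62 ± 3.32 TPM (SD, n = 6), a log2 fold change of -4.37 (SE 0.69, FDR 1.19e-06, limma/voom), and its neighbouring copy Cyp4a12b fell by 2.26 (SE 0.92, FDR 0.0341). Selenbp2 fell from 49.2 ± 25 to 4.5 ± 1.12 TPM, and its paralog Selenbp1 fell by 0.62 on the log2 scale (SE 0.11, FDR 1.04e-05, limma/voom). Defb1 fell from 11.8 ± 4.38 to 1.25 ± 0.935 TPM and Ncmap from 0.855 ± 0.213 to 0.235 ± 0.193 TPM (SD, n = 6 each). Mup-ps7 is an unprocessed pseudogene of the Mup family with 14 to 72 reads per library with vehicle and 0 to 5 at 30 nmol/kg. Mup-ps7 was apart in reads but overlapped in TPM, at 0 to 0.27 TPM with vehicle and 0 TPM at 30 nmol/kg. It was no longer called with limma on log2(TPM + 1), where its log2 fold change was -0.09, or on log2(TPM + 0.1), where it was -0.60 (FDR 0.174). With log2(TPM + 1), Ren1 (0.58), Slc13a2 (0.72) and Ncmap (-0.59) also fell under the threshold of 1.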

In total, 93 mRNAs fulfilled these criteria (Figures 5A and S7). 

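The genes shown for these functions in Figure 5B-N were 13, and with the 6 amino acid-metabolizing enzymes of Figure 6H-M the paper names 19. At 30 nmol/kg, all 19 differed from vehicle with an FDR of at most 0.05 over all genes tested by limma/voom and also when adjusted over the list alone. The count over the list alone is not independent evidence, because the genes were chosen on these samples. Against vehicle, the number with an FDR of at most 0.05 over all genes was 5 for semaglutide 20 nmol/kg and 6 for 100 nmol/kg, and adjusted over the list alone it was 0 and 2. Of the 19 genes, 17 were among the 101 that met the criteria, the exceptions being Gnmt and Osgin1.

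Among the genes of G protein-coupled receptor signaling, Arrdc3 expression was 22.6 ± 3.63 TPM with vehicle and 23.2 ± 7.49, 20.3 ± 7.04, 10.7 ± 5.06 and 6.8 ± 0.885 TPM at 3, 10, 20 and 30 nmol/kg (SD, n = 6). Its log2 fold change at 30 nmol/kg was -2.04 (SE 0.30, FDR 3.06e-07, limma/voom) against vehicle and -2.15 (FDR 5.62e-06) against semaglutide 100 nmol/kg. Gucy2c rose from 0.153 ± 0.0794 TPM with vehicle to 0.653 ± 0.242 TPM at 30 nmol/kg (SD, n = 6), on 12 to 42 and 51 to 115 reads per library. Prok1 fell from 0.932 ± 0.454 to 0.298 ± 0.152 TPM, and the values of its vehicle and 30 nmol/kg groups overlapped. Both genes lost their place in the set with limma on log2(TPM + 1) and when at least 10 counts were required in every library.

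For cholesterol metabolism, Cyp7a1 expression was 54.6 ± 19.7 TPM with vehicle, 53.6 ± 28.1 TPM at 20 nmol/kg and 15.9 ± 3.91 TPM at 30 nmol/kg (SD, n = 6), so that its fall lay between the 20 and 30 nmol/kg doses. The limma/voom log2 fold change was -0.27 (SE 0.35, FDR 0.557) at 20 nmol/kg and -1.88 (SE 0.34, FDR 1.33e-05) at 30 nmol/kg. Cyp8b1 expression fell over the doses from 665 ± 76.2 TPM with vehicle to 604 ± 85.3, 504 ± 35.9, 455 ± 64.7 and 292 ± 86.9 TPM. Cyp17a1 rose from 34.6 ± 11.5 to 158 ± 18.7 TPM at 30 nmol/kg, a log2 fold change of 2.16 (SE 0.29, FDR 5.6e-08, limma/voom). It also rose by 0.67 (FDR 0.0462) with semaglutide 100 nmol/kg, and it left the set when no significant difference was read as an FDR above 0.05.

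Among the genes of cell cycle and differentiation, Ung rose from 3.44 ± 0.386 to 11 ± 0.944 TPM at 30 nmol/kg (SD, n = 6), a log2 fold change of 1.58 (SE 0.17, FDR 6.45e-10, limma/voom). Ung also rose by 0.49 (FDR 0.0294) with semaglutide 100 nmol/kg, and it left the set with limma on log2(TPM + 1) and when no significant difference was read as an FDR above 0.05. Osgin1 fell from 119 ± 38.4 to 33.3 ± 3.92 TPM. Against semaglutide 20 nmol/kg, the log2 fold change of Osgin1 was -0.99 (SE 0.33, FDR 0.0394, limma/voom), under the size that the criteria require. Osgin1 was in the set in 5 of the 16 settings tried.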

When grouped by their functional and biochemical relevance, transcriptional changes were seen for mRNAs associated with the methionine cycle (Figure 5B and C), G protein-coupled receptor (GPCR) signaling (Figure 5D–F), oxidative phosphorylation (Figure 5G and H), cholesterol metabolism (Figure 5I–K), and cell cycle and differentiation (Figure 5L–N).

**Figure 5:**
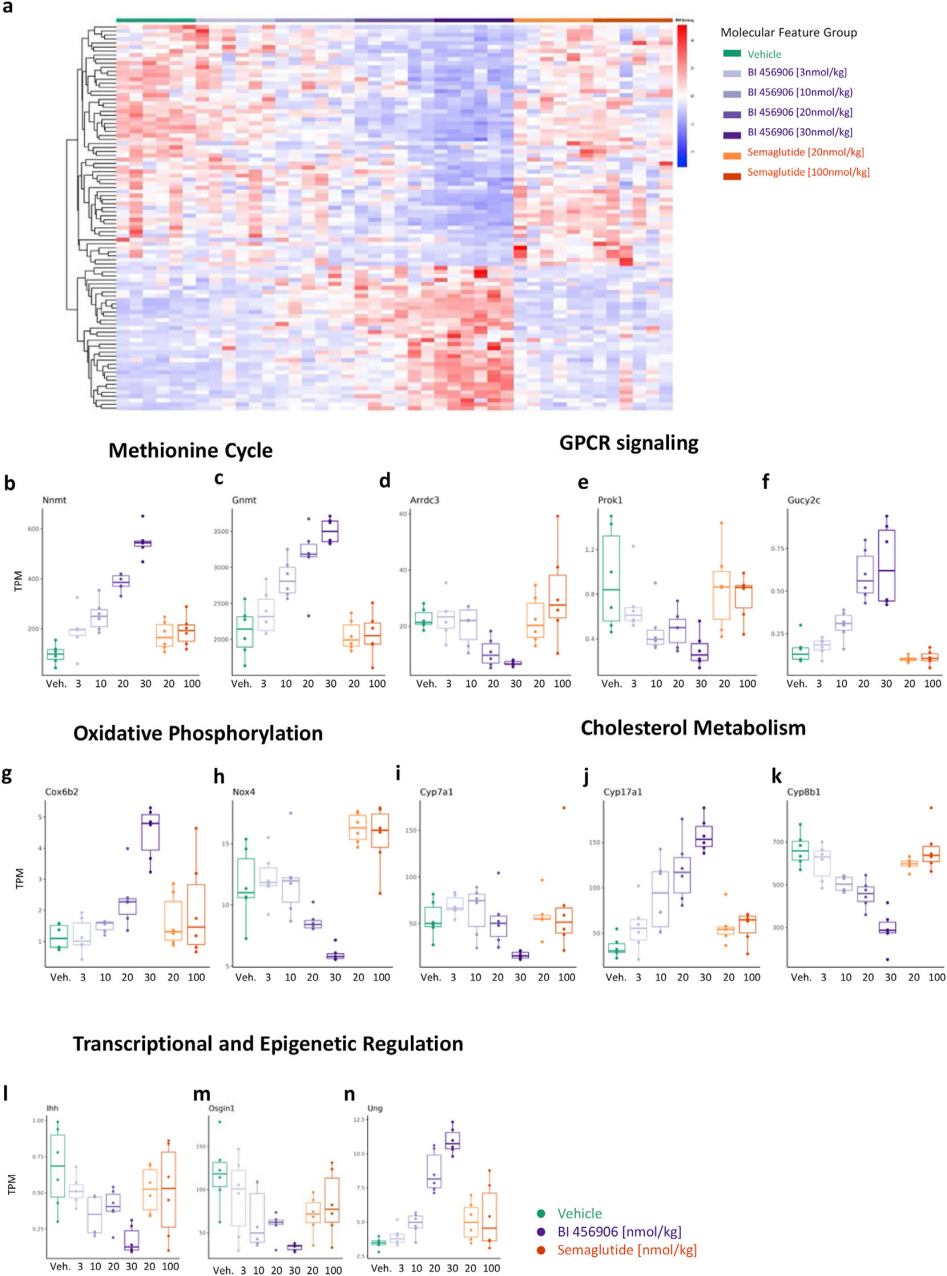
**Modulation of gene expression after dosing with BI 456906 and semaglutide.** Dose-dependent gene expression modulation by BI 456906. (a) Heat map of differential gene expression (93 gene set; log2 fold change >1 or <−1, and FDR <0.05) based on different levels of BI 456906 (3, 10, 20, and 30 nmol/kg) vs the control vehicle, semaglutide (20 and 100 nmol/kg) vs BI 456906 30 nmol/kg, and the control vehicle alone. Each row represents a gene, each column represents a sample, and the color code shows the dose-dependent Z-score of TPM (deviation from a gene’s mean expression in standard deviation units). (b–n) BI 456906 compound-specific dose-dependent effect on genes involved in (b and c) the methionine (GCGR biomarkers), (c–f) GPCR signaling, (g and h) oxidative phosphorylation, (i–k) cholesterol metabolism, and (l–n) cell cycle and differentiation. The middle line denotes median TPM. FDR, false discovery rate; GCGR, glucagon receptor; GPCR, G protein-coupled receptor; TPM, transcripts per million.

GCGR activation alters plasma amino acid concentrations due to its catabolic effects [51]. We therefore measured plasma amino acid concentrations in samples from GLP-1R KO mice (Figure 2C) and the subchronic bodyweight-lowering study (Figure 3). Treatment with BI 456906 in both studies resulted in a dose-dependent reduction of plasma amino acid levels compared with vehicle and semaglutide (Figure 6A–G and S8), suggesting GCGR engagement. This effect was significant for alanine, citrulline, glutamine, ornithine, serine, threonine, and tyrosine. In addition, transcripts for amino acid-metabolizing enzymes were dose-dependently changed with BI 456906 treatment (downregulated *Ddah1*, upregulated *Asns*, *Ass1*, *Gls2*, *Got1*, and *Sds*; Figure 6H–M). 

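Ddah1, the enzyme gene that fell, was expressed at 51.3 ± 5.11 TPM with vehicle and at 41.7 ± 9.76, 37.2 ± 3.61, 26.8 ± 6.6 and 18.1 ± 7.89 TPM at 3, 10, 20 and 30 nmol/kg (SD, n = 6). Its log2 fold change at 30 nmol/kg was -1.67 (SE 0.19, FDR 3.18e-09, limma/voom). Replicate 70 held 33.6 TPM of Ddah1 and the other 5 mice at 30 nmol/kg 11.3 to 17 TPM. Sds, encoding serine dehydratase, rose from 146 ± 20.4 TPM with vehicle to 169 ± 67.5, 254 ± 88.3, 341 ± 81.1 and 631 ± 48 TPM over the doses (SD, n = 6). The log2 fold change of Sds was 2.03 (SE 0.24, FDR 6.13e-09, limma/voom) at 30 nmol/kg, 0.62 (FDR 0.0289) with semaglutide 20 nmol/kg and 0.58 (FDR 0.0392) with semaglutide 100 nmol/kg. When no significant difference was read as an FDR above 0.05, both Sds and Ddah1 left the set. Ddah1 also left it with edgeR's quasi-likelihood test, DESeq2 and limma on log2(TPM + 1), so that it met the criteria in 12 of 16 settings and Sds in 15. Gls2 was expressed at 183 ± 22.7 TPM with vehicle, 295 ± 28.7 TPM at 10 nmol/kg and 416 ± 66.3 TPM at 30 nmol/kg, where replicate 70 held 544 TPM and the other 5 mice 353 to 415 TPM. Got1 rose from 151 ± 25.8 to 673 ± 85.4 TPM at 30 nmol/kg (SD, n = 6), a log2 fold change of 2.10 (SE 0.28, FDR 5.11e-08, limma/voom), and the 6 values at each of these doses did not overlap. Ass1 was the most abundant of the 6, with 2040 ± 337 TPM for vehicle and 5160 ± 144 TPM at 30 nmol/kg, a log2 fold change of 1.28 (SE 0.14, FDR 1.31e-09, limma/voom). Gm5424, a processed pseudogene copy of Ass1 on chromosome 10 with which reads can be shared, rose by 1.26 on the log2 scale (SE 0.14, FDR 9.2e-10). Asns was scarce, with 7 to 58 reads per library for vehicle and 23 to 320 at 30 nmol/kg. Its 0.372 ± 0.328 TPM with vehicle and 3.18 ± 1.92 TPM at 30 nmol/kg overlapped between mice, with a log2 fold change of 2.88 (SE 0.75, FDR 0.00125, limma/voom), and it left the set when at least 10 counts were required in every library.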

We correlated the transcriptional changes for the genes *Sds*, *Gls2*, and *Got1* with the plasma concentrations of serine and glutamine (Figure 6N–P), and for the 93 gene set with the liver cholesterol and triglyceride concentrations (Figure S9). These analyses demonstrated a significant negative correlation, which was not observed for semaglutide, strengthening the conclusion that changes in plasma amino acids are attributed to GCGR agonistic activity of BI 456906 in the liver (Figure 6N–P).

**Figure 6:**
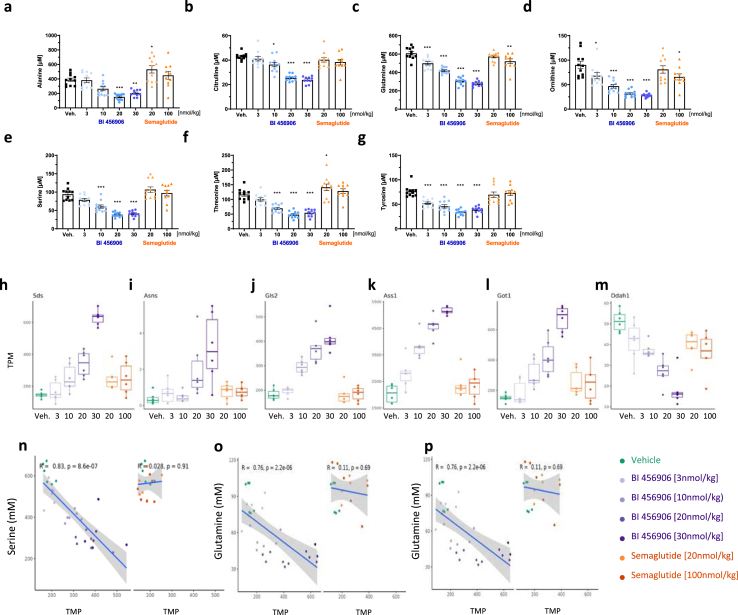
**Plasma and transcriptional markers of glucagon receptor activation by BI 456906.** Amino acid regulation by BI 456906. (a–g) Plasma amino acid levels at Day 28 after subchronic dosing with vehicle, BI 456906, or semaglutide in DIO mice. Data are shown as mean ± SEM, with individual data shown. (h–m) The dose-dependent regulation of genes encoding amino acid-metabolizing enzymes by BI 456906 versus semaglutide. The middle line denotes median transcripts per million (TPM) (n–p) Correlation of transcriptional changes in *Sds* (n), *Gls2* (o), and *Got1* (p) mRNA with plasma levels of serine (*Sds*) and glutamine (*Gls2* and *Got1*) after treatment with BI 456906, vehicle, or semaglutide. Significant negative correlation (p < 0.0001, Spearman) was only observed in BI 456906 treatment, but not in semaglutide. R2 values are represented on the plots. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. DIO, diet-induced obese; TPM, transcripts per million.

### 3.7 BI 456906 engages the glucagon receptor *in vivo* upon single dosing, increases liver nicotinamide N-methyltransferase mRNA, and reduces plasma serine and glutamine

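Nnmt encodes nicotinamide N-methyltransferase and lies on chromosome 9 of GRCm38 from 48591877 to 48605153. Liver expression of Nnmt was 98.2 ± 38.5 TPM with vehicle and 191 ± 84.6, 253 ± 61.4, 385 ± 33.9 and 548 ± 59.1 TPM with BI 456906 at 3, 10, 20 and 30 nmol/kg (SD, n = 6). With semaglutide it was 173 ± 57 TPM at 20 nmol/kg and 192 ± 60.8 TPM at 100 nmol/kg. Between 1246 and 16576 reads per library were counted on Nnmt in the vehicle and 30 nmol/kg groups, and the values of these 2 groups did not overlap. Over the doses of BI 456906 the log2 fold change against vehicle was 0.84 (SE 0.28, FDR 0.0388), 1.31 (FDR 0.000317), 1.95 (FDR 6.42e-07) and 2.49 (SE 0.29, FDR 3.04e-09) in the limma/voom fit. Semaglutide also raised Nnmt, by a log2 fold change of 0.76 (SE 0.28, FDR 0.0239, limma/voom) at 20 nmol/kg and 0.92 (SE 0.28, FDR 0.00623) at 100 nmol/kg, both under the threshold of 1. BI 456906 at 30 nmol/kg exceeded semaglutide by 1.74 (SE 0.29, FDR 7.36e-05, limma/voom) at 20 nmol/kg and by 1.57 (SE 0.29, FDR 0.000396) at 100 nmol/kg. Nnmt met the criteria in 12 of 16 settings and missed them with both TPM pseudocounts, with sample quality weights, and when no significant difference was read as an FDR above 0.05.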

Hepatic expression of the *Nnmt* gene was dose-dependently and specifically upregulated by BI 456906, but not semaglutide, implying GCGR agonism in the liver (Figure 5B). Consistent with these findings, single dosing of lean mice with BI 456906, but not semaglutide, dose-dependently increased *Nnmt* mRNA expression in the liver (Figure 7A), reaching significance at 100 and 300 nmol/kg BI 456906 versus vehicle. In addition, plasma amino acids were measured as circulating biomarkers for target engagement of the GCGR; single dosing of mice with BI 456906 significantly reduced plasma glutamine and serine levels compared with control and semaglutide-treated groups at a dose of 10 nmol/kg (Figure 7B and C).

**Figure 7:**
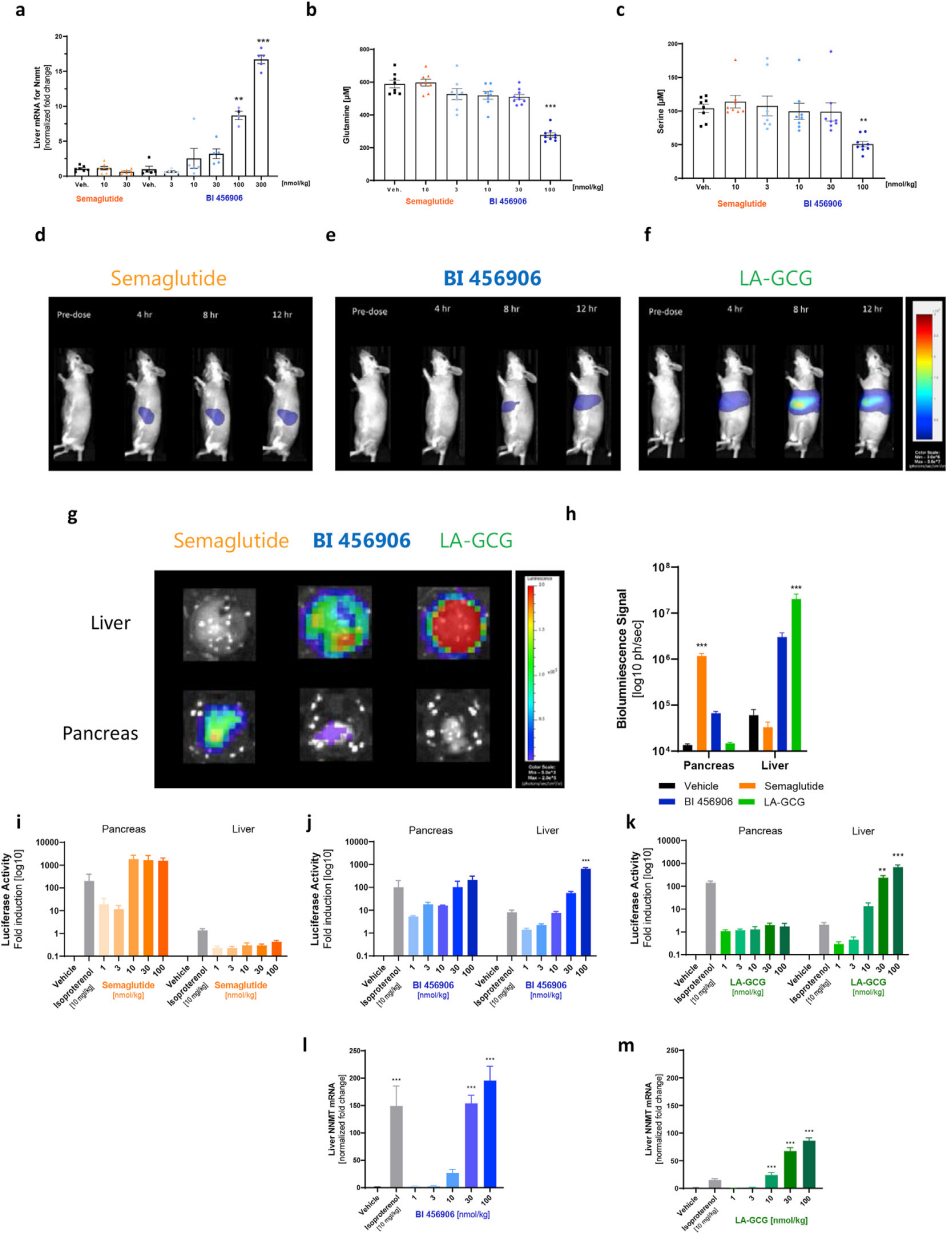
**Effects of BI 456906 on glucagon receptor markers in lean mice and on luciferase activity in target tissues of glucagon-like peptide-1 receptors and glucagon receptors in CRE-Luc mice.** Activation of GCGRs and GLP-1Rs by BI 456906 in lean and in CRE-Luc mice. (a) Liver *Nnmt* mRNA expression after single dosing with vehicle, semaglutide or BI 456906. Plasma levels of (b) glutamine and (c) serine after single dosing with vehicle, semaglutide or BI 456906. Data are shown as mean ± SEM, with individual data shown. (d–m) CRE-Luc mice were dosed with BI 456906, semaglutide and LA-GCG and imaged over 12 h. (d–f) Left lateral imaging of mice pre-dose, 4 h, 8 h, and 12 h after dosing with 100 nmol/kg, (d) semaglutide, (e) BI 456906, or (f) LA-GCG. (g) *Ex vivo* tissue imaging of the liver (top row) and pancreas (bottom row). (h) Bioluminescence signal for *ex vivo* tissue imaging. (i–k) *Ex vivo* determined x-fold induction of luciferase activity in the pancreas and liver after treatment with (i) semaglutide, (j) BI 456906, or (k) LA-GCG versus vehicle and isoproterenol. (l and (m) Liver *Nnmt* mRNA expression in CRE-Luc mice after treatment with (l) BI 456906 or (m) semaglutide versus vehicle and isoproterenol. Data are shown as mean ± SEM. Statistical analysis was done using one-way ANOVA followed by Dunnett’s method for multiple comparisons versus vehicle with significance defined at ∗∗p < 0.01, ∗∗∗p < 0.001. CRE-Luc, cAMP response element-luciferase; GCGR, glucagon receptor; GLP-1R, glucagon-like peptide-1 receptor; Iso, isoproterenol; LA-GCG, long-acting glucagon; NNMT, nicotinamide N-methyltransferase.

### 3.8 BI 456906 simultaneously engages the GCGR and the GLP-1R in mice upon acute dosing *in vivo*

Simultaneous engagement of the GLP-1R and GCGR *in vivo* by BI 456906 at pharmacologically active doses was compared with semaglutide and LA-GCG, applying the CRE-Luc transgenic mouse model [38], a reporter line that allows the detection of ligand activation of GPCRs to translate *in vitro* to *in vivo* activity. An advantage of this model for the characterization of BI 456906 lies within the use of the same assay principle of CRE-Luc induction as applied to determine *in vitro* receptor potencies (Figure 1C). The suitability of this model was established by single intraperitoneal dosing of the technical control isoproterenol as described [38].

Real-time, *in vivo* imaging was performed up to 12 h. Semaglutide increased luciferase activity in the pancreas, indicating GLP-1R activation (Figure 7D), whereas luciferase activity was observed in the liver for BI 456906 (Figure 7E) and LA-GCG (Figure 7F). To confirm the *in vivo* bioimaging data, individual tissue imaging analysis was performed *ex vivo* to enable respective resolution and quantification at the end of the study (Figure 7G and H). Increased luciferase activity was shown for BI 456906 in the liver and the pancreas, suggesting activation of both the GLP-1R and GCGR, whereas semaglutide showed activity only in the pancreas and the LA-GCG only in the liver, indicating single activation of the GLP-1R and GCGR, respectively (Figure 7G and H).

Liver and pancreas tissues were isolated 12 h after injection. The time point of tissue analysis was established (data not shown), with the maximal response of the luciferase activity approximately 4–5 h after the T_max_ of the respective peptide (Tables S1 and S3). The technical control isoproterenol increased liver and pancreas luciferase activity ∼10- and 1000-fold, respectively (Figure 7I–K). Semaglutide dose-dependently increased luciferase activity in the pancreas (maximal effect at doses ≥10 nmol/kg) with no significant increase in the liver (Figure 7I). By contrast, BI 456906 led to a dose-dependent activation of luciferase activity in both the pancreas and the liver, with maximal responses at 30 and 100 nmol/kg, respectively (Figure 7J). Moreover, LA-GCG dose-dependently increased luciferase activity in the liver only, suggestive of selective engagement of the GCGR (Figure 7K). The dose-dependent engagement of the GCGR by both BI 456906 and LA-GCG was confirmed by an upregulation of *Nnmt* mRNA expression in the livers of CRE-Luc mice (Figure 7L and M), with significant increases seen with 10, 30, and 100 nmol/kg LA-GCG and with 30 and 100 nmol/kg BI 456906. Interestingly, an upregulation of liver *Nnmt* mRNA expression by isoproterenol was noted, consistent with *Nnmt* transcriptional regulation by cAMP (Figure 7L and M).

### 3.9 BI 456906 agonism of the glucagon receptor drives transcriptional changes in mouse hepatocytes that are potentially relevant in humans

To investigate the potential relevance of the transcriptional changes observed in livers from DIO mice treated with BI 456906 in human disease, an unbiased cluster analysis was performed using human liver mRNA sequencing data (Figures 8 and S10) from a cohort of 143 people with obesity (mean BMI 36.7–46.4 kg/m^2^) and concurrent non-alcoholic fatty liver disease or NASH up to fibrosis stage 4 (F0–4). A detailed analysis of this cohort has previously identified multiple clusters of genes that show a strong correlation between gene expression and disease stage [46], shown in Figure 8A and D. The mRNA sequence analysis from livers of mice treated with BI 456906 suggests that gene clusters that are differentially expressed (upregulated, Figure 8A; downregulated, Figure 8D) in the progression of NASH [46] across fibrosis stages in humans exhibited an opposing pattern and were downregulated with increasing doses of BI 456906 (Figure 8B and E), reaching statistical significance (p < 0.001; Figure 8C and F). 

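The human data are not analysed here, and the patterns over dose in mouse liver were taken as linear slopes over vehicle and the 4 doses of BI 456906 in place of clusters. Of the 15964 genes tested, 4719 had a falling slope with an FDR of at most 0.05 (limma/voom), with a median of -0.16 on the log2 scale per 10 nmol/kg. In 2191 of them the group mean of the log2 values fell at every dose step, and 1059 were also called for BI 456906 30 nmol/kg against vehicle. The alternative that moved the count most was the slope over the 4 doses without vehicle, which gave 3123 falling genes.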

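A rising slope over vehicle, 3, 10, 20 and 30 nmol/kg was found in 4676 genes (FDR of at most 0.05, limma/voom), with a median of 0.16 on the log2 scale per 10 nmol/kg. The group mean of the log2 values rose at each dose step in 2188 of these genes, and 937 passed the call for 30 nmol/kg against vehicle. The balance of rising and falling genes moved with the scaling: by library size alone, without TMM, 4035 genes rose and 5364 fell.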

The same pattern of genes that were downregulated across fibrosis stages in humans (Figure 8D) being upregulated with increasing doses of BI 456906 (Figure 8E) again reached statistical significance (p < 0.001; Figure 8F).

**Figure 8:**
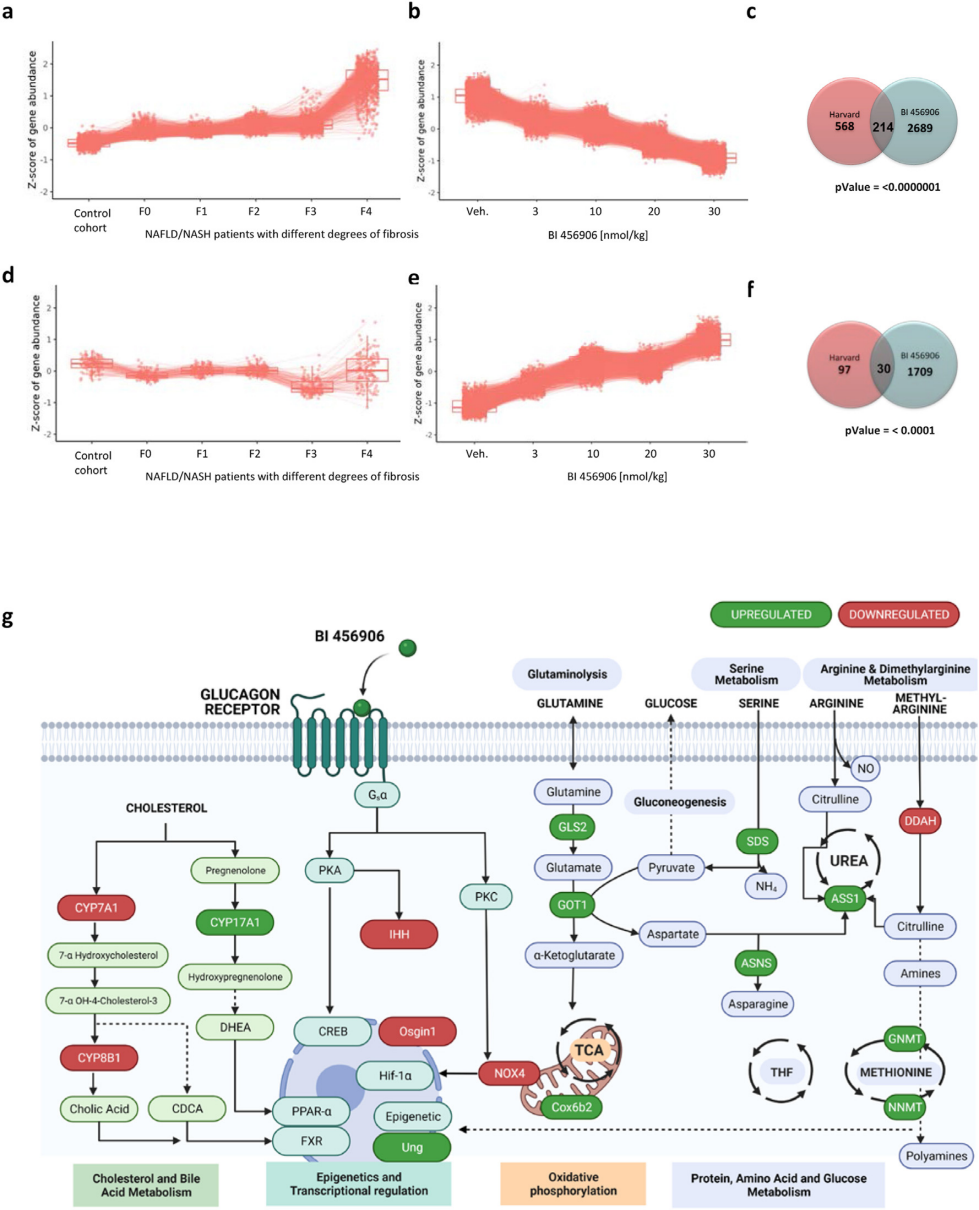
**Gene expression patterns of differentially expressed genes in diet-induced obese mice and humans with non-alcoholic fatty liver disease.** To find BI 456906 dose-dependent genes associated with NAFLD, we compared current study clusters with previously published transcriptomic data on NAFLD by Pantano et al. [46]. (a) Gene clusters that were upregulated over NAFLD fibrosis stages in the Pantano study. (b) Similar gene clusters as in (a) were downregulated with increasing BI 456906 treatment in diet-induced obese mice. (c) The overlap between the clusters was significant (p < 0.0001, hypergeometric test); the Z-score represents the scaled transformation of normalized counts. (d) Gene clusters that were downregulated over NAFLD fibrosis stages in the Pantano study. (e) Similar gene clusters as in (d) were upregulated with increasing BI 456906 treatment. (f) The overlap between the clusters was significant (p < 0.0001, hypergeometric test); the Z-score represents the scaled transformation of normalized counts. (g) Schematic for the working hypothesis of the actions of BI 456906 at GCGRs in the liver, based on transcriptional changes and cluster analyses. GCGR, glucagon receptor; NAFLD, non-alcoholic fatty liver disease; NASH, non-alcoholic steatohepatitis.

From both the gene expression and cluster analysis (Figure 5, Figure 6 and S10), a working hypothesis for the mechanisms of action of BI 456906 in hepatocytes was derived (Figure 8G), which provides novel insights into GCGR activation by the long-acting dual agonist BI 456906. Our integrated perspective on the GCGR agonistic activity of BI 456906 at therapeutic doses provides evidence for transcriptional changes that go beyond the classical pathways well described for GCGR agonism (cholesterol, bile acid, amino acid, and glucose metabolism) but comprise pathways that are of relevance to transcriptional and epigenetic regulation as well as mitochondrial function (Figure 8G).

## 4 Discussion

BI 456906 is a synthetic peptide designed to simultaneously engage the GCGR and GLP-1R by introducing GLP-1R activity into the glucagon amino acid sequence. To allow dosing of BI 456906 once-weekly as a treatment for people with obesity, the pharmacokinetic profile was optimized by acylation and a specific exchange of amino acid in position 2 to reduce renal clearance and provide resistance to proteolytic cleavage, respectively. Prolonging the *in vivo* half-life of peptides by acylation to promote high-affinity albumin binding is a well-established approach to maximizing the pharmacological potential of peptide hormone mimetics [52]. However, the complexity of peptide lipidation with variations in the lengths of fatty acids, linkers, sites of attachment, and physicochemical properties has been acknowledged in recent years [34,[53], [54], [55], [56]]. Specifically, optimization of these parameters is relevant to their affinities to the target receptors, plasma proteins, and plasma membranes [53,55,57]. All these changes, together with amino acid sequence modifications, influenced the pharmacological profile of the peptide at the target receptors and it was thus important to establish that an appropriate profile had been obtained.

The *in vitro* characterization of BI 456906 included various cellular and functional assays that supported its selection as a balanced dual agonist with an optimized pharmacological profile. BI 456906 species-dependently increased cAMP levels at low potency in hepatocytes endogenously expressing the GCGR, which was not observed for endogenous glucagon. Similar species-dependent potencies in hepatocytes described for cotadutide were thought to be related to differences in GCGR density and thereby the receptor occupancy required to stimulate cAMP [58]. Our data, as well as those of others described here, suggest that receptor pharmacology for acylated peptides requires thorough profiling, as the structural modifications introduced into the peptide sequence are not neutral to the receptor pharmacology, as is seen for receptor kinetics or internalization.

Receptor activation determined by increases in levels of the second messenger cAMP represents a cumulative endpoint that commonly applies a non-selective phosphodiesterase inhibitor, such as 3-isobutyl-1-methylxanthine [59]. Therefore, we complemented our assays with the CRE-Luc format representing a non-cumulative endpoint measure in recombinant cells, as well as functional read-outs in cells of endogenous receptor expression. Importantly, this assay principle allowed us to measure receptor activation in the presence of 100% mouse or human plasma. The potency of BI 456906 for the human GCGR and GLP-1R was differently affected by the presence of mouse or human plasma and was compared with liraglutide, semaglutide, cotadutide, or tirzepatide (Table S4), peptide agonists containing different fatty acid types to extend their *in vivo* half-life [60]. BI 456906 demonstrated a receptor ratio of approximately 1:8 in human plasma, comparable to the once-daily dual agonist cotadutide and different to the 1:3 ratio reported for the recently clinically discontinued dual GCGR/GLP-1R dual agonist NN-1177 in human plasma [34,35]. For the clinical-stage GCGR/GLP-1R agonist cotadutide, the relative receptor ratio *in vitro* in the absence of human plasma was described as 1:5, considered to be optimal for achieving weight loss and glycemic control [58].

Upon single dosing of lean mice with BI 456906 *in vivo*, we demonstrated a dose-dependent engagement of the GLP-1R based on glucose tolerance improvements, acute food intake inhibition, and a reduction in gastric emptying, at a lower potency compared with semaglutide. These measures represent preclinically and clinically well-established physiological responses to GLP-1R agonism and confirm the peripheral and central actions of BI 456906 in engaging the GLP-1R under acute conditions [61].

When administered to DIO mice, 30 nmol/kg BI 456906 demonstrated superior bodyweight-lowering efficacy compared with 20 nmol/kg semaglutide. This superior efficacy correlated with dose-dependent increases in plasma FGF-21 concentrations and dose-dependent reductions in plasma glucagon, cholesterol, and triglycerides, suggesting GCGR engagement. Interestingly, after 4 weeks of subchronic dosing in DIO mice, when food intake was similar to vehicle-treated control animals, semaglutide, but not BI 456906, significantly increased active ghrelin levels. The increase in the orexigenic hormone ghrelin supports an interaction between the ghrelin and GLP-1 system and might be considered as a counter-regulatory response to the anorectic mode of action of selective GLP-1R mono-agonists [62,63].

Various measures were employed that support the conclusion of a simultaneous engagement of the GCGR and GLP-1R by BI 456906 at pharmacological doses [48]. We established an *ex vivo* bioactivity assay as a measure to strengthen the correlation of *in vitro* to *in vivo* activity considering the pharmacokinetic and pharmacodynamic profiles of BI 456906. Importantly, the GCGR agonistic activity of BI 456906 improved, rather than compromised, glycemic control in DIO mice, a profile that appears specific to BI 456906 as this was not observed for other long-acting GCGR/GLP-1R agonists [34]. The increase in energy expenditure by BI 456906 successfully established that the bodyweight lowering in mice was not solely a consequence of food intake reduction. Our findings confirmed the previously established principle of GCGR/GLP-1R dual agonism to provide significantly greater weight loss in preclinical species compared with GLP-1R agonism alone [58,64,65]. Utilizing CRE-Luc reporter mice [38], the simultaneous and dose-dependent engagement of the GCGR and GLP-1R in key target tissues (liver and pancreas, respectively) provided evidence for balanced *in vivo* agonism of BI 456906 at the two receptors. In summary, we applied a thorough *in vitro* and *in vivo* investigation to characterize the relative receptor ratios, which is important given the variable success of other GCGR/GLP-1R dual agonists in clinical development [33].

In the characterization of BI 456906 as a GCGR/GLP-1R dual agonist, we performed a transcriptional analysis of livers from BI 456906- or semaglutide-treated DIO mice. Dose-dependent increases in *Nnmt* mRNA expression in CRE-Luc reporter mice treated with BI 456906, LA-GCG, or isoproterenol, but not semaglutide, confirmed the specific regulation of *Nnmt* by GCGR agonism in hepatocytes. NNMT, which is primarily expressed in liver and adipose tissue, catalyzes the methylation of nicotinamide from S-adenosylmethionine (SAM) to produce S-adenosyl-l-homocysteine (SAH) and methylnicotinamide. Inhibition and siRNA or genetically mediated knockdown of the enzyme has demonstrated considerable metabolic benefits to weight loss, insulin sensitivity, and steatosis in mice [66,67]. However, the functional and causal contribution of NNMT in adipose tissue versus liver under pathophysiological conditions appears incompletely understood. In hepatocytes, *Nnmt* expression was found to correlate with low serum lipids in mice and people with obesity [[68], [69], [70]]. In addition to *Nnmt*, *Gnmt* mRNA was specifically and dose-dependently regulated by BI 456906. 

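Gnmt, on chromosome 17 of GRCm38 from 46725664 to 46729168, was among the most abundant transcripts examined, with 49888 to 82337 reads per library for vehicle. Its expression was 2110 ± 340 TPM with vehicle and 2380 ± 303, 2850 ± 265, 3150 ± 447 and 3510 ± 173 TPM at 3, 10, 20 and 30 nmol/kg BI 456906 (SD, n = 6). Semaglutide left it at 2060 ± 211 TPM at 20 nmol/kg and 2070 ± 311 TPM at 100 nmol/kg, log2 fold changes of -0.11 (SE 0.11, FDR 0.45, limma/voom) and -0.10 (SE 0.11, FDR 0.493). At 30 nmol/kg the log2 fold change was 0.66 (SE 0.11, FDR 5.73e-06, limma/voom) against vehicle, 0.77 (FDR 1.24e-05) against semaglutide 20 nmol/kg and 0.76 (FDR 2.02e-05) against semaglutide 100 nmol/kg. These changes were under the threshold of 1, and Gnmt met the criteria for the set in 0 of the 16 settings tried. The slope over dose was 0.21 per 10 nmol/kg (SE 0.03, FDR 8.84e-07, limma/voom), and the 6 values at 30 nmol/kg all lay above the 6 of vehicle.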

GNMT is highly abundant in the liver and is the main enzyme controlling methionine metabolism and the SAM/SAH ratio, using SAM for the synthesis of N-methylglycine. The protective role of GNMT has been well characterized in the context of hepatocellular carcinoma and liver fibrosis in mice and in humans [[71], [72], [73], [74]]. With the identification of *Nnmt* and *Gnmt* as being specifically regulated by BI 456906, agonism of the GCGR may be mechanistically linked to pathways of methionine, polyamine, and nicotinamide adenine dinucleotide metabolism, with potential impacts on cellular energy homeostasis, transcriptional regulation, and epigenetically controlled DNA modifications [70,[75], [76], [77]]. These data warrant further investigations and might provide novel insights into the pharmacology of sustained GCGR activation in the healthy or diseased liver [77,78].

Our approach of correlating plasma amino acid concentrations for serine and glutamine with the regulation of *Sds*, *Gls2*, and *Got1* mRNA suggests persistent engagement of the GCGR by BI 456906 upon subchronic treatment in DIO mice. In agreement with our data, a significant downregulation of *Nnmt*, *Sds*, and *Got1* mRNA in the liver has been described in *Gcg* KO mice [79]. Moreover, changes in plasma amino acid concentrations as biomarkers for GCGR agonistic activity of BI 456906 have been demonstrated to translate clinically [47]. Our exploratory measure of plasma amino acids is limited to a selection of primarily gluconeogenic amino acids; it will be of interest to further extend these initial findings to amino acids such as methionine and branched-chain amino acids, due to their potential relevance for liver function and insulin sensitivity, respectively [80,81]. Furthermore, a more comprehensive analysis of changes in amino acid metabolism by BI 456906 in the context of GCGR agonism and energy expenditure may unravel novel insights into how energy homeostasis adapts to such pharmacological interventions [82]. 

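In the liver libraries of the subchronic study, Pck1, which encodes cytosolic phosphoenolpyruvate carboxykinase and lies on chromosome 2 of GRCm38 from 173153048 to 173159273, was measured on 60598 to 289951 reads per library in the vehicle and 30 nmol/kg groups. Its expression was 1060 ± 411 TPM with vehicle and 1640 ± 251, 2510 ± 347, 2690 ± 522 and 3050 ± 328 TPM at 3, 10, 20 and 30 nmol/kg BI 456906 (SD, n = 6). The log2 fold change was 0.66 (SE 0.16, FDR 0.0081) at 3 nmol/kg and 1.52 (SE 0.17, FDR 1.04e-09) at 30 nmol/kg in the limma/voom fit, and the 6 values at 30 nmol/kg all exceeded the 6 of vehicle. Semaglutide raised Pck1 as well, by a log2 fold change of 1.32 (SE 0.17, FDR 1e-07, limma/voom) at 20 nmol/kg and 1.11 (SE 0.17, FDR 1.3e-06) at 100 nmol/kg. Between BI 456906 30 nmol/kg and semaglutide, Pck1 differed by 0.20 (SE 0.17, FDR 0.471, limma/voom) at 20 nmol/kg and by 0.41 (SE 0.17, FDR 0.12) at 100 nmol/kg. Adjusted over the 6 gluconeogenesis genes alone, the FDR of these differences was 0.3 and 0.0245, so a smaller difference between the compounds stays open. Ppargc1a, a coactivator of gluconeogenic genes, rose from 1.53 ± 0.276 TPM with vehicle to 6.98 ± 0.991 TPM at 30 nmol/kg, a log2 fold change of 1.92 (SE 0.14, FDR 2.46e-13, limma/voom). With each semaglutide dose it rose by 1.19, and BI 456906 30 nmol/kg exceeded semaglutide 20 nmol/kg by 0.73 (SE 0.12, FDR 5.71e-05, limma/voom). The mitochondrial form Pck2 rose by 0.26 (SE 0.10, FDR 0.0306, limma/voom), whereas Pcx fell from 341 ± 34.9 to 226 ± 9.11 TPM, a log2 fold change of -0.67 (SE 0.08, FDR 3.05e-09). G6pc changed by 0.26 (SE 0.17, FDR 0.195, limma/voom) and Fbp1 by -0.12 (SE 0.09, FDR 0.22). Of the 6 gluconeogenesis genes, 4 had an FDR of at most 0.05 at 30 nmol/kg over all genes tested and the number adjusted over the list alone was also 4, with 2 of them called. Between BI 456906 30 nmol/kg and semaglutide 100 nmol/kg, 4 of the 6 had an FDR of at most 0.05 over all genes and 5 over the list alone, none of them called, and for semaglutide 20 nmol/kg the numbers were 2 and 3.

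**Figure D1:**
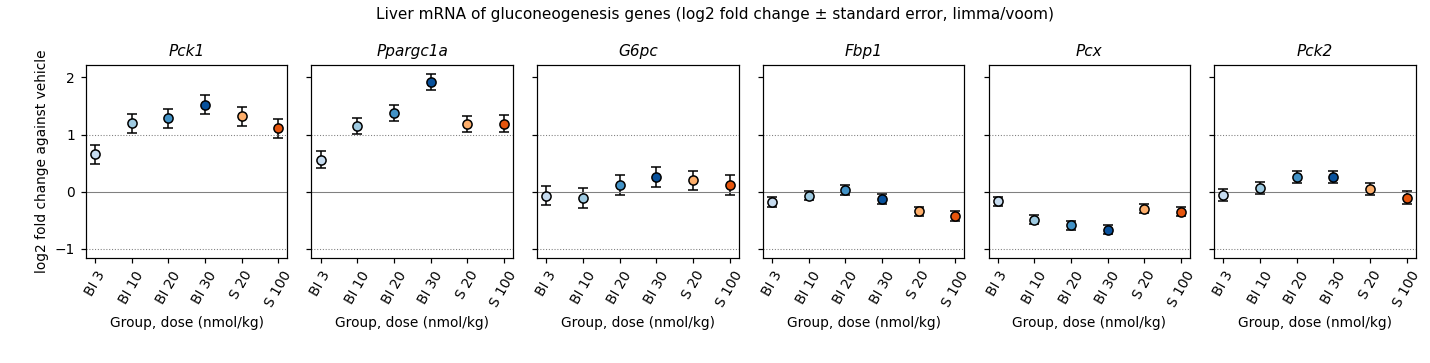
Log2 fold change against vehicle (vertical axis) of each gene in limma/voom by group, where BI is BI 456906 and S is semaglutide at the dose in nmol/kg. Points are estimates with bars of 1 SE (n = 6 mice per group), and dotted lines mark the threshold of 1. Pck1 and Ppargc1a lie above the threshold in every group but BI 456906 3 nmol/kg, where they are at 0.66 and 0.56, and the other genes stay within it.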

Interestingly, although changes in expression of mRNA encoding enzymes of gluconeogenesis, such as phosphoenolpyruvate carboxykinase, were expected based on GCGR agonism of BI 456906, no significant changes in the expression of these genes were noted [83].

The transcriptional regulation of genes encoding amino acid- and methionine-metabolizing enzymes appear relevant in the context of preclinical models of NASH, in which fibrosis can be induced with amino acid- or methionine- and choline-deficient (MCD) diets [84]. GCGR/GLP-1R dual agonists consistently showed improvements in NASH and fibrosis in various animal models [48,85,86]; the dual GCGR/GLP-1R agonist G49 demonstrated beneficial effects in MCD diet-induced NASH fibrosis and upon partial hepatectomy in DIO mice, respectively [86]. It is of note that the histopathological improvements observed in the MCD diet NASH model were associated with similar transcriptional changes as described here (e.g. genes of the methionine cycle), suggesting that the identified networks are representative of GCGR agonism rather than a consequence of a particular animal model. Furthermore, the transcriptional changes in genes such as *IHH* [87], *DDAH* [88], *Nox4* [89], and *COX6B2* [90] suggest potential hepatoprotective pathways that comprise anti-fibrotic, anti-inflammatory, and anti-oxidative effects. This is supported by the recent report on the resolution of NASH and hepatic fibrosis by cotadutide and the underlying mechanistic contribution of GCGR agonism [48].

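Ihh, Nox4 and Cox6b2 were among the 101 genes that met the criteria, as was Ddah1. Ihh was scarce, with 20 to 74 reads per library for vehicle and 5 to 21 at 30 nmol/kg, and it fell from 0.672 ± 0.279 to 0.17 ± 0.0953 TPM (SD, n = 6). The log2 fold change of Ihh was -2.17 (SE 0.41, FDR 2.29e-05, limma/voom), and its values in the vehicle and 30 nmol/kg groups overlapped. It left the set with limma on log2(TPM + 1) and when at least 10 counts were required in every library. Nox4 was expressed at 11.6 ± 2.96 TPM with vehicle, 12.2 ± 2.1 at 3, 12 ± 3.05 at 10, 8.67 ± 0.815 at 20 and 5.99 ± 0.589 at 30 nmol/kg, and the highest of the 6 values at 30 nmol/kg was 7.13 TPM in replicate 67. The fall of Nox4 was -1.03 on the log2 scale (SE 0.15, FDR 3.14e-07, limma/voom), just past the threshold, and was -0.82, -0.91 and -0.96 under limma on log2(TPM + 1), limma on log2(TPM + 0.1) and sample quality weights. With semaglutide Nox4 rose, by 0.41 (SE 0.14, FDR 0.0165, limma/voom) at 20 nmol/kg and 0.34 (SE 0.14, FDR 0.0432) at 100 nmol/kg, and it left the set also when no significant difference was read as an FDR above 0.05. Cox6b2 rose from 1.14 ± 0.402 to 4.49 ± 0.844 TPM (SD, n = 6) on 8 to 30 and 38 to 78 reads per library, a log2 fold change of 2.04 (SE 0.39, FDR 2.36e-05, limma/voom). It was in the set in 12 of 16 settings, and not with DESeq2, edgeR's quasi-likelihood test, limma on log2(TPM + 1) or at least 10 counts in every library. Ddah1 at 30 nmol/kg was below semaglutide 100 nmol/kg by a log2 fold change of -1.03 (SE 0.19, FDR 0.000418, limma/voom), and semaglutide alone lowered it by -0.65 (SE 0.20, FDR 0.00611).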

The human relevance of our findings was investigated through applying an unbiased cluster analysis that overlaid the transcriptional networks identified in this study with those identified in people with obesity and NASH at various stages of fibrosis [46]. The enrichment and significance of the overlaying pathways not only included gene clusters with relevance to triglyceride and cholesterol metabolism, but also included clusters representing pathways of extracellular matrix organization and epigenetics. Our data support the hypothesis that the pharmacology of long-acting GCGR agonism exerted by BI 456906 might go beyond the physiology of glucagon as an integrator of glucose, fatty acid, and amino acid metabolism in the liver [91,92]. However, the clinical relevance and therapeutic potential of these mechanisms in promoting hepatocyte and liver integrity [93], function [94], and potentially regeneration remains to be demonstrated [86,95].

In summary, BI 456906 is a potent, appropriately balanced agonist of both the GCGR and the GLP-1R that produces bodyweight reductions through GLP-1R and GCGR dual agonism by the inhibition of food intake, gastric emptying, and increase in energy expenditure, while maintaining normoglycemia in obese, insulin-resistant animals. The preclinical profiling of BI 456906 and its mode of action supports its clinical investigation in Phase II trials in people with overweight/obesity (NCT04667377), diabetes (NCT04153929), and NASH (NCT041771273).

## Data statement

All RNA-Seq raw data used for the present study has been deposited to the Gene Expression Omnibus (GEO): The data from the preclinical animal study is available under accession GSE211105. The data from human NAFLD/NASH patients is available under the accession GSE162694.

## Data Availability

Data will be made available on request.

# Supplementary material for: BI 456906: Discovery and preclinical pharmacology of a novel GCGR/GLP-1R dual agonist with robust anti-obesity efficacy
**Source:** Mol Metab. 2022 Nov 7;66:101633. doi: 10.1016/j.molmet.2022.101633
**Supplement:** Multimedia component 1

## Slide 1
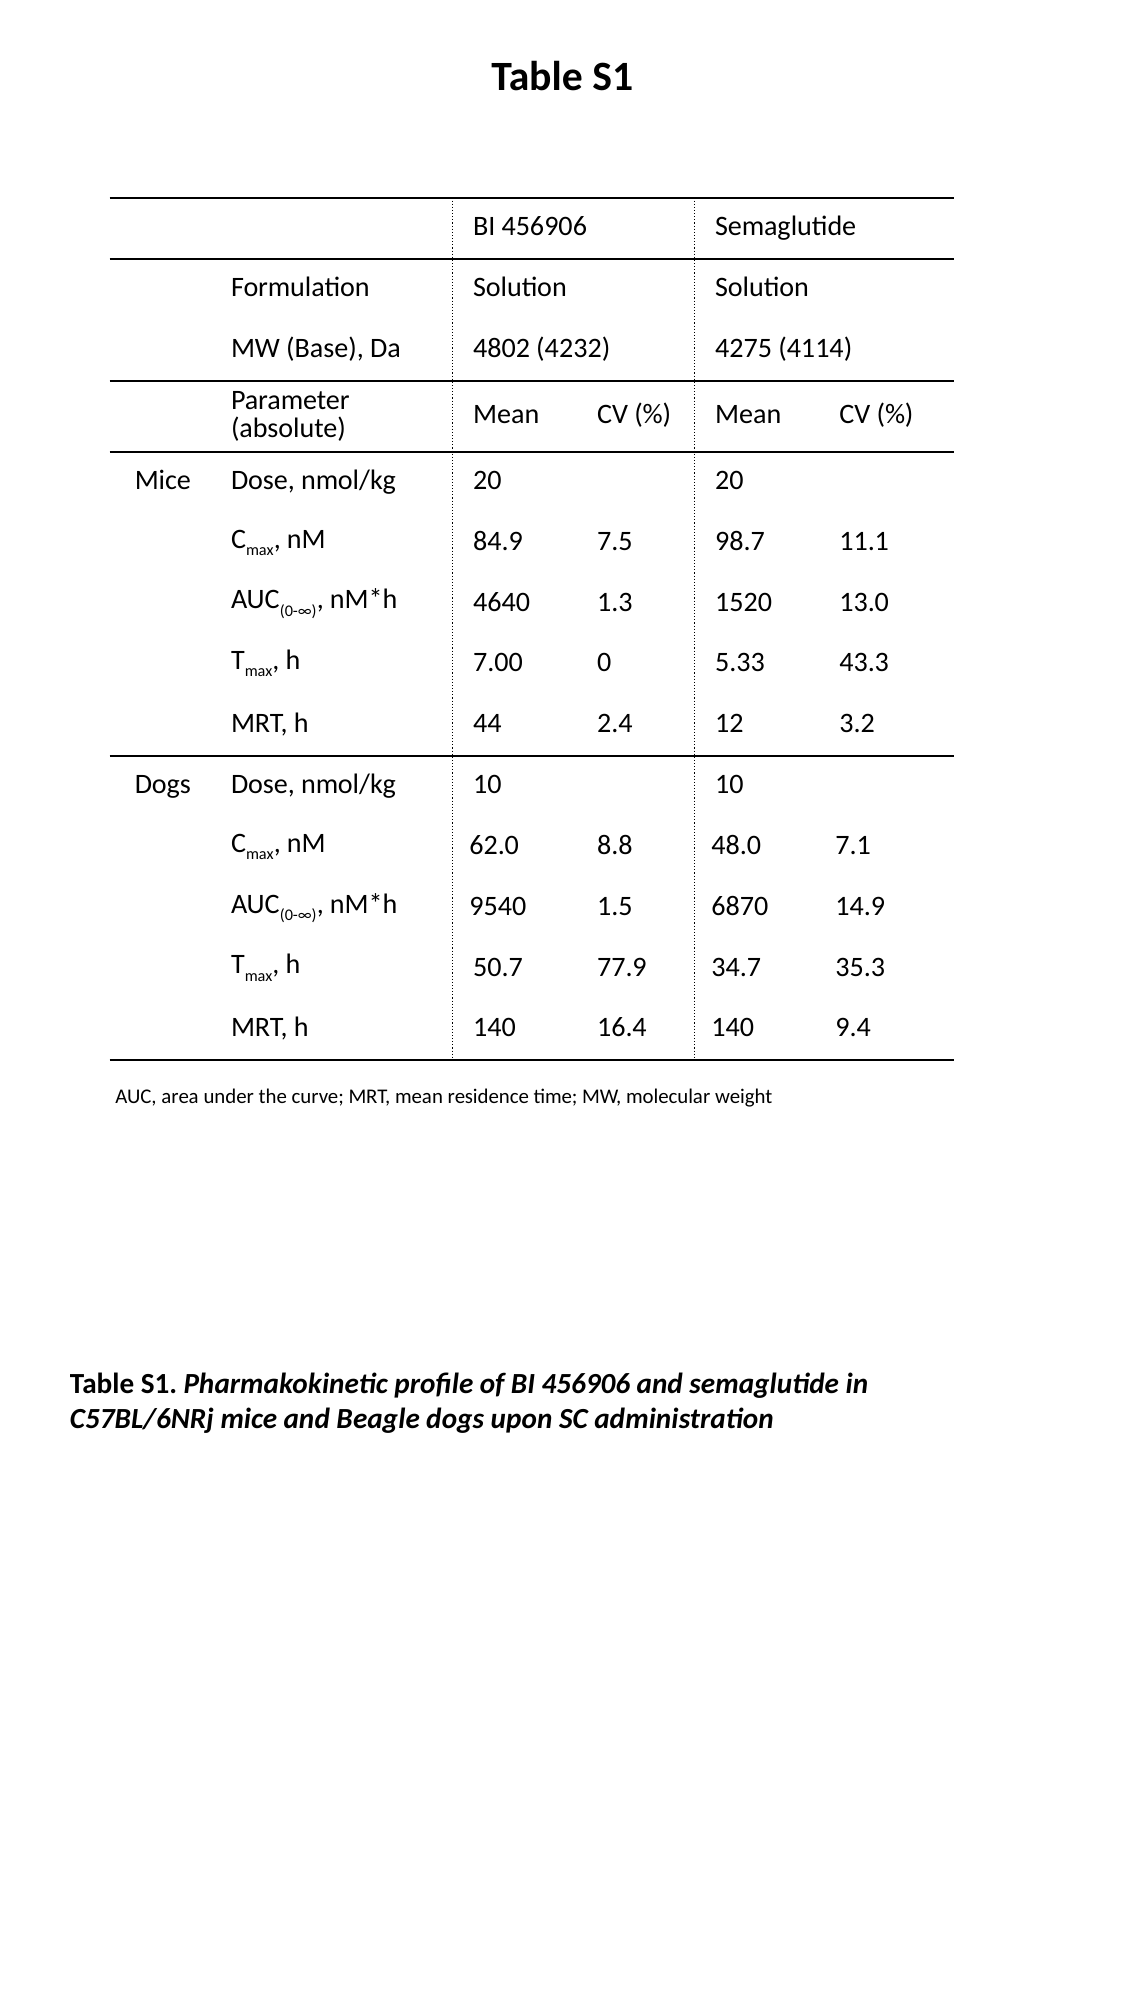

Table S1
| | | BI 456906 | | Semaglutide | |
| --- | --- | --- | --- | --- | --- |
| | Formulation | Solution | | Solution | |
| | MW (Base), Da | 4802 (4232) | | 4275 (4114) | |
| | Parameter (absolute) | Mean | CV (%) | Mean | CV (%) |
| Mice | Dose, nmol/kg | 20 | | 20 | |
| | Cmax, nM | 84.9 | 7.5 | 98.7 | 11.1 |
| | AUC(0-∞), nM\*h | 4640 | 1.3 | 1520 | 13.0 |
| | Tmax, h | 7.00 | 0 | 5.33 | 43.3 |
| | MRT, h | 44 | 2.4 | 12 | 3.2 |
| Dogs | Dose, nmol/kg | 10 | | 10 | |
| | Cmax, nM | 62.0 | 8.8 | 48.0 | 7.1 |
| | AUC(0-∞), nM\*h | 9540 | 1.5 | 6870 | 14.9 |
| | Tmax, h | 50.7 | 77.9 | 34.7 | 35.3 |
| | MRT, h | 140 | 16.4 | 140 | 9.4 |
AUC, area under the curve; MRT, mean residence time; MW, molecular weight
Table S1. Pharmakokinetic profile of BI 456906 and semaglutide in C57BL/6NRj mice and Beagle dogs upon SC administration

## Slide 2
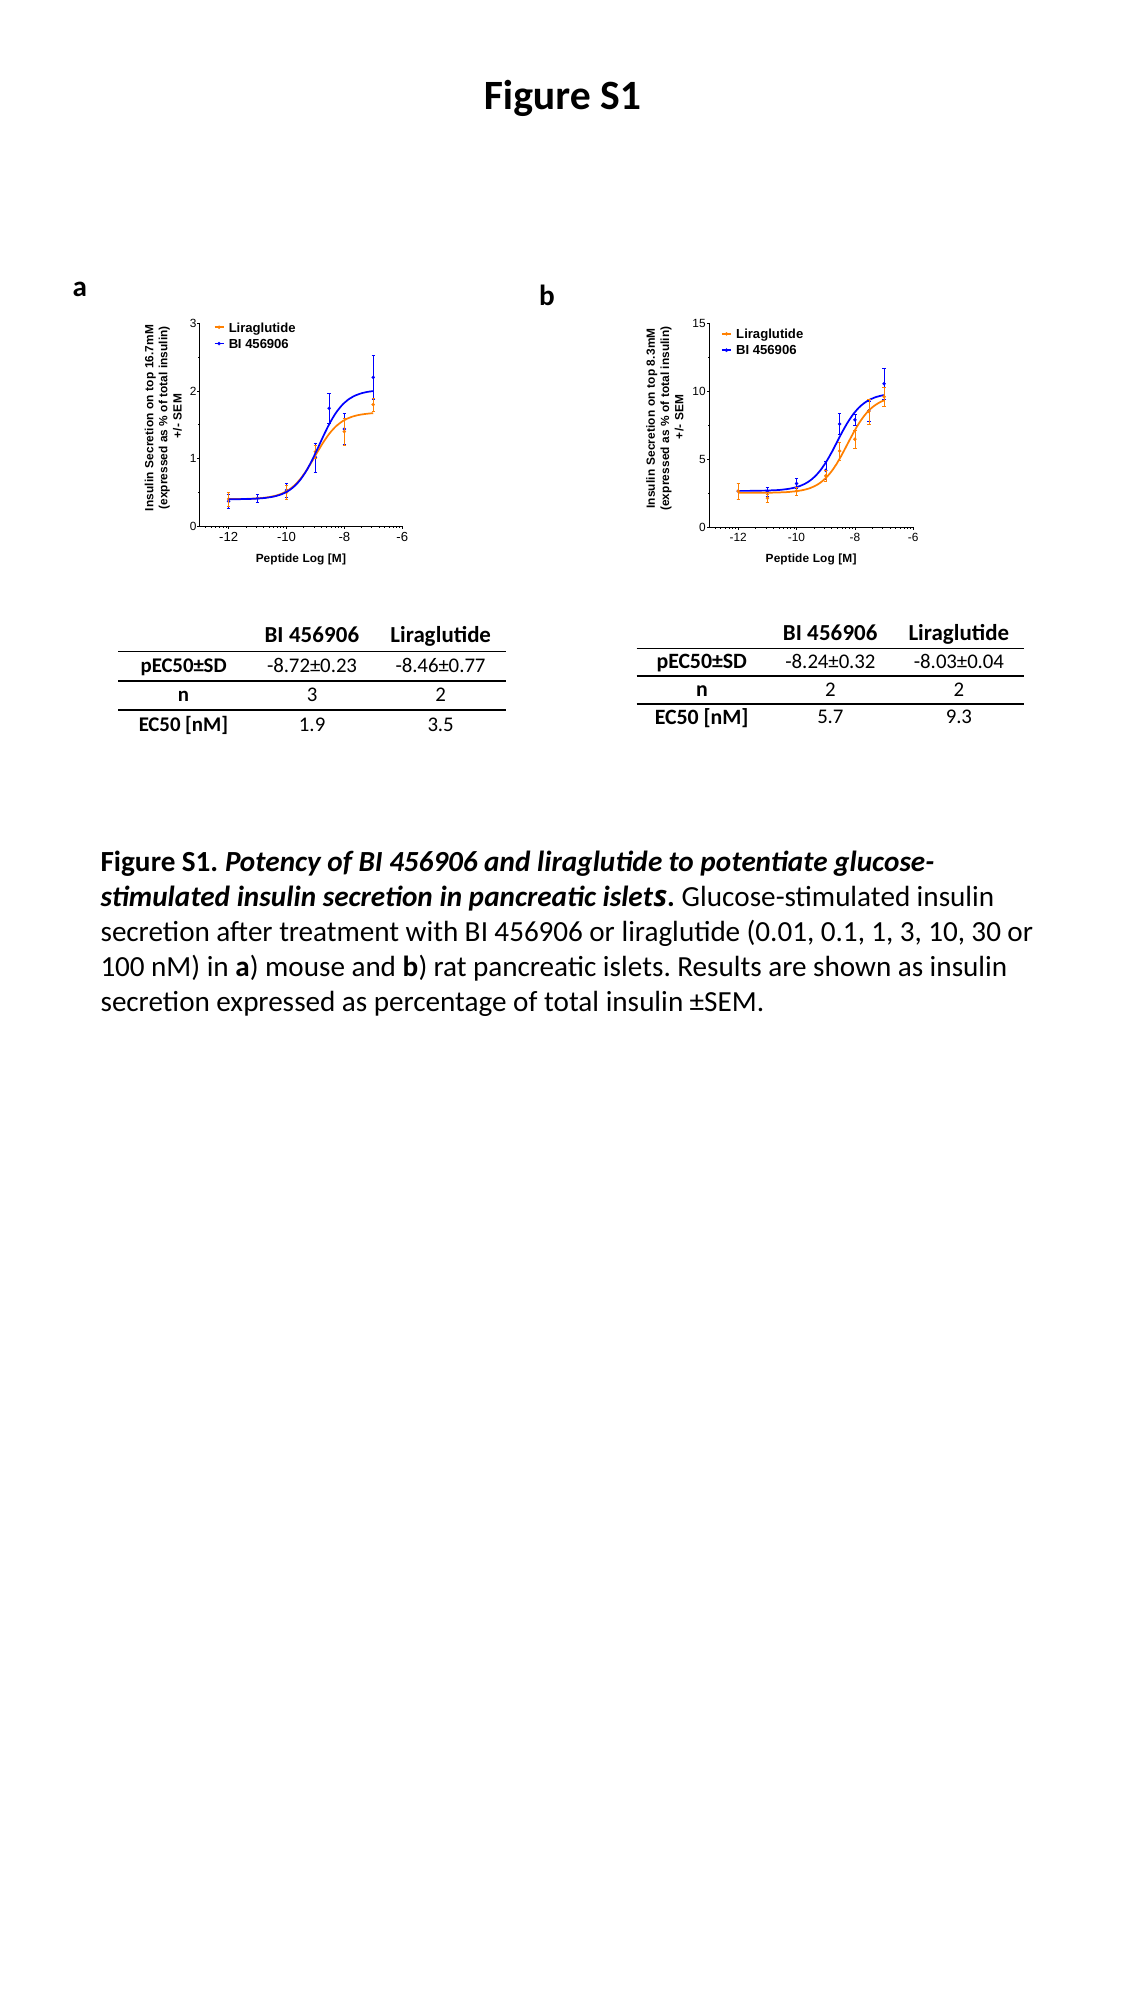

Figure S1
a
b
| | BI 456906 | Liraglutide |
| --- | --- | --- |
| pEC50±SD | -8.72±0.23 | -8.46±0.77 |
| n | 3 | 2 |
| EC50 [nM] | 1.9 | 3.5 |
| | BI 456906 | Liraglutide |
| --- | --- | --- |
| pEC50±SD | -8.24±0.32 | -8.03±0.04 |
| n | 2 | 2 |
| EC50 [nM] | 5.7 | 9.3 |
Figure S1. Potency of BI 456906 and liraglutide to potentiate glucose-stimulated insulin secretion in pancreatic islets. Glucose-stimulated insulin secretion after treatment with BI 456906 or liraglutide (0.01, 0.1, 1, 3, 10, 30 or 100 nM) in a) mouse and b) rat pancreatic islets. Results are shown as insulin secretion expressed as percentage of total insulin ±SEM.

## Slide 3
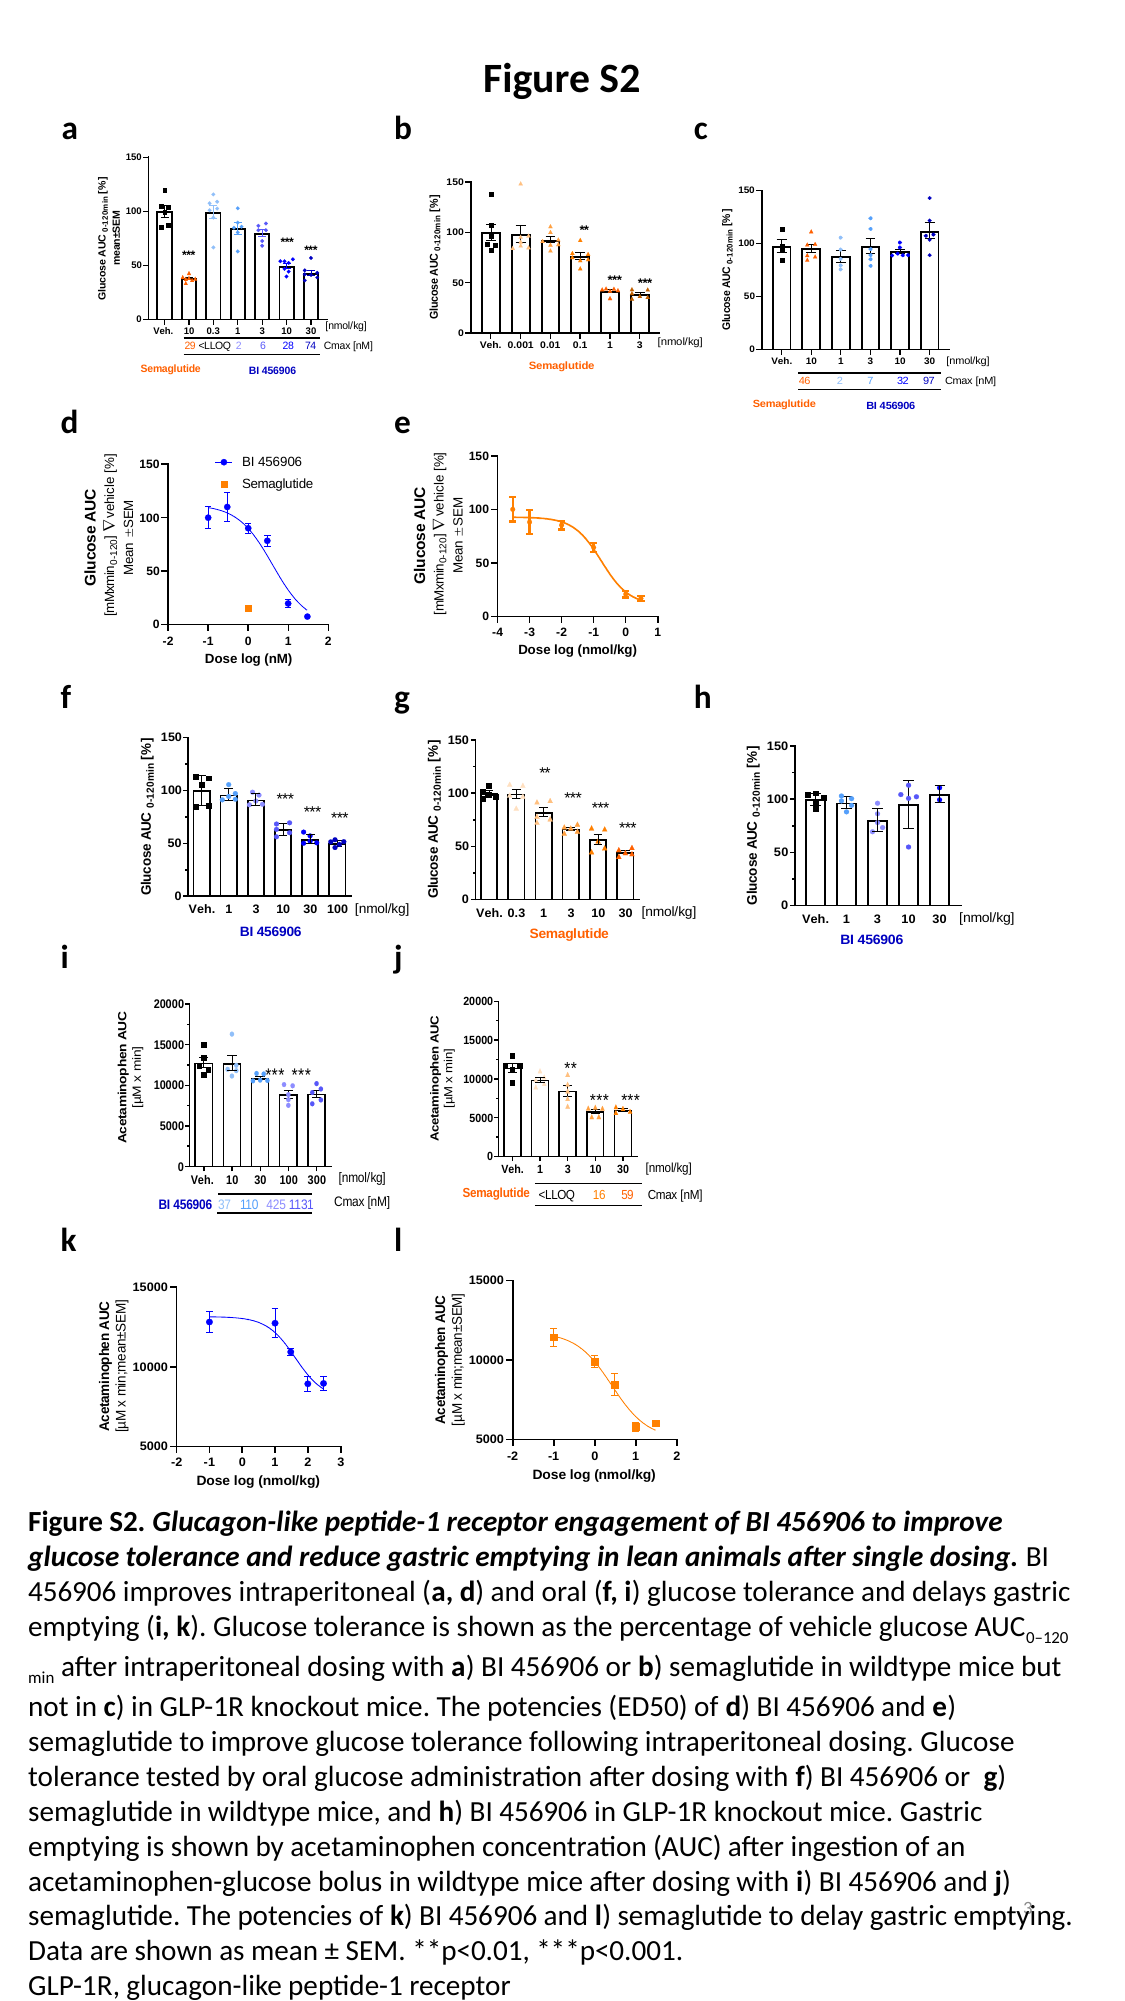

Figure S2
a
d
f
i
k
b
e
g
j
l
c
h
Figure S2. Glucagon-like peptide-1 receptor engagement of BI 456906 to improve glucose tolerance and reduce gastric emptying in lean animals after single dosing. BI 456906 improves intraperitoneal (a, d) and oral (f, i) glucose tolerance and delays gastric emptying (i, k). Glucose tolerance is shown as the percentage of vehicle glucose AUC0–120 min after intraperitoneal dosing with a) BI 456906 or b) semaglutide in wildtype mice but not in c) in GLP-1R knockout mice. The potencies (ED50) of d) BI 456906 and e) semaglutide to improve glucose tolerance following intraperitoneal dosing. Glucose tolerance tested by oral glucose administration after dosing with f) BI 456906 or g) semaglutide in wildtype mice, and h) BI 456906 in GLP-1R knockout mice. Gastric emptying is shown by acetaminophen concentration (AUC) after ingestion of an acetaminophen-glucose bolus in wildtype mice after dosing with i) BI 456906 and j) semaglutide. The potencies of k) BI 456906 and l) semaglutide to delay gastric emptying. Data are shown as mean ± SEM. **p<0.01, ***p<0.001.
GLP-1R, glucagon-like peptide-1 receptor
3

## Slide 4
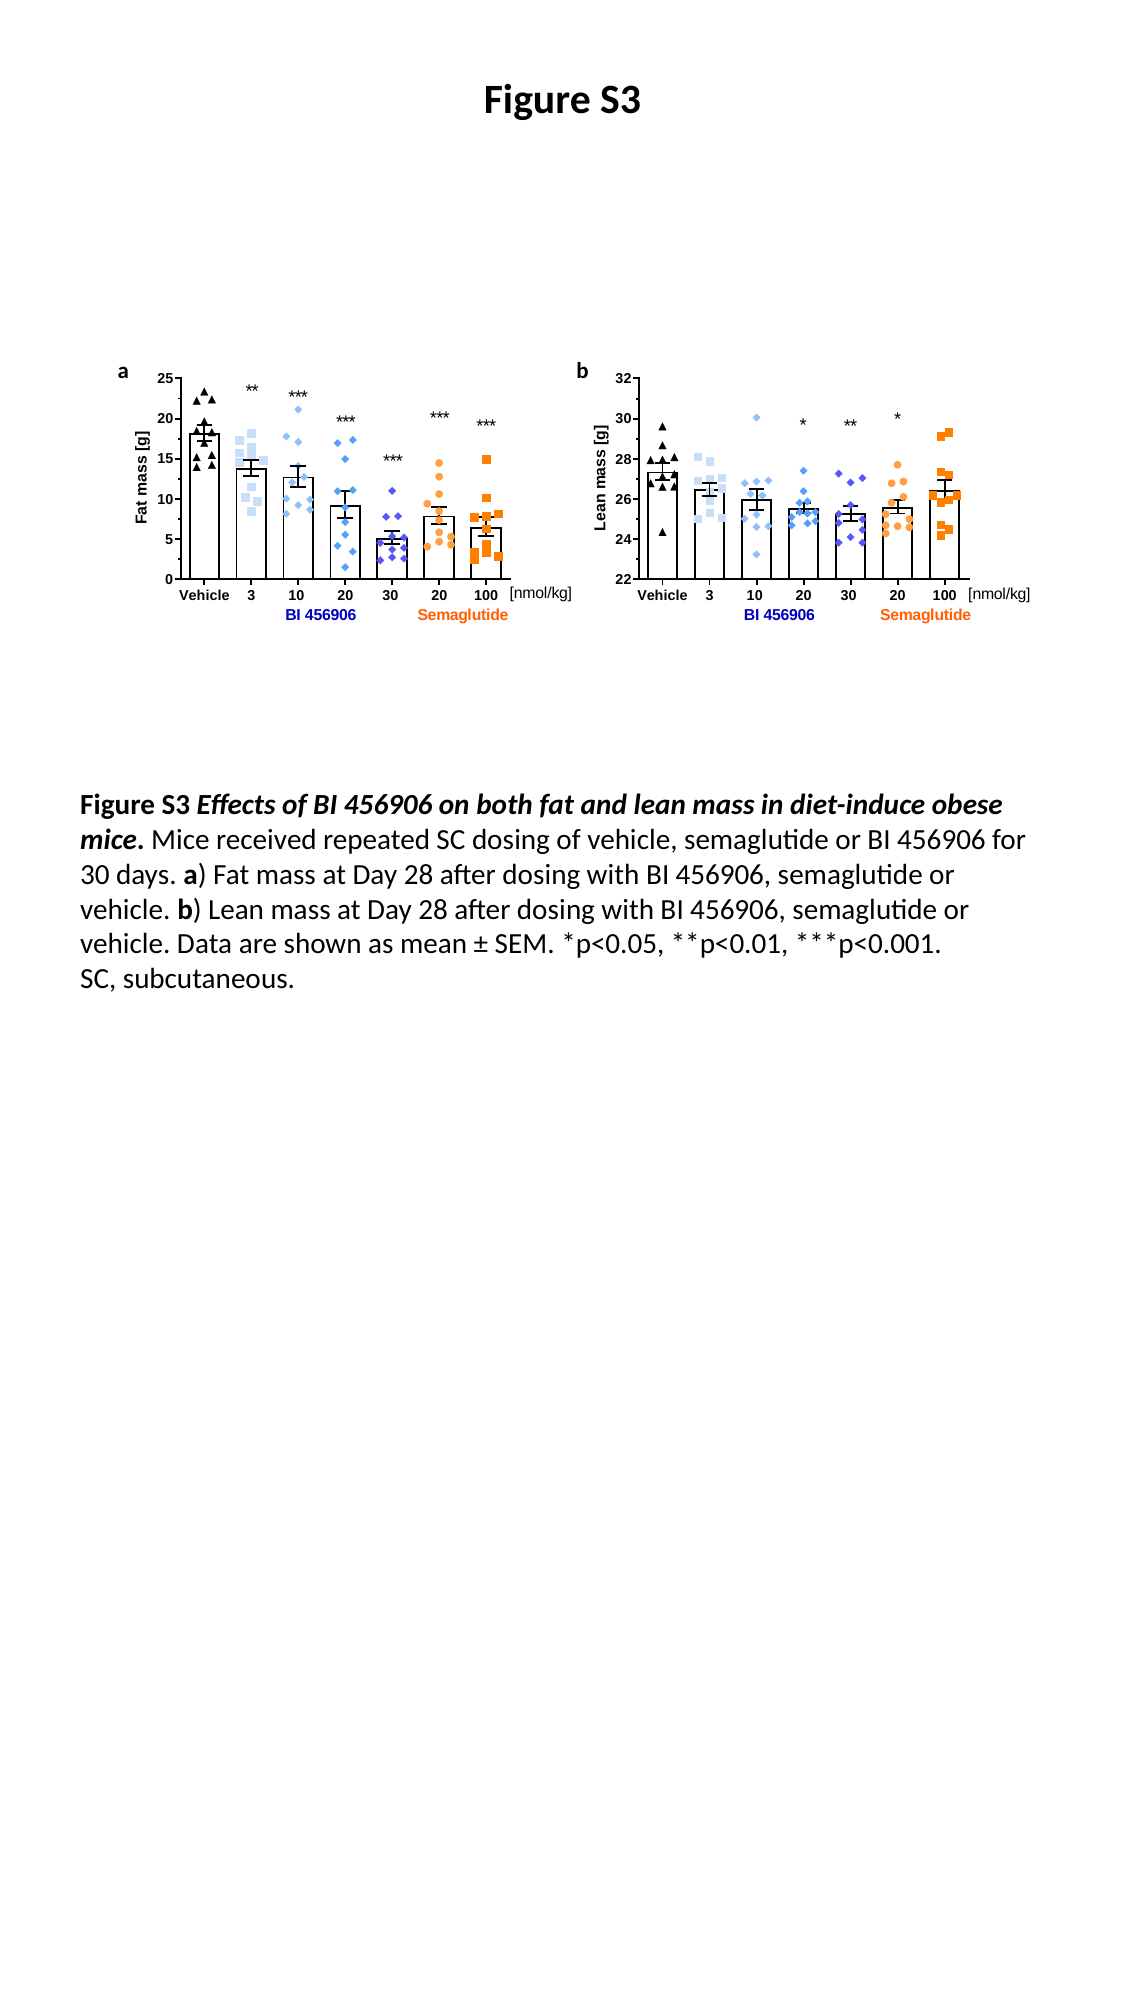

Figure S3
a
b
Figure S3 Effects of BI 456906 on both fat and lean mass in diet-induce obese mice. Mice received repeated SC dosing of vehicle, semaglutide or BI 456906 for 30 days. a) Fat mass at Day 28 after dosing with BI 456906, semaglutide or vehicle. b) Lean mass at Day 28 after dosing with BI 456906, semaglutide or vehicle. Data are shown as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001.
SC, subcutaneous.

## Slide 5
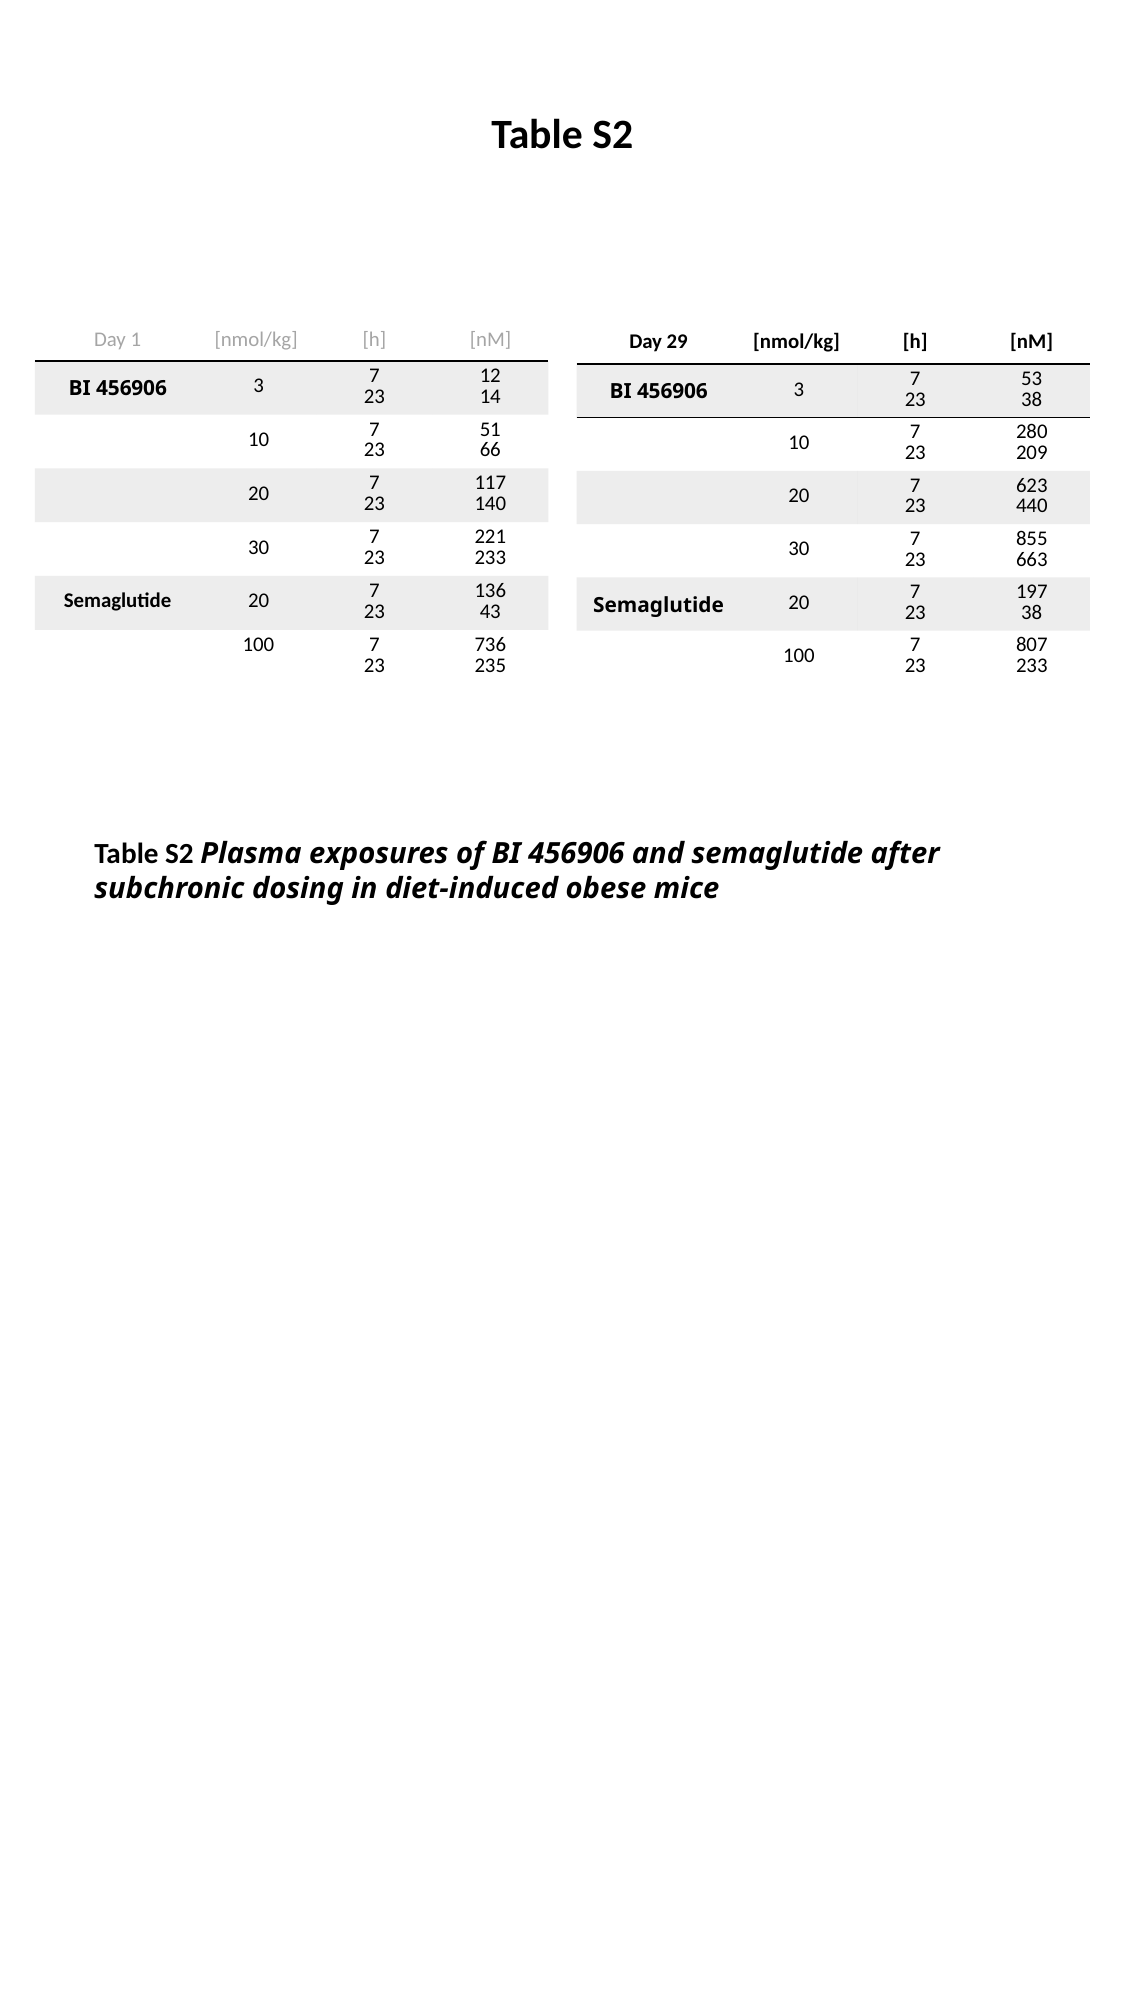

Table S2
| Day 29 | [nmol/kg] | [h] | [nM] |
| --- | --- | --- | --- |
| BI 456906 | 3 | 7 23 | 53 38 |
| | 10 | 7 23 | 280 209 |
| | 20 | 7 23 | 623 440 |
| | 30 | 7 23 | 855 663 |
| Semaglutide | 20 | 7 23 | 197 38 |
| | 100 | 7 23 | 807 233 |
| Day 1 | [nmol/kg] | [h] | [nM] |
| --- | --- | --- | --- |
| BI 456906 | 3 | 7 23 | 12 14 |
| | 10 | 7 23 | 51 66 |
| | 20 | 7 23 | 117 140 |
| | 30 | 7 23 | 221 233 |
| Semaglutide | 20 | 7 23 | 136 43 |
| | 100 | 7 23 | 736 235 |
Table S2 Plasma exposures of BI 456906 and semaglutide after subchronic dosing in diet-induced obese mice

## Slide 6
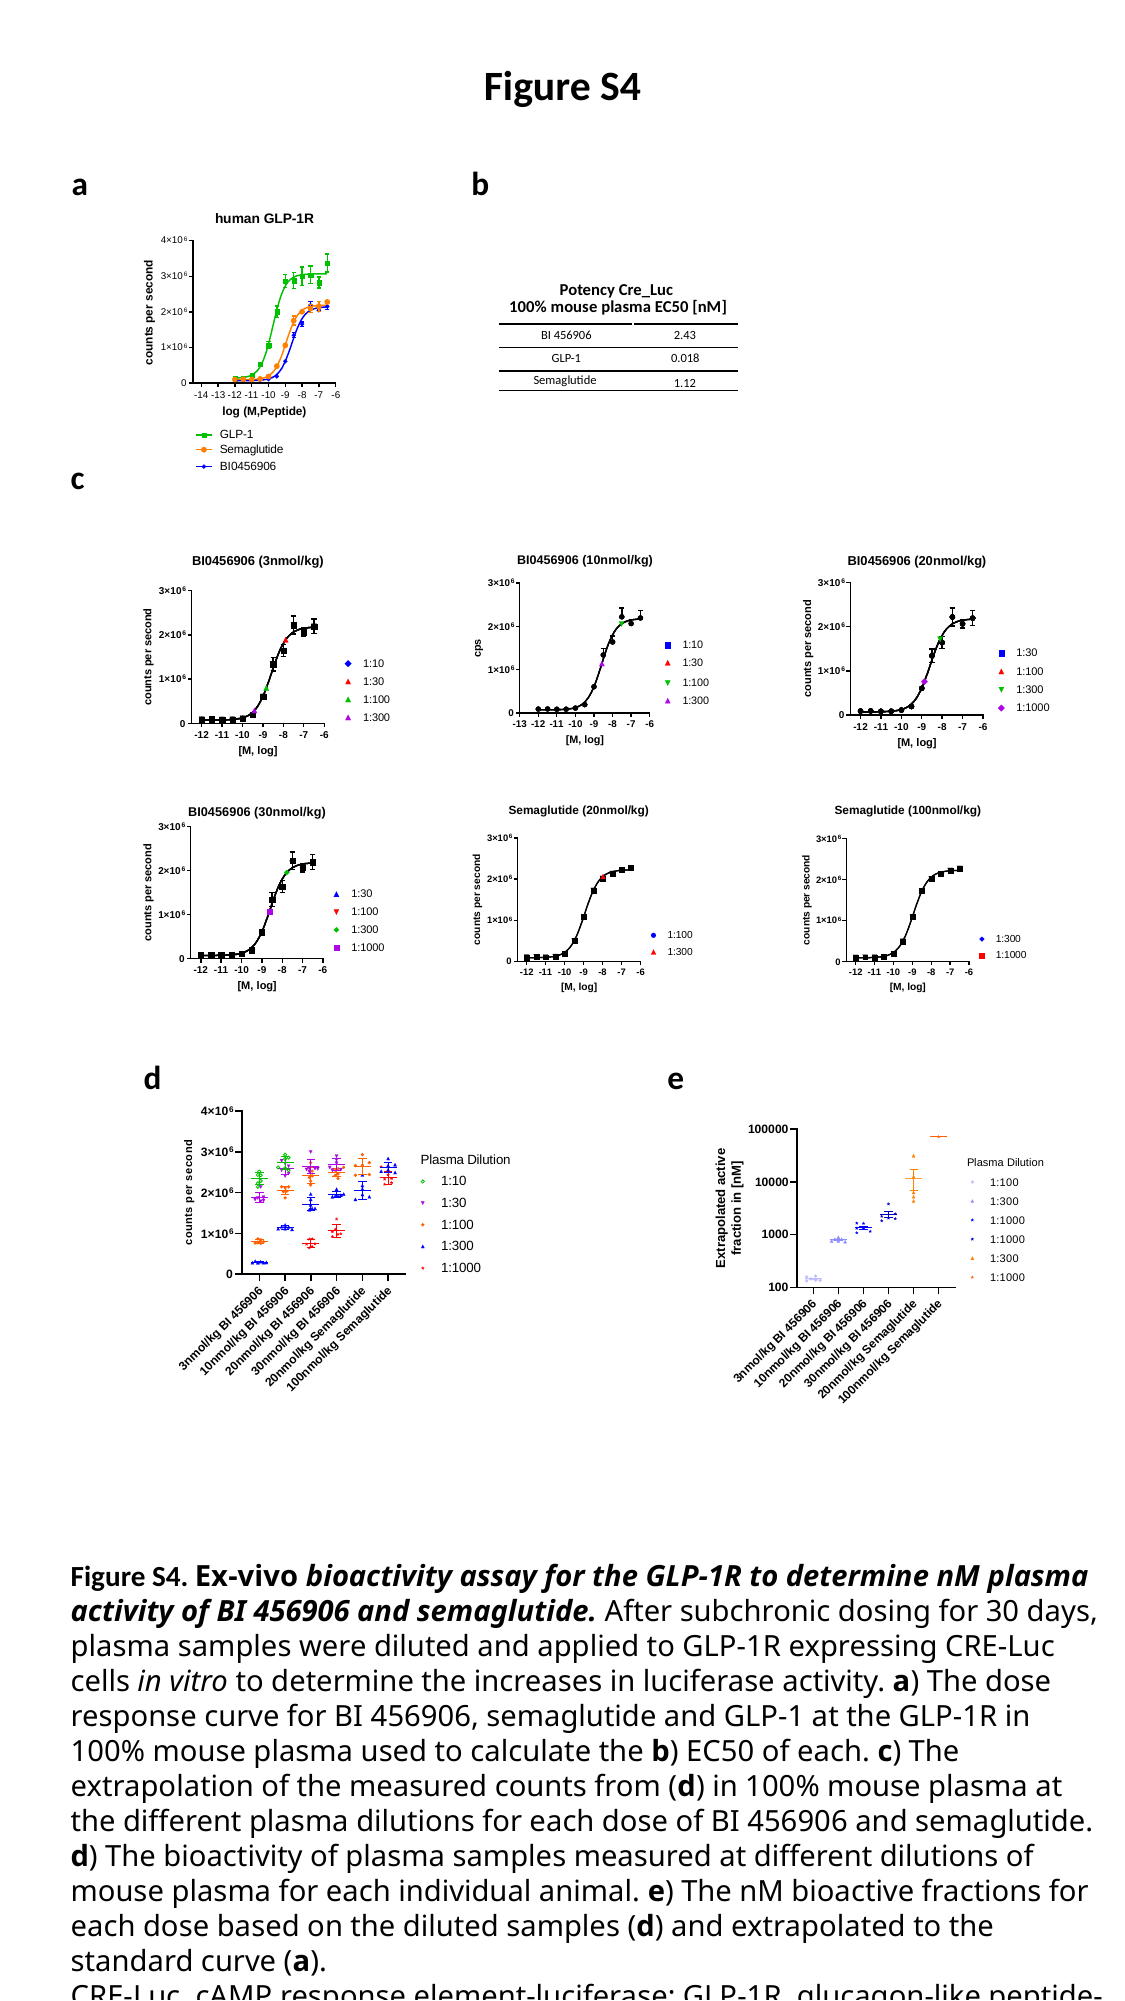

Figure S4
a
b
| Potency Cre\_Luc 100% mouse plasma EC50 [nM] | |
| --- | --- |
| BI 456906 | 2.43 |
| GLP-1 | 0.018 |
| Semaglutide | 1.12 |
c
d
e
Figure S4. Ex-vivo bioactivity assay for the GLP-1R to determine nM plasma activity of BI 456906 and semaglutide. After subchronic dosing for 30 days, plasma samples were diluted and applied to GLP-1R expressing CRE-Luc cells in vitro to determine the increases in luciferase activity. a) The dose response curve for BI 456906, semaglutide and GLP-1 at the GLP-1R in 100% mouse plasma used to calculate the b) EC50 of each. c) The extrapolation of the measured counts from (d) in 100% mouse plasma at the different plasma dilutions for each dose of BI 456906 and semaglutide. d) The bioactivity of plasma samples measured at different dilutions of mouse plasma for each individual animal. e) The nM bioactive fractions for each dose based on the diluted samples (d) and extrapolated to the standard curve (a).
CRE-Luc, cAMP response element-luciferase; GLP-1R, glucagon-like peptide-1 receptor.

## Slide 7
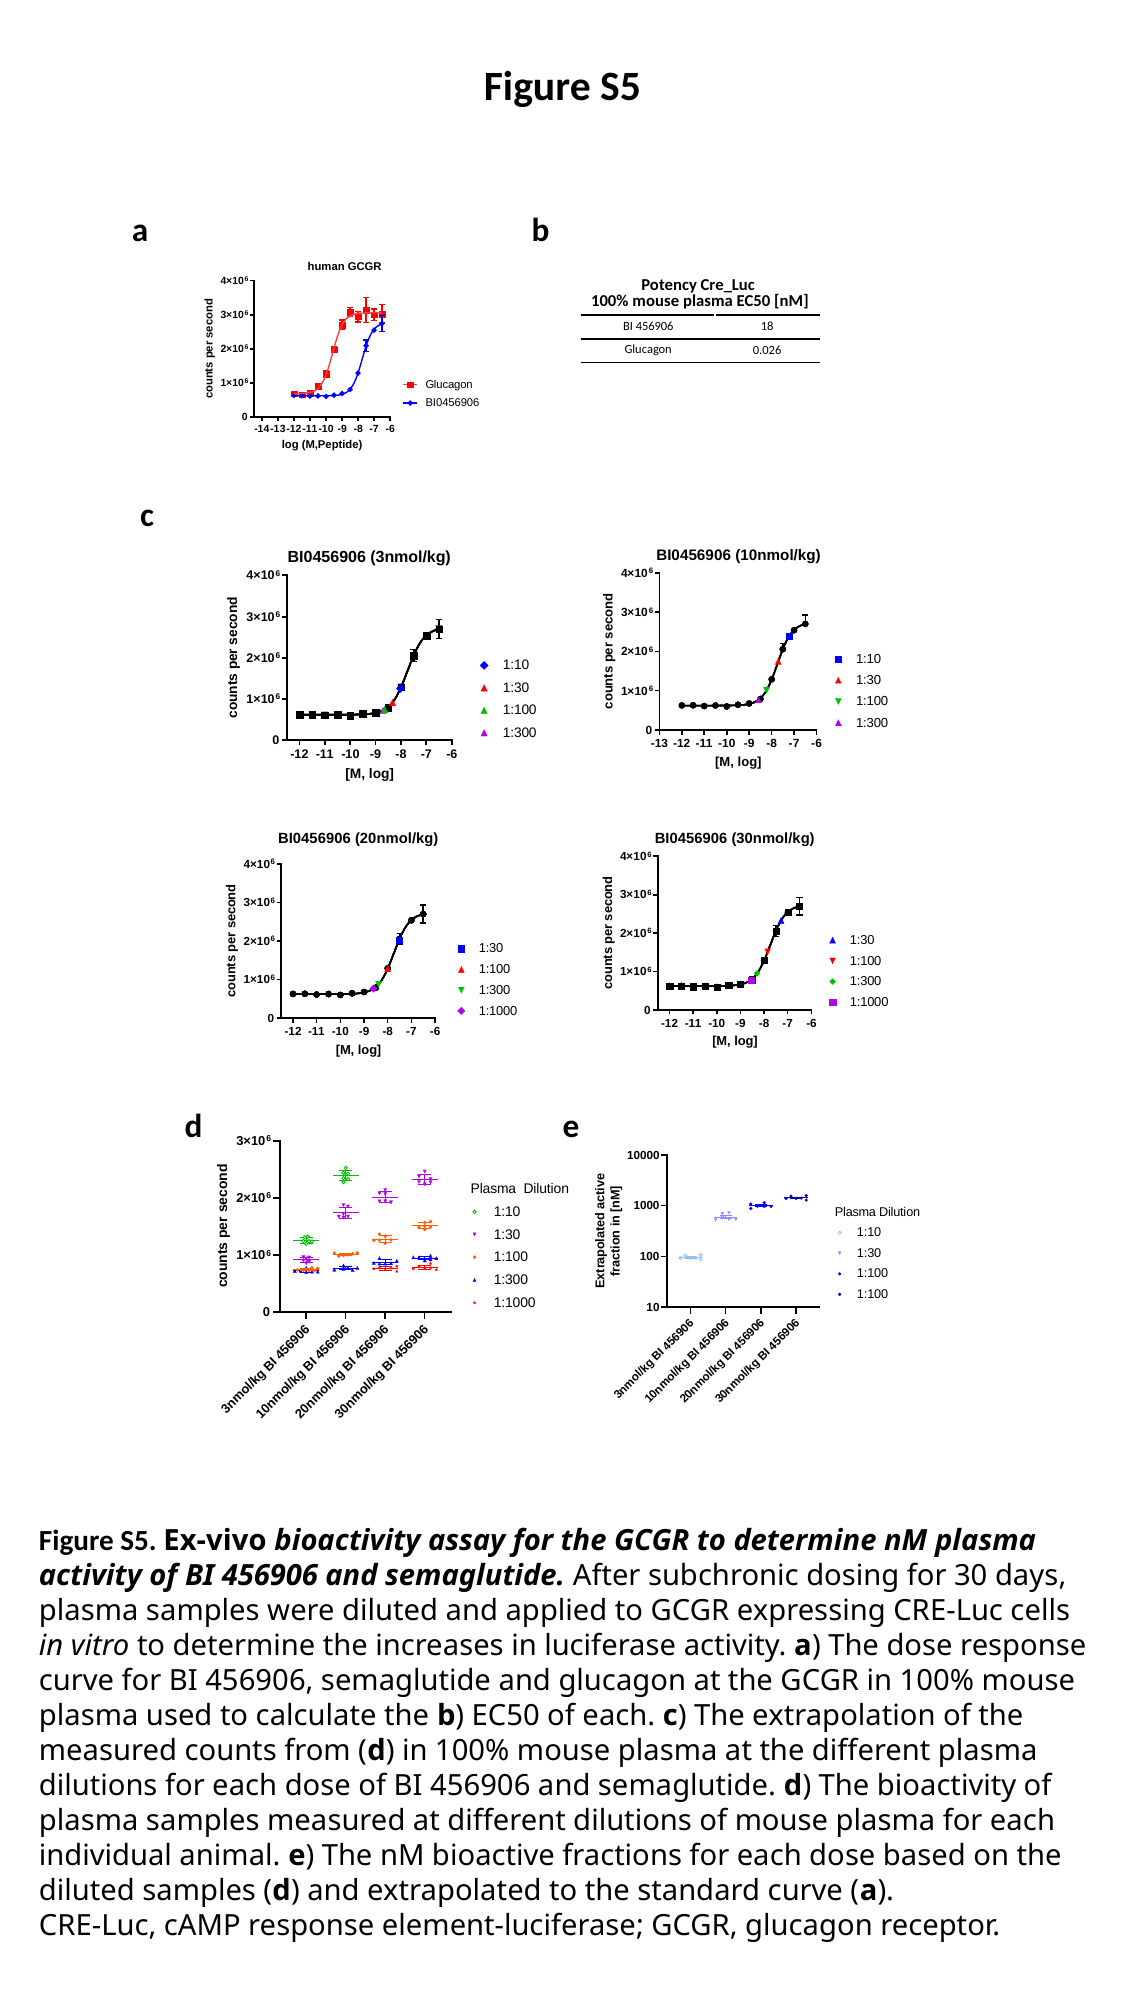

Figure S5
a
b
| Potency Cre\_Luc 100% mouse plasma EC50 [nM] | |
| --- | --- |
| BI 456906 | 18 |
| Glucagon | 0.026 |
c
d
e
Figure S5. Ex-vivo bioactivity assay for the GCGR to determine nM plasma activity of BI 456906 and semaglutide. After subchronic dosing for 30 days, plasma samples were diluted and applied to GCGR expressing CRE-Luc cells in vitro to determine the increases in luciferase activity. a) The dose response curve for BI 456906, semaglutide and glucagon at the GCGR in 100% mouse plasma used to calculate the b) EC50 of each. c) The extrapolation of the measured counts from (d) in 100% mouse plasma at the different plasma dilutions for each dose of BI 456906 and semaglutide. d) The bioactivity of plasma samples measured at different dilutions of mouse plasma for each individual animal. e) The nM bioactive fractions for each dose based on the diluted samples (d) and extrapolated to the standard curve (a).
CRE-Luc, cAMP response element-luciferase; GCGR, glucagon receptor.

## Slide 8
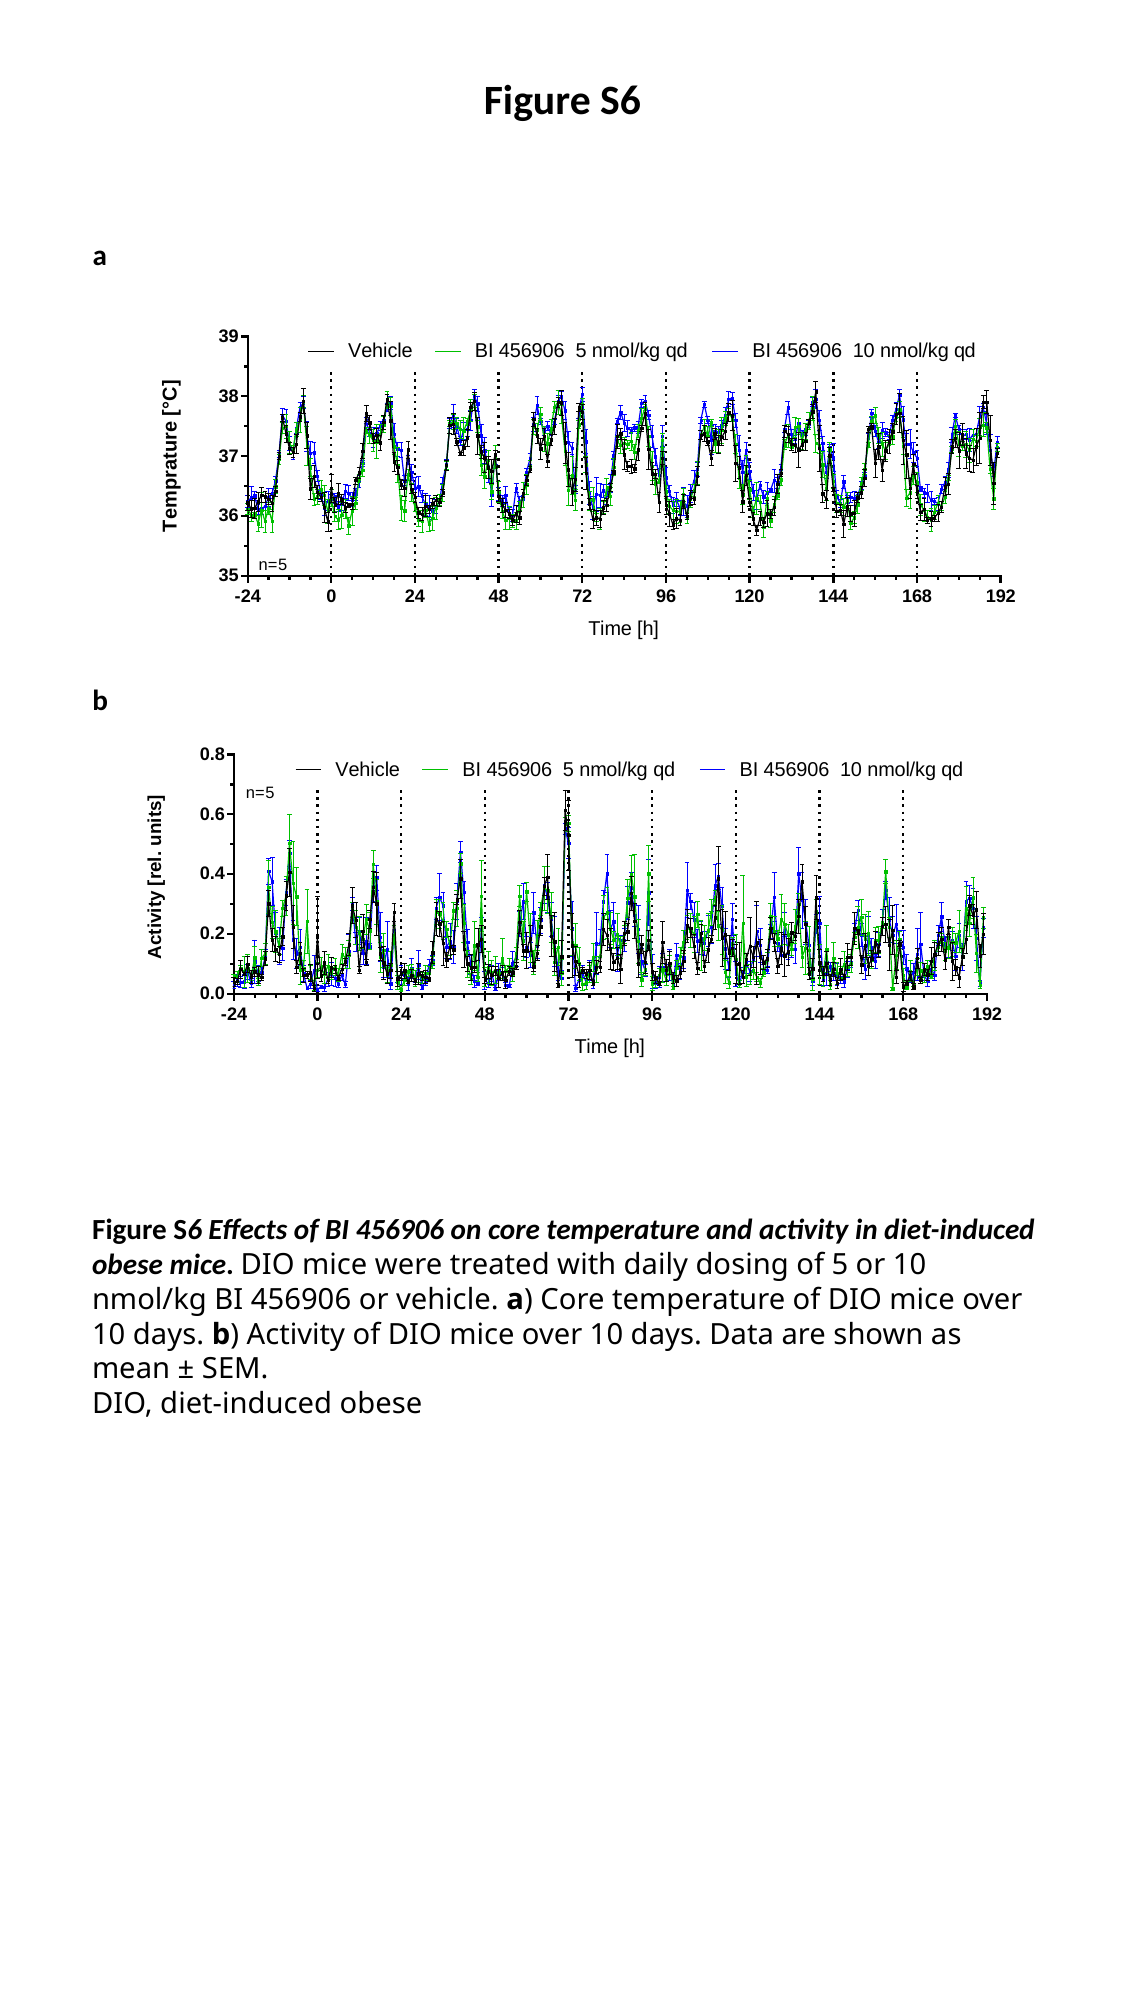

Figure S6
a
b
Activity [rel. units]
Figure S6 Effects of BI 456906 on core temperature and activity in diet-induced obese mice. DIO mice were treated with daily dosing of 5 or 10 nmol/kg BI 456906 or vehicle. a) Core temperature of DIO mice over 10 days. b) Activity of DIO mice over 10 days. Data are shown as mean ± SEM.
DIO, diet-induced obese

## Slide 9
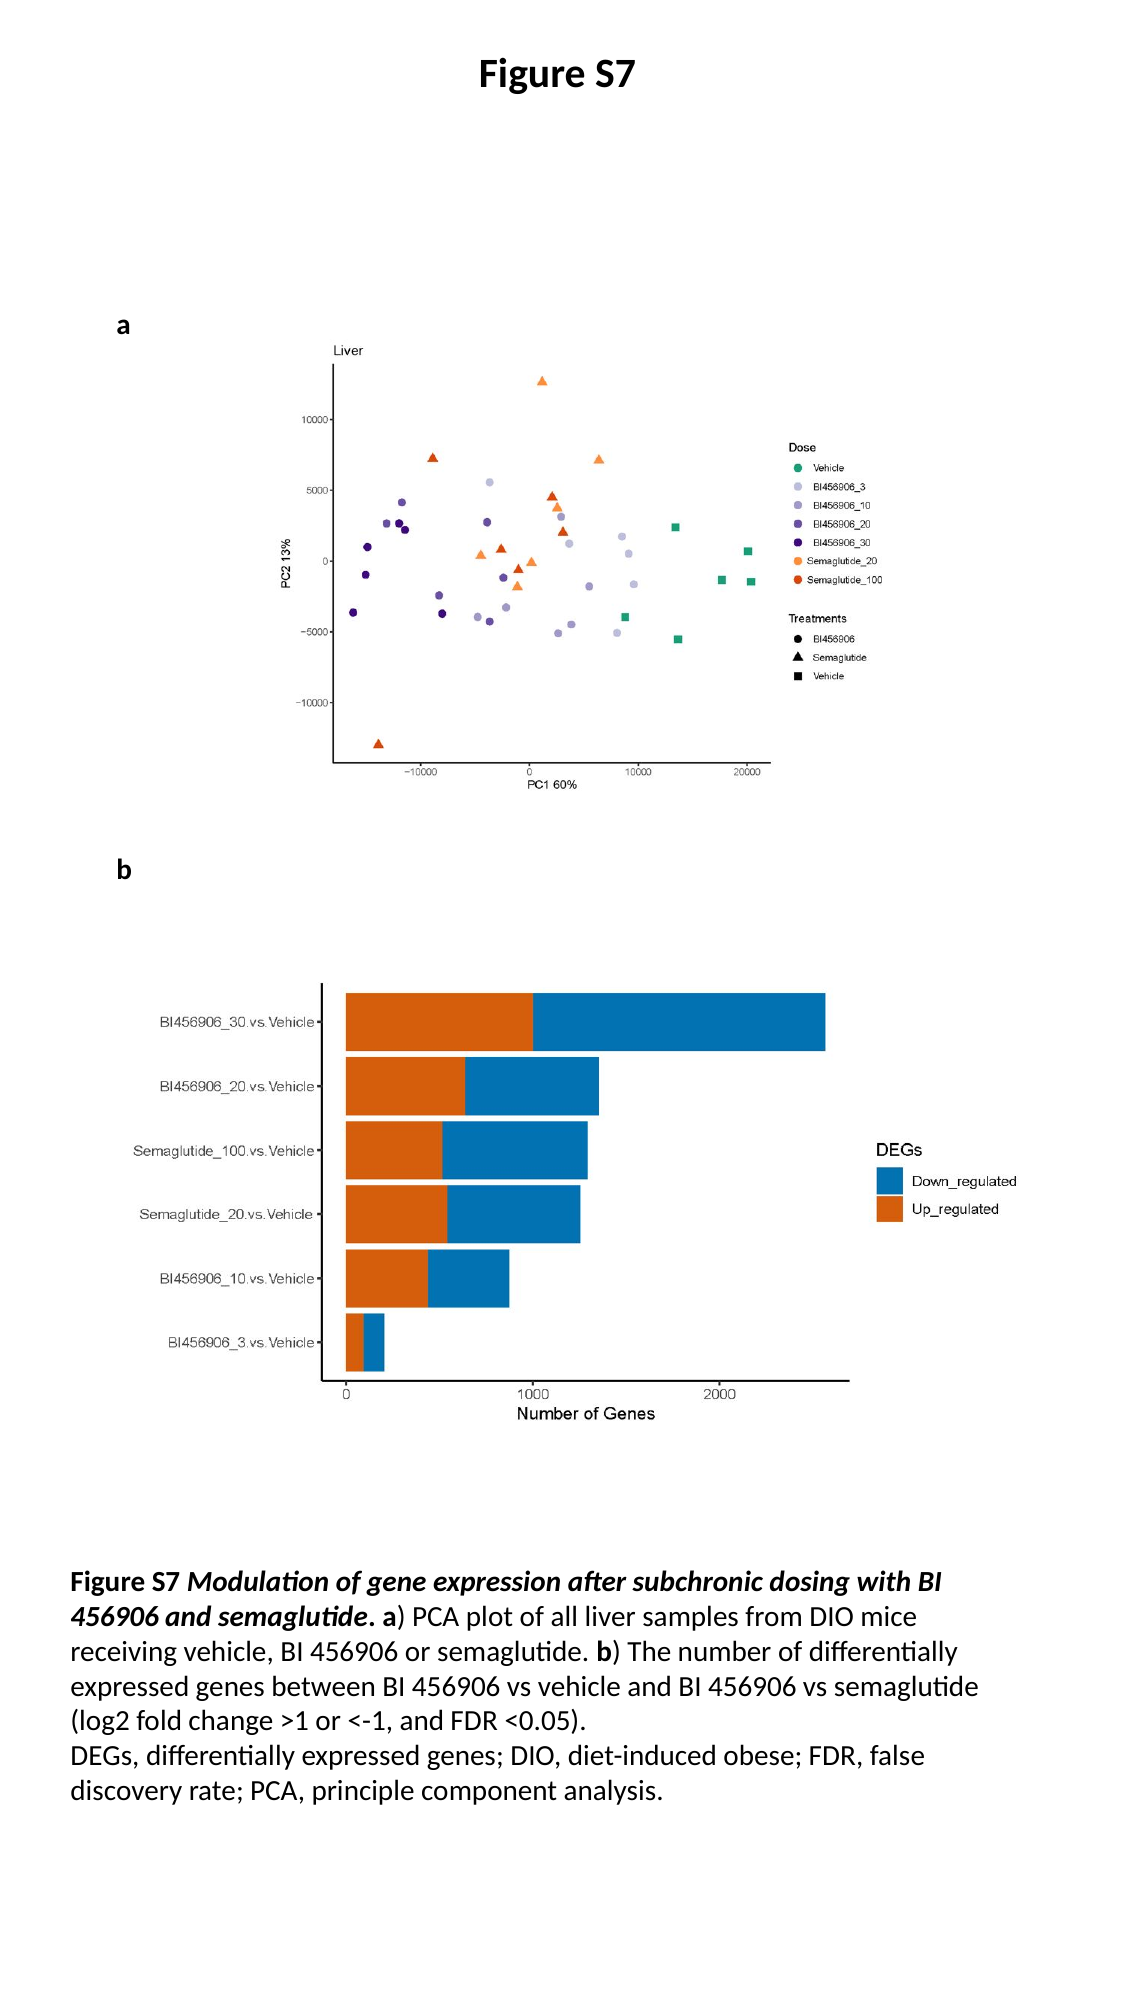
Figure S7
a
b
Figure S7 Modulation of gene expression after subchronic dosing with BI 456906 and semaglutide. a) PCA plot of all liver samples from DIO mice receiving vehicle, BI 456906 or semaglutide. b) The number of differentially expressed genes between BI 456906 vs vehicle and BI 456906 vs semaglutide (log2 fold change >1 or <-1, and FDR <0.05).
DEGs, differentially expressed genes; DIO, diet-induced obese; FDR, false discovery rate; PCA, principle component analysis.

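The number of genes called against vehicle was 125 at 3 nmol/kg BI 456906 (56 higher, 69 lower), 650 at 10 nmol/kg (371 higher, 279 lower), 1068 at 20 nmol/kg (573 higher, 495 lower) and 2057 at 30 nmol/kg (956 higher, 1101 lower). Semaglutide gave 971 called genes at 20 nmol/kg (504 higher, 467 lower) and 1078 at 100 nmol/kg (492 higher, 586 lower). Between BI 456906 30 nmol/kg and semaglutide, 329 genes were called at 20 nmol/kg (116 higher, 213 lower) and 253 at 100 nmol/kg (98 higher, 155 lower). Over the alternatives the count at 3 nmol/kg ranged from 1 gene, in a fit of only the 2 groups compared, to 2138 genes with the call on the FDR alone. At 30 nmol/kg it ranged from 744 genes with limma on log2(TPM + 1) to 9384 with the FDR alone.

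Principal components were computed from log2(TPM + 1) over the 12812 genes with a TPM of at least 1 in at least 6 libraries. The first component held 30.9% of the variance and the second 10.6%. Left untransformed, the TPM values gave a first component of 60.4%. On the first component the vehicle group had a mean of -34.5 ± 7.15, BI 456906 at 3, 10, 20 and 30 nmol/kg had means of -13.6 ± 14.2, -1.29 ± 6.35, 9.16 ± 9.35 and 25.9 ± 3.62, and semaglutide at 20 and 100 nmol/kg had means of 6.23 ± 8.8 and 8.01 ± 8.87 (SD, n = 6).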

## Slide 10
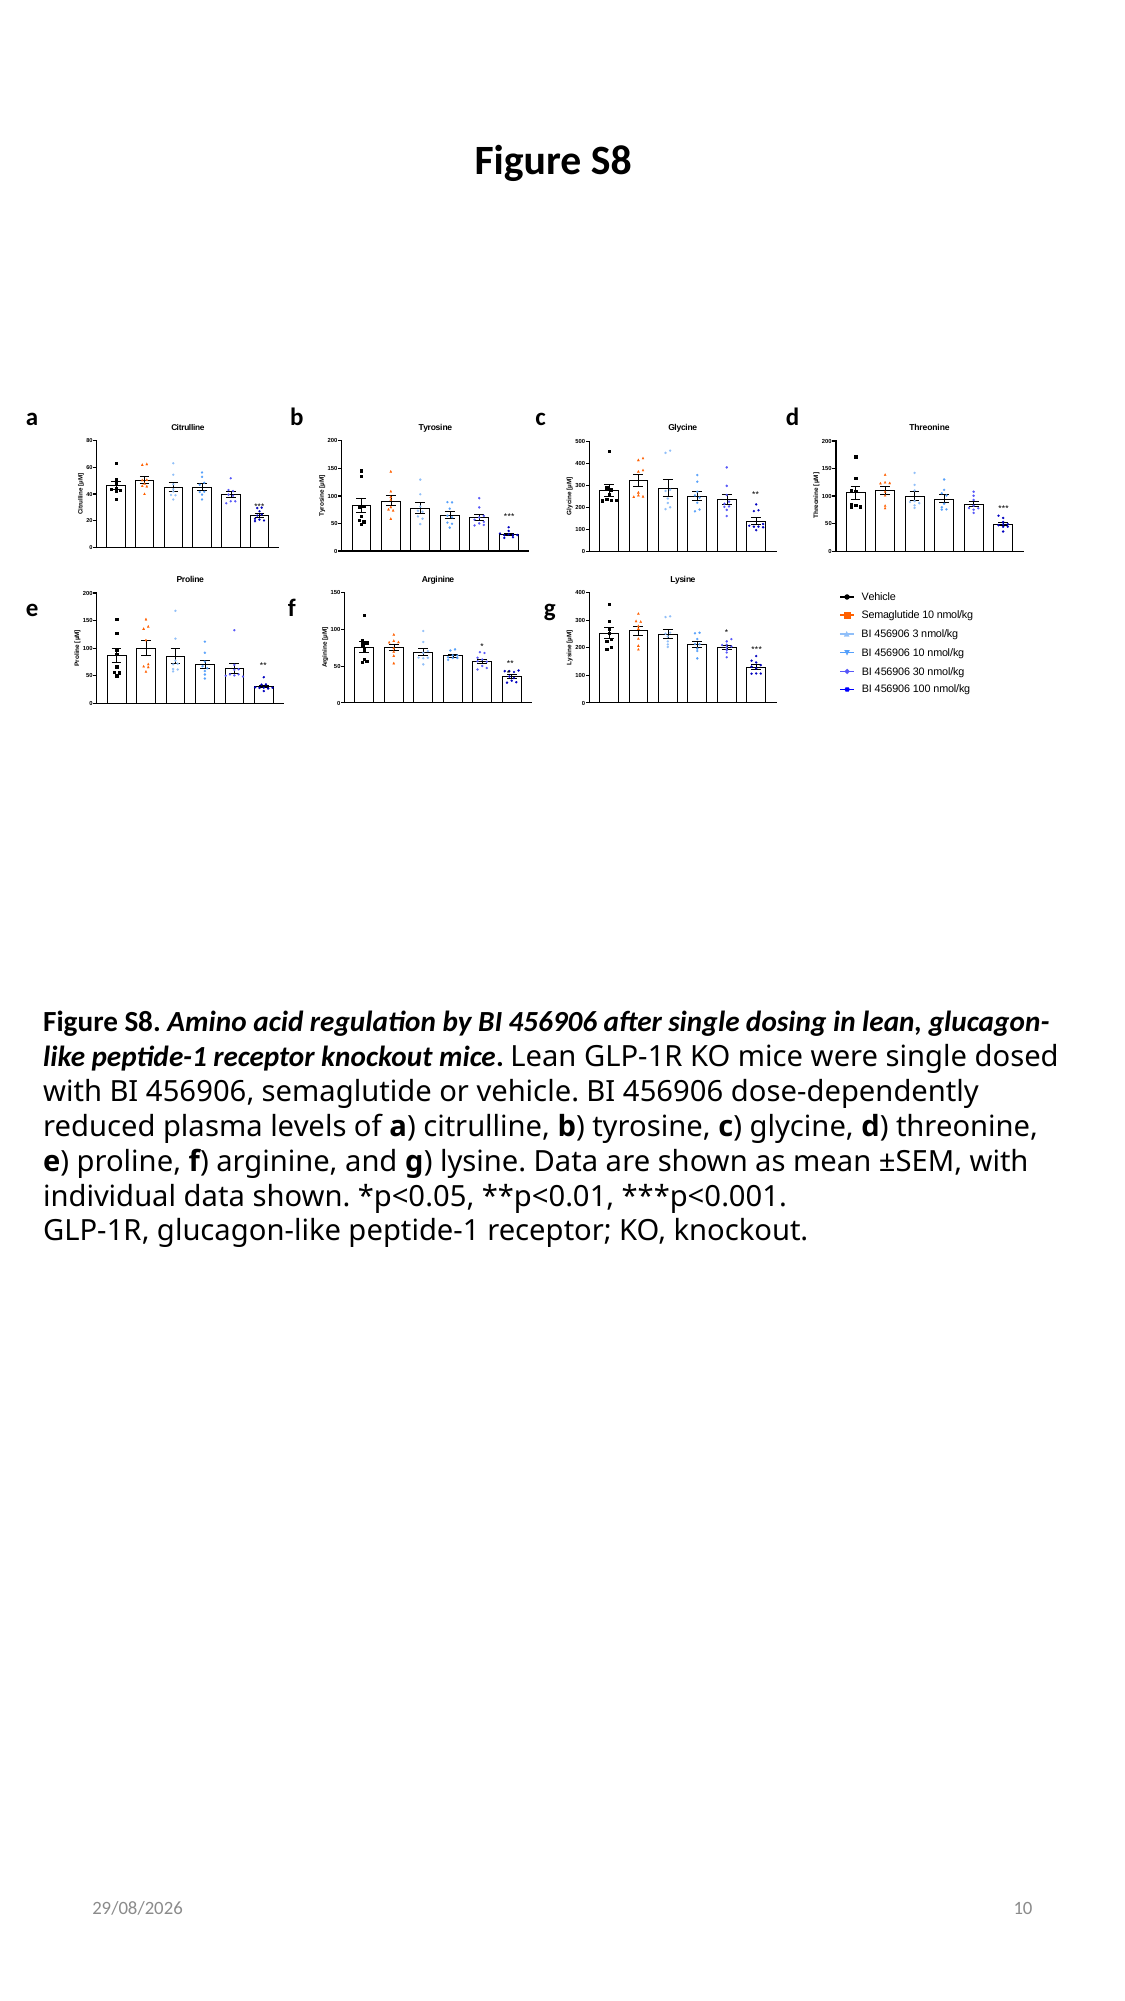

Figure S8
a
b
c
d
e
f
g
Figure S8. Amino acid regulation by BI 456906 after single dosing in lean, glucagon-like peptide-1 receptor knockout mice. Lean GLP-1R KO mice were single dosed with BI 456906, semaglutide or vehicle. BI 456906 dose-dependently reduced plasma levels of a) citrulline, b) tyrosine, c) glycine, d) threonine, e) proline, f) arginine, and g) lysine. Data are shown as mean ±SEM, with individual data shown. *p<0.05, **p<0.01, ***p<0.001.
GLP-1R, glucagon-like peptide-1 receptor; KO, knockout.
17/10/2022
10

## Slide 11
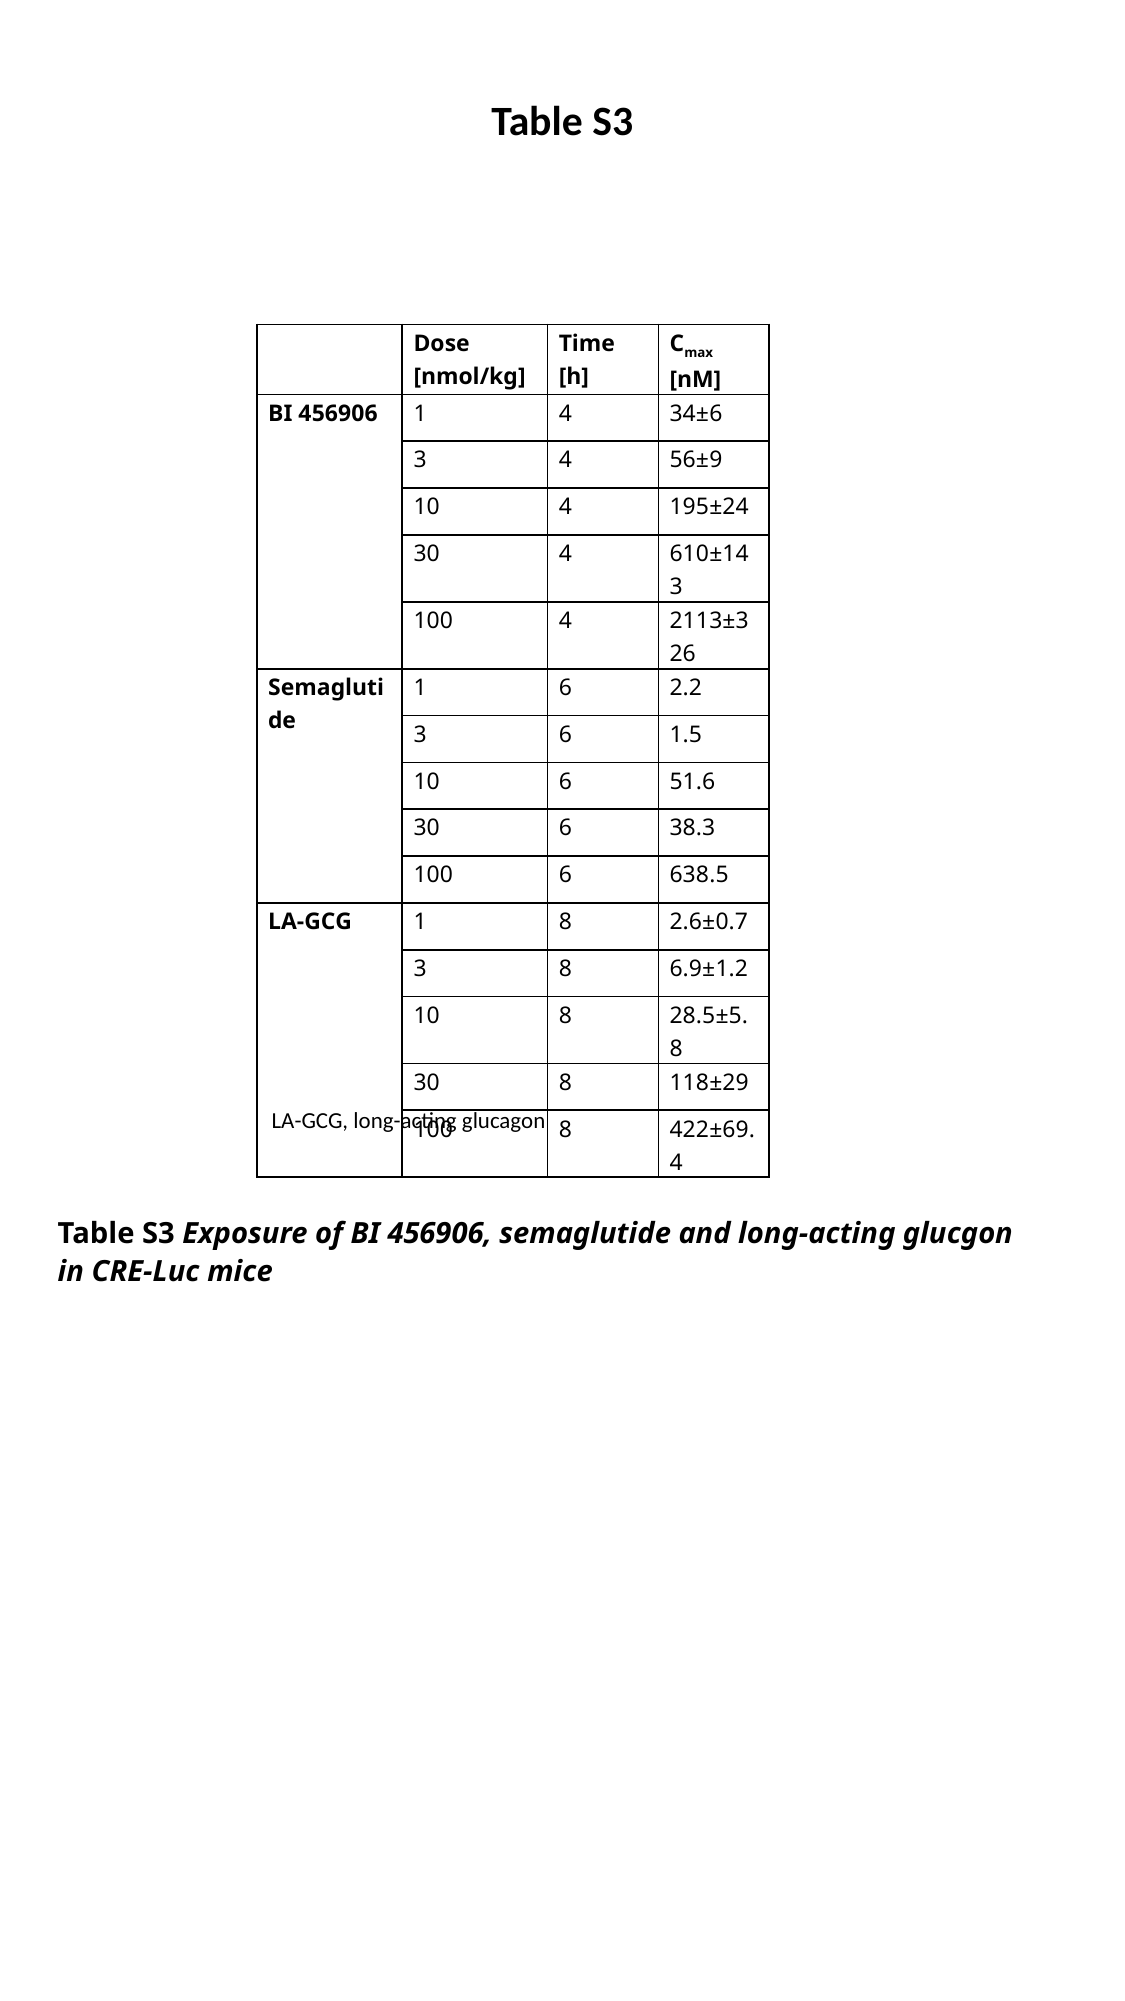

Table S3
| | Dose [nmol/kg] | Time [h] | Cmax [nM] |
| --- | --- | --- | --- |
| BI 456906 | 1 | 4 | 34±6 |
| | 3 | 4 | 56±9 |
| | 10 | 4 | 195±24 |
| | 30 | 4 | 610±143 |
| | 100 | 4 | 2113±326 |
| Semaglutide | 1 | 6 | 2.2 |
| | 3 | 6 | 1.5 |
| | 10 | 6 | 51.6 |
| | 30 | 6 | 38.3 |
| | 100 | 6 | 638.5 |
| LA-GCG | 1 | 8 | 2.6±0.7 |
| | 3 | 8 | 6.9±1.2 |
| | 10 | 8 | 28.5±5.8 |
| | 30 | 8 | 118±29 |
| | 100 | 8 | 422±69.4 |
LA-GCG, long-acting glucagon
Table S3 Exposure of BI 456906, semaglutide and long-acting glucgon in CRE-Luc mice

## Slide 12
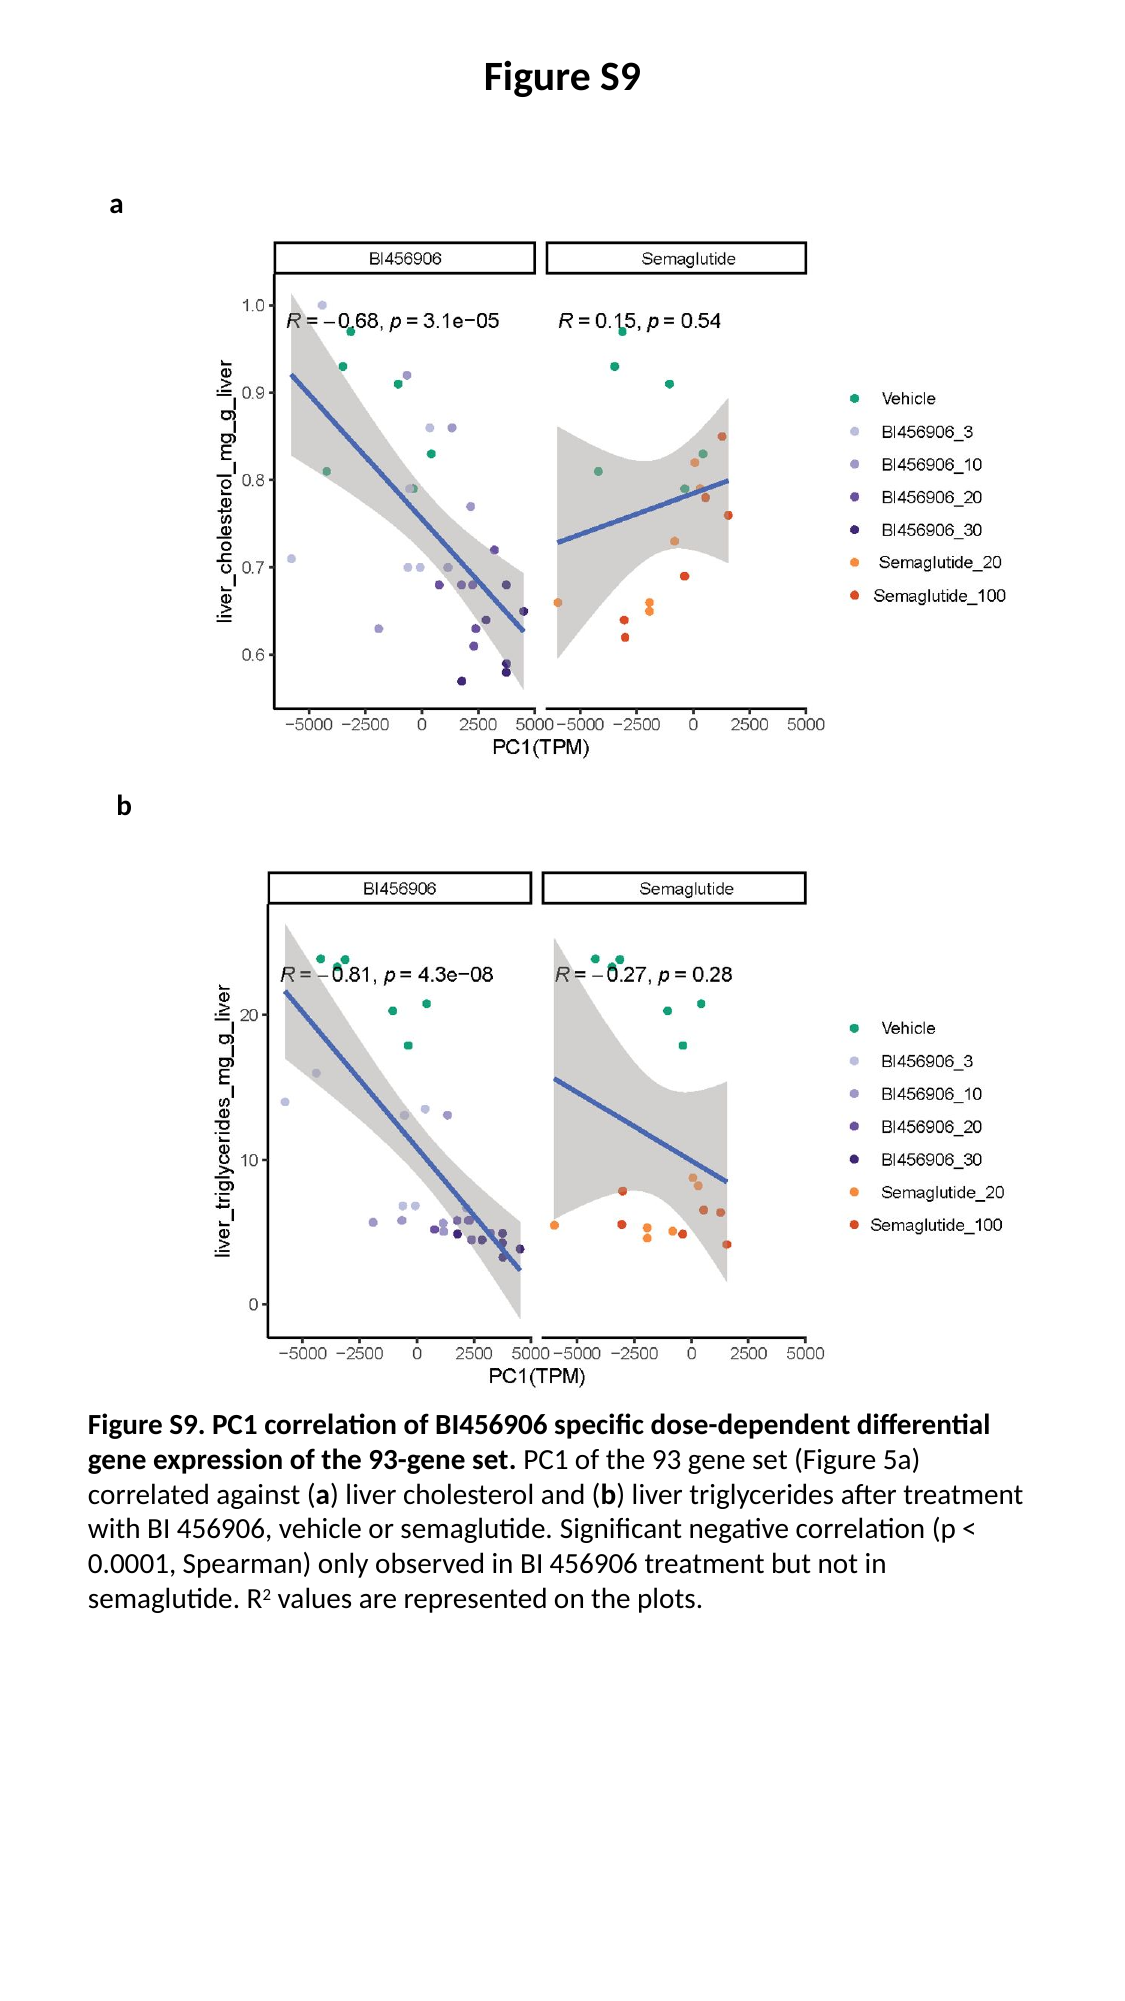

Figure S9
a
b
Figure S9. PC1 correlation of BI456906 specific dose-dependent differential gene expression of the 93-gene set. PC1 of the 93 gene set (Figure 5a) correlated against (a) liver cholesterol and (b) liver triglycerides after treatment with BI 456906, vehicle or semaglutide. Significant negative correlation (p < 0.0001, Spearman) only observed in BI 456906 treatment but not in semaglutide. R2 values are represented on the plots.

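Liver cholesterol and triglyceride concentrations are not analysed here. On the 101 genes that met the criteria, of which the 99 whose TPM varied were used, scaled to equal variance, the first principal component of log2(TPM + 1) held 55.8% of the variance. The mean of this component was -7.65 ± 1.47 with vehicle and -4.78 ± 2.2, 0.242 ± 2.07, 6.11 ± 1.7 and 14.1 ± 0.931 with BI 456906 at 3, 10, 20 and 30 nmol/kg (SD, n = 6). For semaglutide it was -4.61 ± 2.16 at 20 nmol/kg and -3.38 ± 3.73 at 100 nmol/kg. The highest value of a semaglutide library was 1.46 and the lowest of the 30 nmol/kg group was 13. The genes were chosen for differing between these groups, so the separation along the component follows from the choice.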

## Slide 13
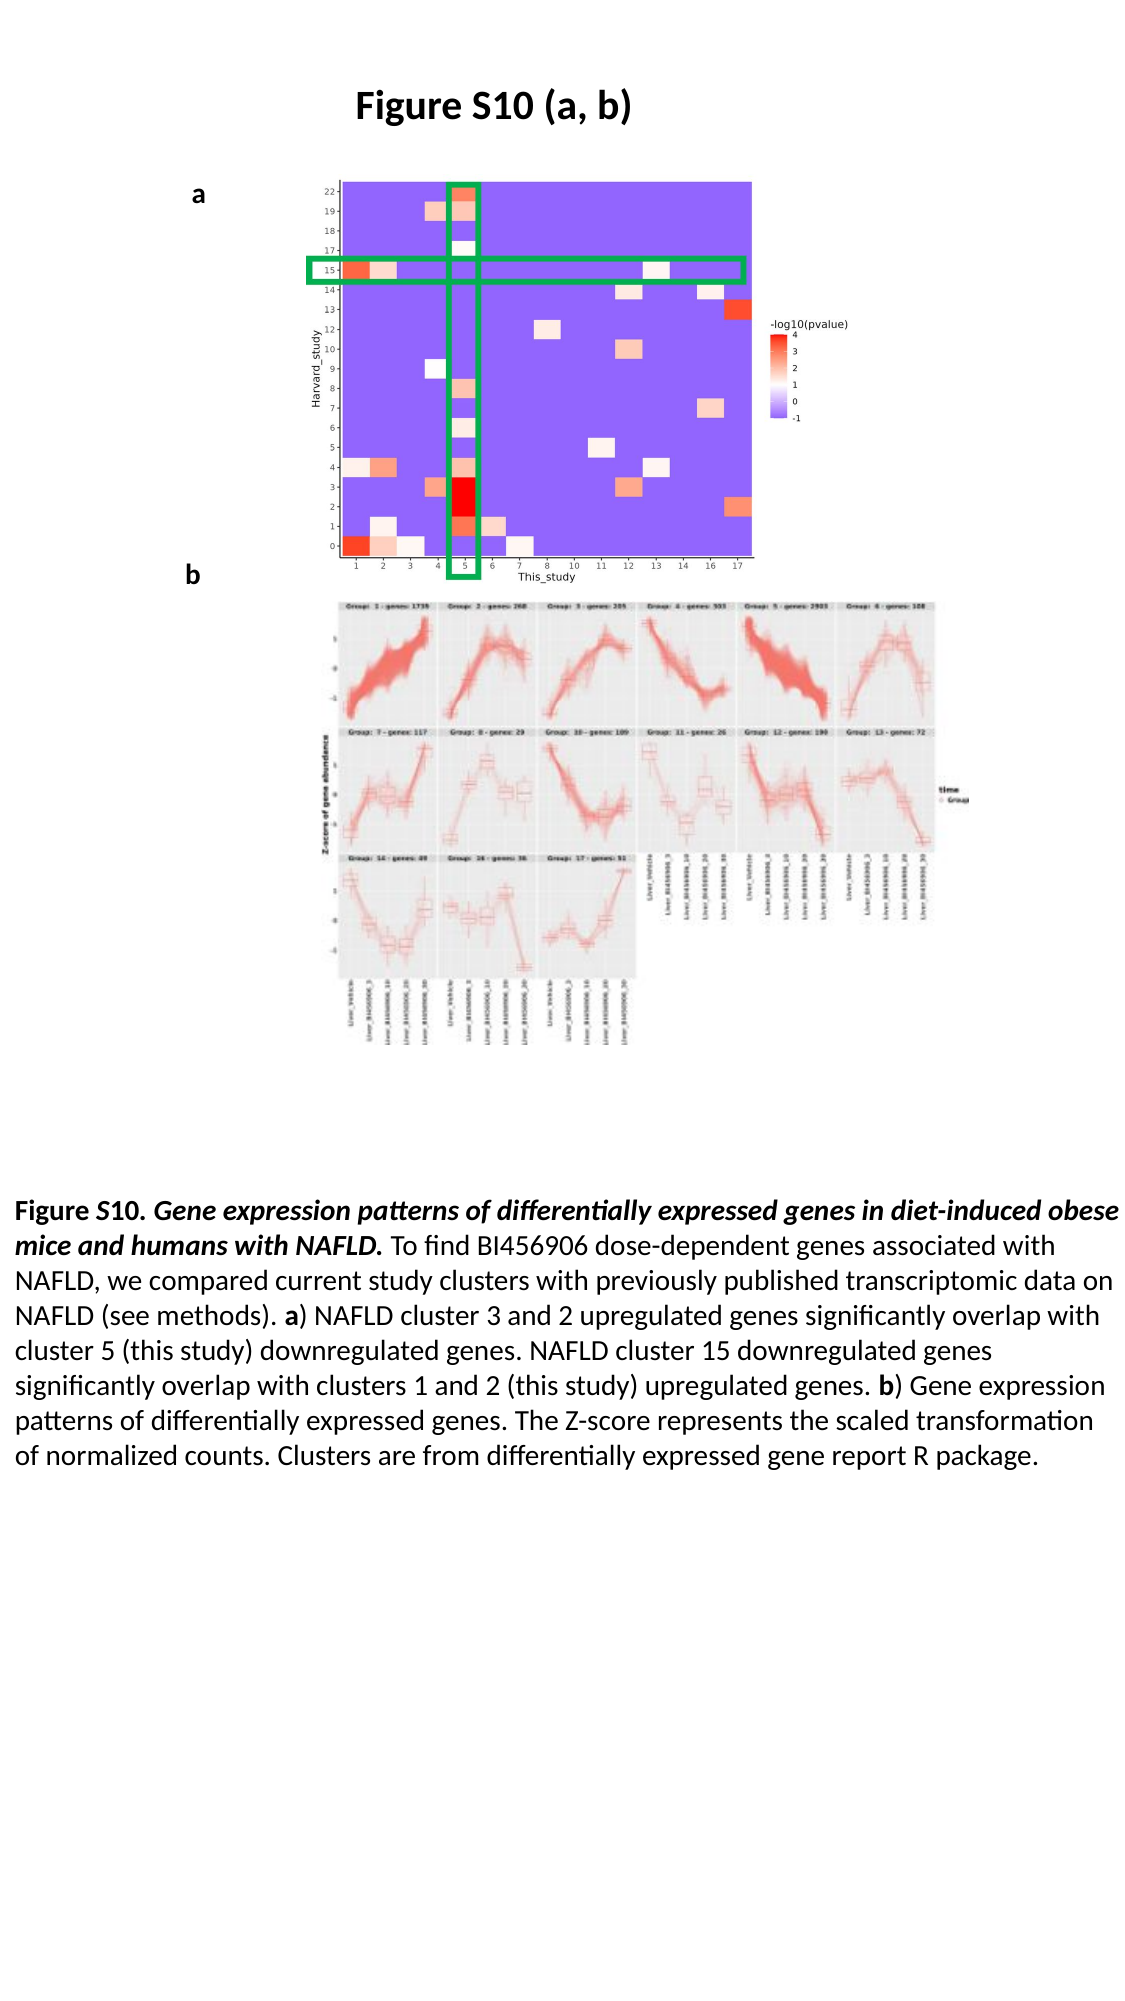

Figure S10 (a, b)
a
b
Figure S10. Gene expression patterns of differentially expressed genes in diet-induced obese mice and humans with NAFLD. To find BI456906 dose-dependent genes associated with NAFLD, we compared current study clusters with previously published transcriptomic data on NAFLD (see methods). a) NAFLD cluster 3 and 2 upregulated genes significantly overlap with cluster 5 (this study) downregulated genes. NAFLD cluster 15 downregulated genes significantly overlap with clusters 1 and 2 (this study) upregulated genes. b) Gene expression patterns of differentially expressed genes. The Z-score represents the scaled transformation of normalized counts. Clusters are from differentially expressed gene report R package.

## Slide 14
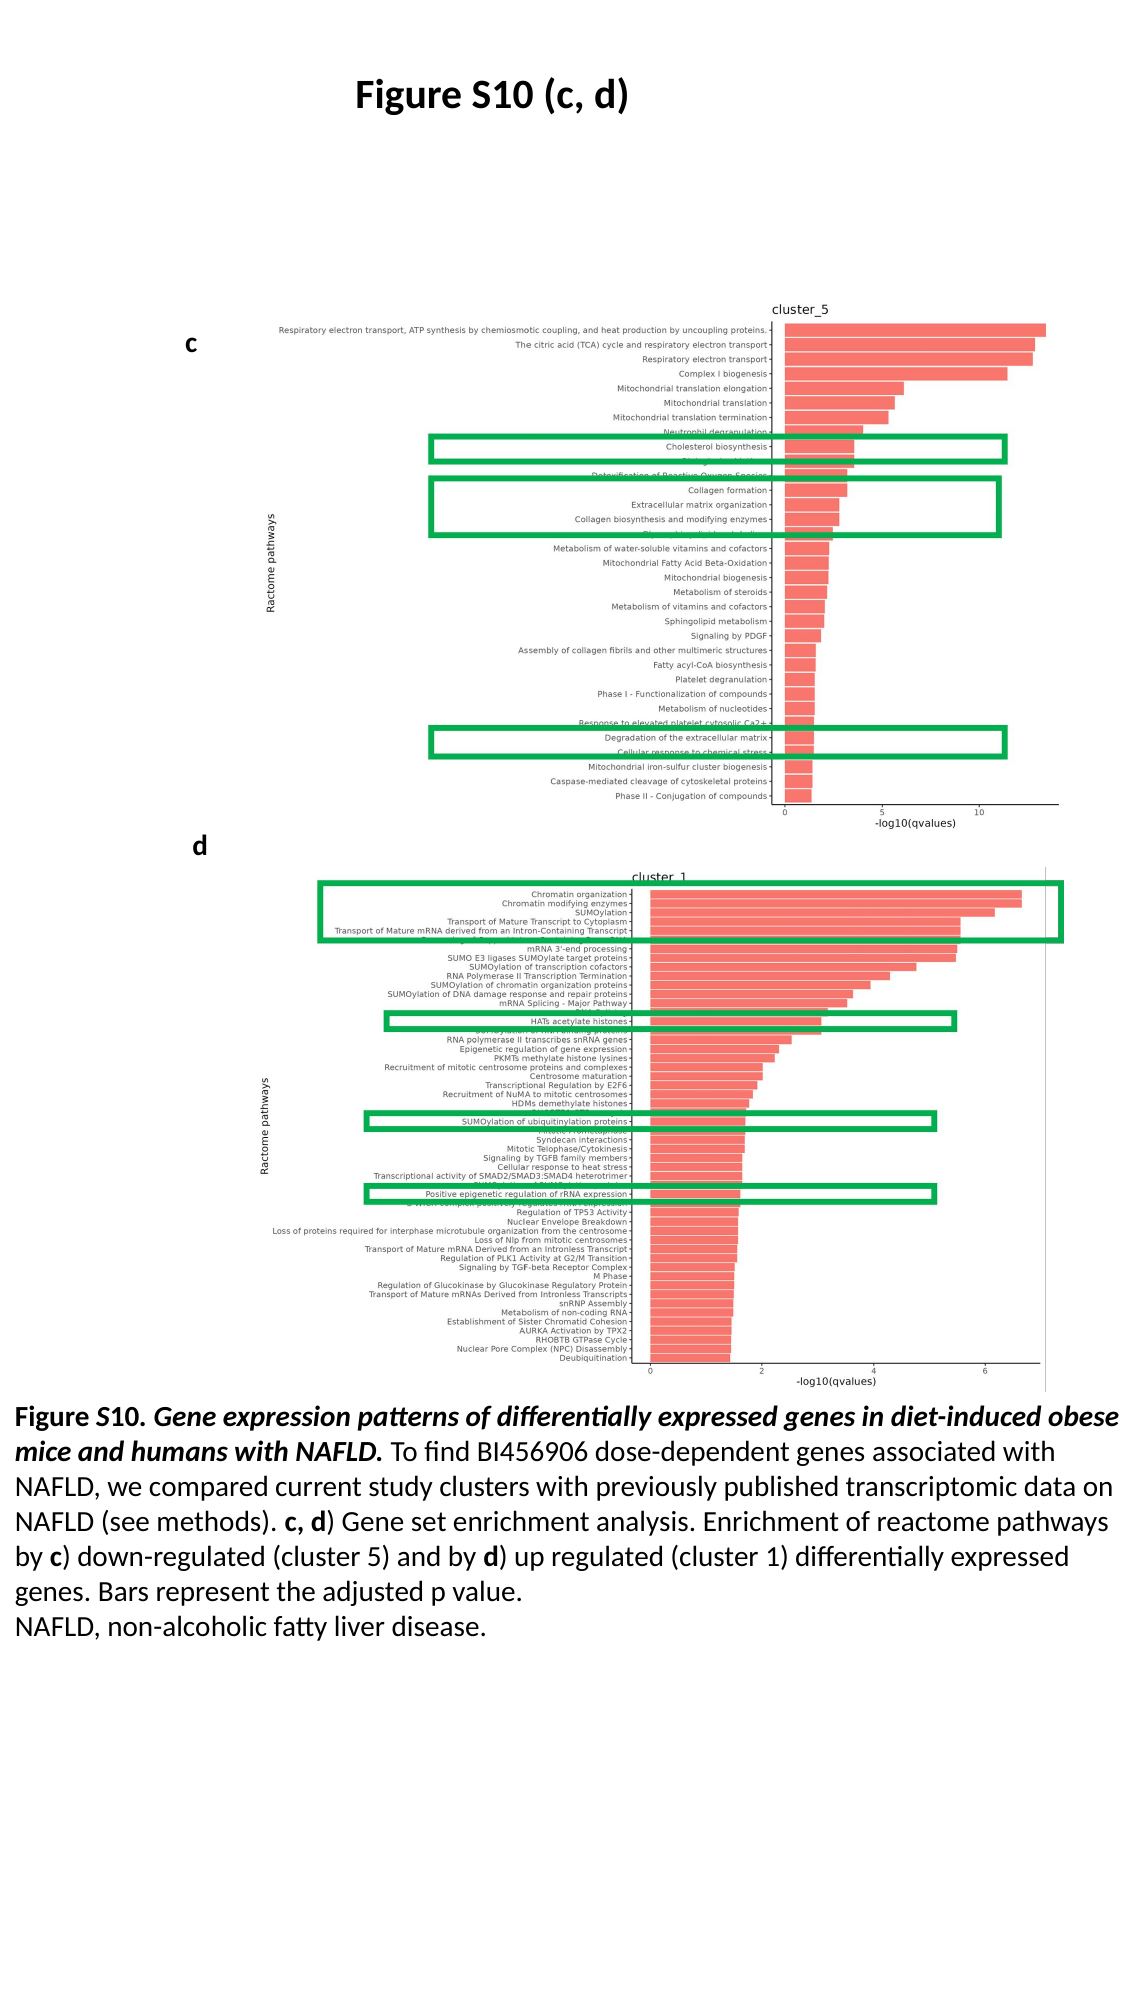

Figure S10 (c, d)
c
d
Figure S10. Gene expression patterns of differentially expressed genes in diet-induced obese mice and humans with NAFLD. To find BI456906 dose-dependent genes associated with NAFLD, we compared current study clusters with previously published transcriptomic data on NAFLD (see methods). c, d) Gene set enrichment analysis. Enrichment of reactome pathways by c) down-regulated (cluster 5) and by d) up regulated (cluster 1) differentially expressed genes. Bars represent the adjusted p value.
NAFLD, non-alcoholic fatty liver disease.

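Clusters and their enrichment are not recomputed here, and 5 sets of genes were tested instead for a shared slope over vehicle, 3, 10, 20 and 30 nmol/kg. Their members were listed from the pathway names, and 60 of 60 genes of respiratory electron transport, 77 of 78 of mitochondrial translation, 22 of 22 of cholesterol biosynthesis, 37 of 37 of collagen and extracellular matrix and 66 of 66 of chromatin modifying enzymes were tested. The median slope of respiratory electron transport was -0.0876 on the log2 scale per 10 nmol/kg, with all 60 genes below 0 (FDR 4.89e-11 over the 5 sets, camera of limma with an inter-gene correlation of 0.01). That of mitochondrial translation was -0.0627 with 68 of 77 genes below 0 (camera FDR 1.06e-06, limma). Cholesterol biosynthesis had a median slope of -0.22 with 16 of 22 genes below 0 (camera FDR 0.0106, limma), and collagen and extracellular matrix -0.19 with 36 of 37 (camera FDR 1.18e-06). Chromatin modifying enzymes rose, by a median slope of 0.20 with 54 of 66 genes above 0 (camera FDR 1.51e-11, limma). All 5 sets had an FDR of at most 0.00404 under fry, the rotation test of limma, and none passed 0.05 with camera's estimated correlation, where the FDR was 0.428 for cholesterol biosynthesis and 0.258 for the other 4. With single genes adjusted over all genes, an FDR of at most 0.05 was found in 52 of the 60, 55 of the 77, 18 of the 22, 31 of the 37 and 55 of the 66 members, and adjusted over the list alone in 53, 56, 18, 31 and 55.

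The slope also depended on gene length over all genes (Spearman 0.301 across 15330 genes, which are not independent replicates). After the trend on length was removed, the median slope was -0.0128 for respiratory electron transport and 0.0072 for mitochondrial translation, within the range of random sets of the same size, whereas the other sets stayed apart at -0.21 for cholesterol biosynthesis, -0.24 for collagen and extracellular matrix and 0.11 for chromatin modifying enzymes. Semaglutide 100 nmol/kg moved the 5 sets the same way as BI 456906 30 nmol/kg, with median log2 fold changes against vehicle of -0.34, -0.20, -0.36, -0.55 and 0.55 in the order above, against -0.30, -0.23, -0.66, -0.67 and 0.69. For cholesterol biosynthesis the fall with semaglutide 100 nmol/kg had an FDR of 0.171 with camera and 0.234 with fry of limma. Between the 2 treatments, the camera FDR was 0.72 for mitochondrial translation and 0.00441 to 0.0113 for the other sets (limma). None of the 5 sets passed 0.05 with fry, where the FDR ranged from 0.324 to 0.86 (limma). With camera's estimated correlation it ranged from 0.72 to 0.927.

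**Figure D2:**
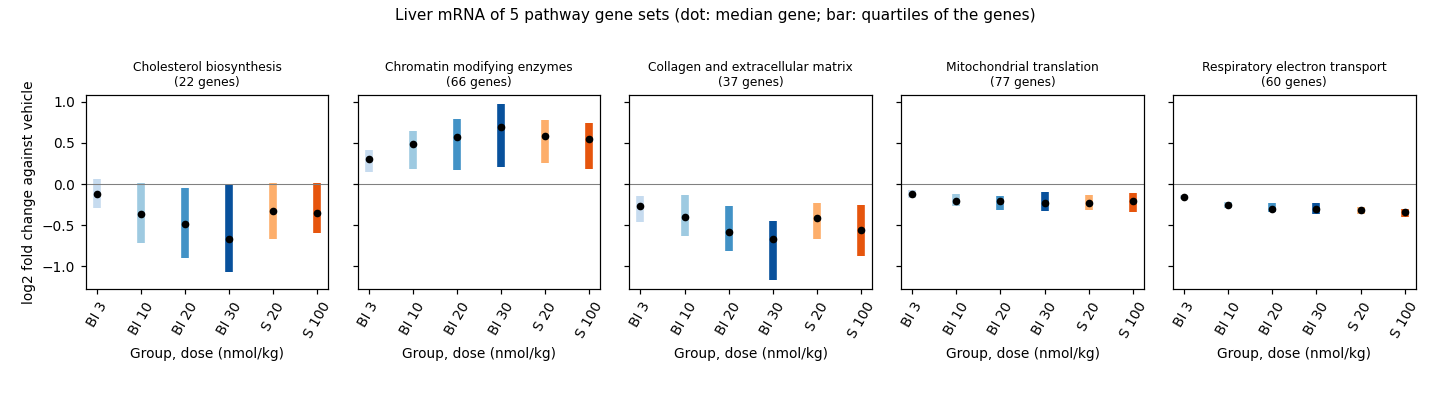
Log2 fold change against vehicle (vertical axis) of the genes of each set by group, where BI is BI 456906 and S is semaglutide at the dose in nmol/kg. Dots are the median gene and bars span the quartiles of the genes. The medians of cholesterol biosynthesis go from -0.12 at 3 nmol/kg to -0.66 at 30 nmol/kg BI 456906, and those of chromatin modifying enzymes from 0.30 to 0.69.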

## Slide 15
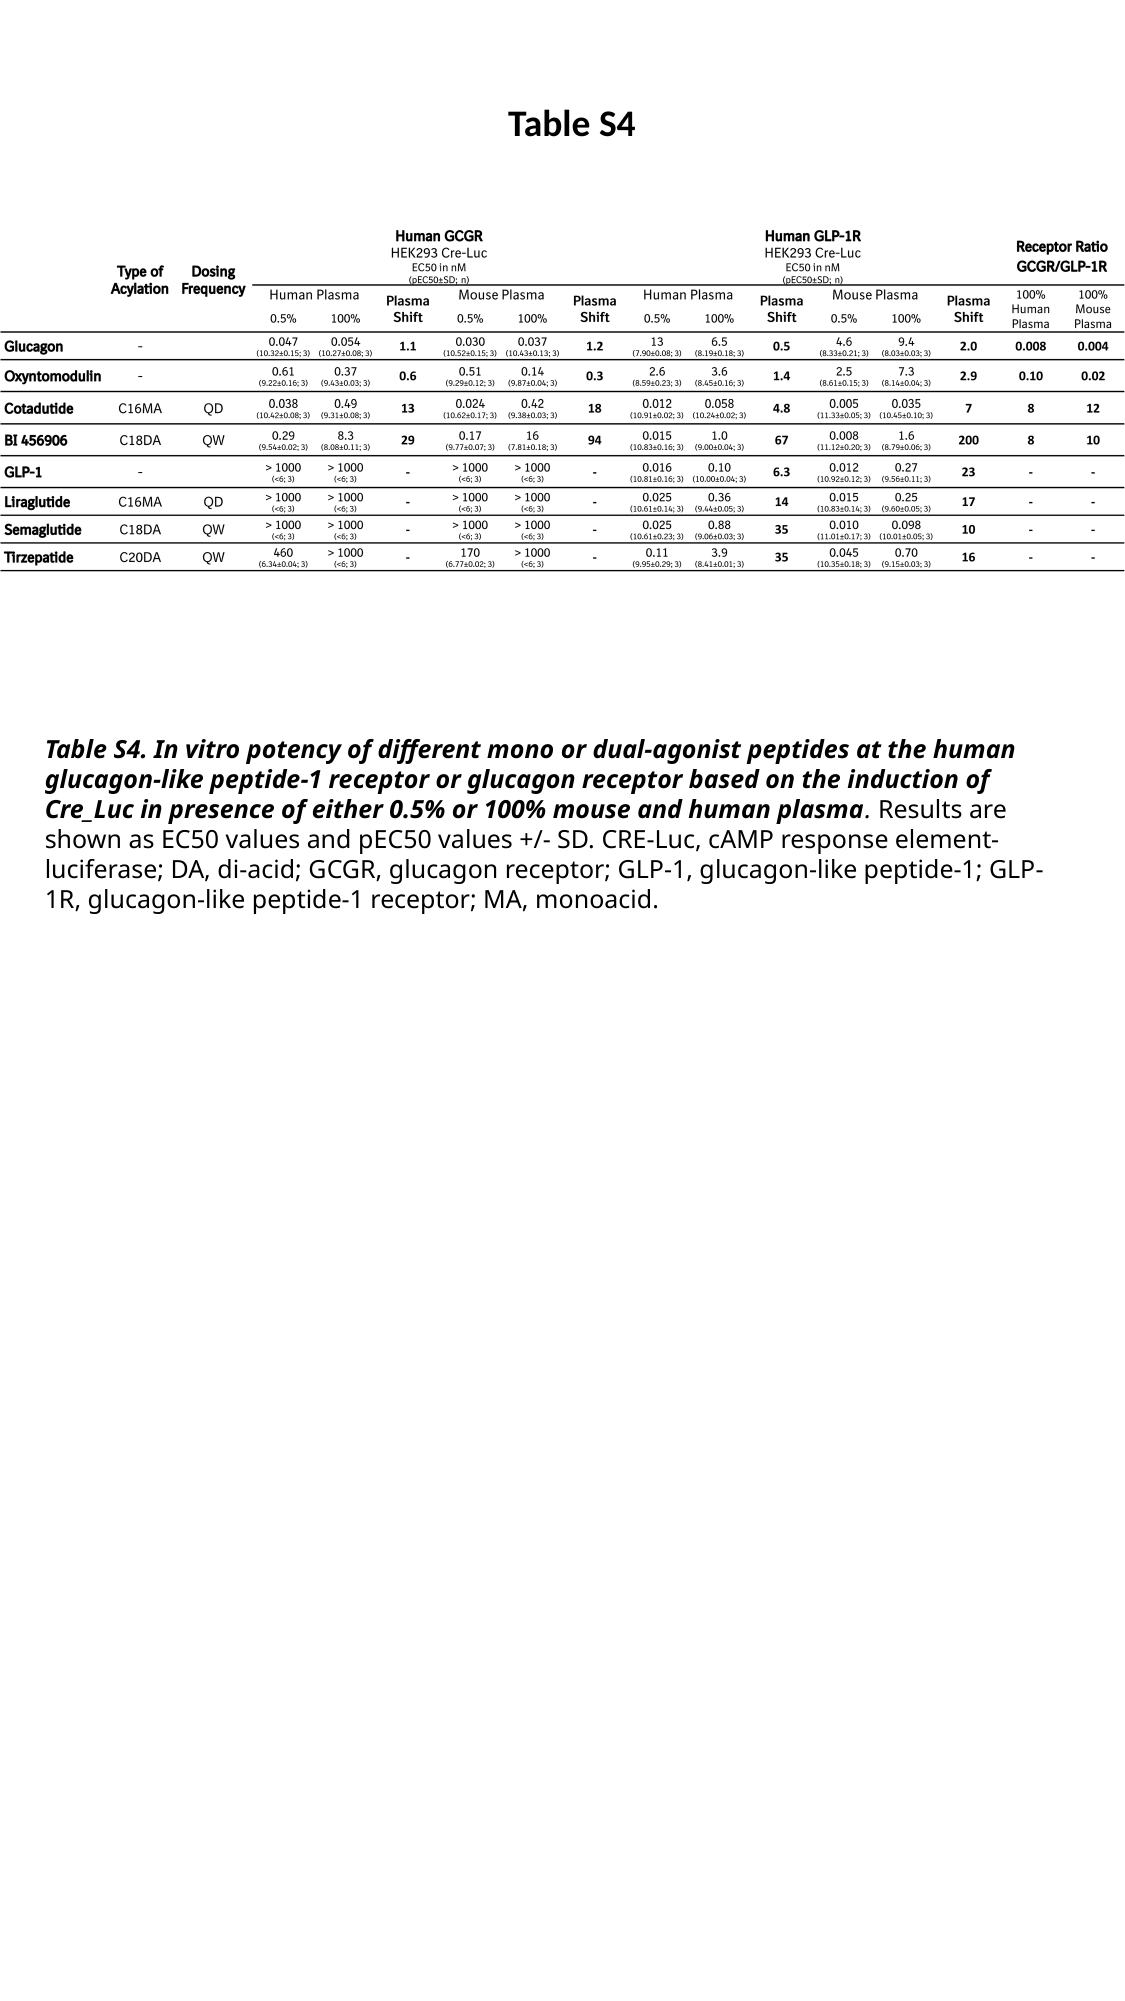

Table S4
Table S4. In vitro potency of different mono or dual-agonist peptides at the human glucagon-like peptide-1 receptor or glucagon receptor based on the induction of Cre_Luc in presence of either 0.5% or 100% mouse and human plasma. Results are shown as EC50 values and pEC50 values +/- SD. CRE-Luc, cAMP response element-luciferase; DA, di-acid; GCGR, glucagon receptor; GLP-1, glucagon-like peptide-1; GLP-1R, glucagon-like peptide-1 receptor; MA, monoacid.

How the deposited data were processed for this re-analysis (not part of the article)

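The deposited series holds RNA sequencing of 42 liver and 42 epididymal white adipose tissue (eWAT) libraries from DIO mice. In each tissue there were 7 groups of 6 mice, which received vehicle, semaglutide at a dose of 20 or of 100 nmol/kg, or BI 456906 at doses of 3, 10, 20 and 30 nmol/kg, for 30 days. Each library was assigned to its group through the library number that its column name shares with a single sample title. The library numbers are different in each group and tissue, so no pairing of samples was used. They do not show whether the same mice gave liver and eWAT. The paper reports on the liver, and the eWAT libraries were analysed with the same tests.

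The paper describes poly(A)-selected, strand-specific libraries read from both ends, counted with featureCount and tested with limma/voom. The sample labels describe another kit, single-end reads, another sequencer and fewer reads, and do not say which description holds for which tissue. The tables of counts as deposited hold a scaled signal that is not whole: the authors divided the read counts of each gene by one factor per library. In every library each nonzero value was a whole multiple of one step, as for whole reads divided by one size factor per library. The steps were between 0.827 and 1.99 in liver and between 0.868 and 1.24 in eWAT, and in 10 of the 84 libraries the step was close to 1. The recovered reads were 21676902 to 53869104 per liver library (mean 43074574) and 37573004 to 53996914 per eWAT library (mean 46782564). As deposited, the library totals were 39215430 to 45166953 in liver and 44439230 to 48890851 in eWAT. Groups with 3 reads or fewer on a gene in each library were treated as being at the detection floor. The authors' tables of TPM, used as deposited, served for expression levels and principal components. TPM, like the deposited counts, is relative to the rest of each library and does not measure the amount of RNA per cell.

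The tables list 48794 Ensembl gene identifiers, of which 48348 were paired with a symbol through GENCODE M21. Coordinates are those of GENCODE M21 on GRCm38, and the paper's text does not name the build used by the authors.

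The main test was limma/voom (R 4.3.3, limma 3.58.1, edgeR 4.0.16) on the values as deposited, in one fit per tissue over 7 groups, with TMM normalization, a pseudocount of 0.5 and genes kept by filterByExpr. A gene was called when the log2 fold change was at least 1 in size and the FDR at most 0.05, as in the paper's methods. The filter kept 15964 genes in liver and 18536 in eWAT. The genes specific to BI 456906 were those called for 30 nmol/kg against vehicle and against both semaglutide doses and called for neither semaglutide dose against vehicle. Dose patterns were tested as the linear contrast of the group means on the dose from vehicle to 30 nmol/kg. This replaces the clusters of the paper. The difference between tissues was tested as an interaction in one limma/voom fit of the 84 libraries, over 15297 genes kept in both tissues. Sets of genes were tested with camera of limma (inter-gene correlation 0.01) and with fry. Single values per library were compared by exact two-sided permutation tests over all 924 arrangements of 6 against 6 mice. The liver transcripts in eWAT were compared between vehicle and the treated libraries with 1e+05 random permutations and over the 7 groups with 10000.

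The genes named in the text were fixed by a rule. They are every gene the paper names for these data, the gluconeogenesis genes, Gcgr, Glp1r and Fgf21. To these were added the 5 genes with the largest rise and the 5 with the largest fall at 30 nmol/kg whose 6 values did not overlap the 6 of vehicle, in liver within the set specific to BI 456906 and in eWAT among all called genes. The copies Gm5424, Cyp2a5, Cyp4a12b and Selenbp1 and the adipocyte and liver transcripts of the closing section were named after their values were seen.

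The procedure was tested on simulated data with 42 libraries and 31197 genes, of which 200 were changed in one group. The limma/voom procedure called 195 of them (97.5%) and 5 other genes, and 1 gene in a group without changes. The quasi-likelihood test of edgeR and DESeq2 each called 194 and 2 other genes. A simulated set that moved had a camera p of 1.42e-12, and 0 of 40 sets that did not move had a p under 0.05. The simulated genes were independent and shared one dispersion, and every change exceeded the threshold of 1 on the log2 scale. These counts are therefore not error rates for the real libraries, whose genes differ in spread. The simulated sets held uncorrelated genes, so they cannot bear on correlation between the genes of the real sets.

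The libraries were checked for copies within groups, for their most abundant genes and for sex transcripts. No 2 libraries of a group were more alike than counting error allows, the lowest chi-square per degree of freedom over 105 pairs being 15.9 in liver and 13.3 in eWAT. The 10 most abundant genes took 20.9 to 24.7% of the TPM in liver and 9.07 to 11.8% in eWAT. Xist did not exceed 0.5 TPM in any library, and Ddx3y was at least 11.7 TPM in liver and 31.6 TPM in eWAT. The paper describes male mice only, so these transcripts cannot show an exchange between mice or groups. Copies across groups were not looked for. All libraries were read on 1 flow cell, and the labels name no preparation batch, so none was fitted.

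The alternatives were DESeq2-type (RLE) factors in voom, library size alone, no filter, at least 10 counts in every library, the quasi-likelihood test of edgeR and DESeq2 1.42.0 on the recovered reads, limma on log2(TPM + 1) and log2(TPM + 0.1), sample quality weights, fits of only the groups compared, calls on the FDR alone, other readings of the criteria for the specific set, other scales of the dose, other transformations for the principal components, and camera with an estimated correlation. Alternatives added later were voom on the recovered reads, leaving out the 2 liver libraries of lowest depth, and 2 corrections for liver transcripts in eWAT. Liver transcripts in eWAT were taken as those with a mean of at least 500 TPM in liver that were nearly absent from at least 1 eWAT library. Transcripts seen earlier and mitochondrial ones were left out, which left 68. Genes enriched in liver had a mean in liver of at least 1 TPM and at least 10 times the median in eWAT. Lists of female- and male-predominant liver genes were written down for the closing section, without the genes already seen, those of the specific set and those of the other gene lists. For counts of genes and slopes of sets, 100 splits of the libraries into groups of the same sizes were fitted, the real one included, and 50 for the interaction.

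The human cohort, whose data the paper places in another deposited series, was left out. Plasma amino acids, liver lipids, the studies in lean and CRE-Luc mice and the clustering of genes were also left out, because the deposited files hold no values for them or the package used was not at hand. Correlations of liver transcripts with plasma amino acids were not repeated for the same reason.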

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

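The tests of regrouped libraries, of liver transcripts in eWAT and of sex-predominant genes were chosen after the results they concern had been seen.

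In 10 of the 80 groups of 6 mice examined for the named genes (12.5%), 1 mouse lay apart from the other 5, judged by its gap over the range of the TPM values. Chance gives 5% only for independent, normally distributed values. TPM need not be normal and the groups share mice, so the share above 5% does not measure an excess over chance. At 30 nmol/kg BI 456906 in liver, Nox4 was at 7.13 TPM in replicate 67 (5.55 to 6.09 in the others) and Defb1 at 3.09 TPM in replicate 71 (0.62 to 1.32). In replicate 70 of the same group, Gls2 was at 544 TPM (353 to 415), Ddah1 at 33.6 TPM (11.3 to 17), Cux2 at 24 TPM (1.22 to 7.75) and Cyp2a4 at 346 TPM (44.2 to 119). With vehicle, Cyp2a4 was at 14.5 TPM in replicate 48 (2.05 to 5.67) and Mup-ps7 at 0.27 TPM in replicate 44 (0 to 0.08). In eWAT, Gabrb1 was at 0.07 TPM in replicate 2 of vehicle (0 to 0.01), and Gas2l2 at 0.33 TPM in replicate 28 of BI 456906 30 nmol/kg (0.02 to 0.12).

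Replicate 70 accounts for 4 of the 10 values. It is not a female mouse, since Xist did not exceed 0.5 TPM and Ddx3y was at least 11.7 TPM in every liver library. Cux2 and Cyp2a4 belong to a list of female-predominant liver genes, so variation between male mice in the expression of such genes may have contributed to these 2 values. An index of other female- over male-predominant genes goes with it, at 2.14 in replicate 70 and -1.47 to -0.683 in the other 5 mice of the group on the log2 scale. Why this mouse differs cannot be read from the tables, and Gls2 and Ddah1 are not on the lists. A difference in dosing or feeding of single mice was not tested. The outlying value of Gabrb1 rests on 3 reads, and the vehicle group held up to 5, so that it is outlying in TPM and not in reads. Those of Mup-ps7, Defb1 and Gas2l2 rest on 72, 69 and 25 reads and were not explained.

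The response to BI 456906 30 nmol/kg differed between liver and eWAT in 6837 of 15297 genes (FDR of at most 0.05 for the interaction, limma/voom), with 3849 higher and 2988 lower in liver. In 1 of 50 splits, the real one, the count was as large, and the largest other count was 4226. The quasi-likelihood test of edgeR gave 7262 genes. Both fits and the splits take the liver and eWAT libraries as independent, although the same mice may have given both tissues. The balance of directions depended on the scaling, since TMM factors over all 84 libraries gave 7017 genes with 3145 higher and 3872 lower in liver. The design names the tissues, so a difference in biology between the tissues stays open and was not tested further. Part of the difference may come from liver transcripts in the eWAT libraries, as described next for 684 genes.

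The paper does not report on eWAT. With BI 456906 no gene was called at 3 nmol/kg, where 1656 genes had an unadjusted p under 0.05, and 43 were called at 10 nmol/kg (3 higher, 40 lower), 276 at 20 nmol/kg (61 higher, 215 lower) and 1176 at 30 nmol/kg (422 higher, 754 lower). Semaglutide gave 415 genes at 20 nmol/kg (55 higher, 360 lower) and 766 at 100 nmol/kg (129 higher, 637 lower). In 387 of the 1176 genes (32.9%) the groups did not overlap, against 0.216% by chance for genes not chosen for a difference. The called genes were chosen for differing between these groups, so a share above chance follows from the choice. Regrouping the libraries gave a count as large as the real one in 1 of 100 splits for BI 456906 30 nmol/kg, 1 for semaglutide 20 nmol/kg, 1 for semaglutide 100 nmol/kg and 2 for BI 456906 20 nmol/kg, the real split included. At 10 nmol/kg, 9 of 100 splits gave as many genes as the real one, with up to 934, and at 3 nmol/kg all 100 did. The 43 genes at 10 nmol/kg are therefore within what other splits of the libraries give.

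Some eWAT libraries held transcripts of liver. Over 68 transcripts with a mean of at least 500 TPM in liver, the level in eWAT corresponded to a median of 1.96% of liver RNA in the vehicle group (0.0403 to 6.82%), and to group medians of 0.114 to 0.334% in the treated groups. The difference of vehicle from the treated libraries was 2.76 on the log2 scale (permutation test with 1e+05 permutations, p = 0.00263), and over the 7 groups the permutation p was 0.047 with 10000 permutations. In the 11 libraries with a share of at least 1%, a median of 92.6% of these transcripts lay within 2-fold of the library's share, as RNA of liver in the eWAT samples would give. Alb ranged from 3.47 to 3680 TPM between eWAT libraries (1061-fold), with a mean of 55537 TPM in liver. All libraries shared 1 flow cell, and exchange of indexes there would have given a similar level in each, so it is argued against by the 1061-fold range. Of 4 adipocyte transcripts, the liver libraries held at most 0.55 TPM of Adipoq (median of 1630 TPM in eWAT), 0.14 of Lep (434 TPM) and 0.12 of Retn (368 TPM), but up to 18.7 TPM of Cfd (1260 TPM). The source of Cfd in liver was not tested.

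Genes enriched in liver were 684 of the 18536 tested in eWAT (3.69%), but 321 of the 754 falls at 30 nmol/kg (42.6%) and 4 of the 422 rises (0.948%). For 616 such genes outside the 68 transcripts, the median log2 fold change at 30 nmol/kg was -1.73, also with the 13 genes at the detection floor at 30 nmol/kg set to their bounds, and -0.257 with each library's liver share as a covariate. These falls may therefore reflect liver RNA in the vehicle samples more than a response of eWAT. Among genes not enriched in liver, 851 were called without the covariate and 1022 with it. Liver RNA as the whole cause is argued against for the 695 genes called in both fits, and it cannot be told apart from a response of eWAT for the 156 genes that lost their call with the covariate, because the liver share itself differs between vehicle and the treated groups. How RNA of liver came into the samples, at dissection or later, cannot be read from the tables. A response of eWAT to either compound, or to the loss of body weight, stays open and was not tested.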

How the results depend on the processing

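The alternatives named here were set before the data were examined, except voom on the recovered reads, the 2 liver libraries of lowest depth left out and the corrections for liver transcripts in eWAT, which were chosen after seeing the data. Over 25 results and 317 values under an alternative, 236 kept their direction and side of the threshold or stayed within 1.5 times the count, 76 moved further and 5 lost their significance. Counts and shares have no direction to change, so only the slopes of the 5 sets of genes could reverse, and none did. For 48 results on single genes with 496 values, 479 were the same, 16 were weaker, 1 was stronger (Fgf21 in eWAT with sample quality weights, -1.07) and none changed direction. Causes of the shifts were not tested, except where the alternative itself sets them, as with fewer genes kept or a laxer rule. No paired analysis was possible because the library numbers do not link liver and eWAT samples of one mouse. Genes with fewer than 10 counts in a library have no value under the alternative that requires 10.

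With at least 10 counts in every library, which keeps fewer genes, liver gave 46, 285, 558 and 1239 called genes for BI 456906 at 3, 10, 20 and 30 nmol/kg, 469 and 532 for semaglutide at 20 and 100 nmol/kg, and 188 and 151 for BI 456906 30 nmol/kg against them. In eWAT it gave 25, 138 and 571 genes for BI 456906 at 10, 20 and 30 nmol/kg and 217 and 402 for semaglutide. With limma on log2(TPM + 1), in which the pseudocount shrinks scarce genes, liver gave 25, 166, 349 and 744 genes for BI 456906, 276 and 277 for semaglutide, 139 and 117 between the compounds, and 53 in the specific set. In eWAT it gave 11 genes at 10 nmol/kg and 546 at 30 nmol/kg of BI 456906 and 447 for semaglutide 100 nmol/kg. The share of rises for semaglutide 20 nmol/kg in liver was 71.7% there, against 51.9%. With limma on log2(TPM + 0.1), liver gave 76 genes at 3 nmol/kg and eWAT 12 at 10 nmol/kg.

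Calls on the FDR alone, a laxer rule, numbered 2138, 5986, 7326 and 9384 for BI 456906 in liver, 7418 and 7686 for semaglutide, and 2171 and 1556 between the compounds. In eWAT they numbered 1, 95, 792 and 4432 for BI 456906 and 1174 and 2763 for semaglutide. Fits of only the 2 groups compared, with fewer samples, called 1 gene at 3 nmol/kg in liver, and in eWAT 0, 80 and 733 at 10, 20 and 30 nmol/kg and 178 and 355 for semaglutide. In the eWAT fit with 0 calls at 10 nmol/kg, 1648 genes had an unadjusted p under 0.05.

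Sample quality weights gave 253 genes at 3 nmol/kg in liver and 391 for BI 456906 30 nmol/kg against semaglutide 100 nmol/kg. In eWAT they gave 33, 704 and 553 genes at 3, 10 and 20 nmol/kg, 749 for semaglutide 20 nmol/kg and 87 in the specific set in place of 0. Without a filter, 6 genes were called in eWAT at 3 nmol/kg. The quasi-likelihood test of edgeR gave 15 and 678 genes in eWAT at 10 and 20 nmol/kg and 850 for semaglutide 20 nmol/kg. DESeq2 gave 91 and 892 genes at 3 and 20 nmol/kg, 938 for semaglutide 20 nmol/kg and 2 in the specific set of eWAT. The cause was not tested for any of these.

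The specific set of 101 liver genes had 67 genes when no significant difference was read as an FDR above 0.05, 173 with the mean of both semaglutide doses and 191 with semaglutide 20 nmol/kg only. In eWAT it had 11 genes with the mean of both doses and 1 with semaglutide 100 nmol/kg only. Apart from these and the 53 genes with limma on log2(TPM + 1), the settings gave 71 to 149 genes in liver, among them RLE factors (101, all shared), no filter (110, 90 shared), DESeq2 (117, 92 shared) and the recovered reads (101, 98 shared). Leaving out each mouse of vehicle, BI 456906 30 nmol/kg or semaglutide in turn gave 82 to 121 genes over 24 fits, with at least 80 shared. The count for 30 nmol/kg was 1979 to 2277 over 12 such fits, with at least 1900 shared.

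The slope over the 4 doses without vehicle gave 3123 falling genes in place of 4719, and the cause was not tested. The 5 sets of genes had FDR values of 0.428 (cholesterol biosynthesis, median slope -0.22) and 0.258 (chromatin modifying enzymes 0.1957, collagen and extracellular matrix -0.1919, mitochondrial translation -0.0627, respiratory electron transport -0.0876) with camera's estimated correlation, against 4.89e-11 to 0.0106 with the preset one. The first principal component held 60.4% of the variance with TPM not log-transformed, 23.9% with log2(TPM + 0.1) and 24.5% with the 500 most variable genes. It held 29 to 31.7% over 42 fits that each left out one library. Scaling by library size alone shifted the median log2 fold change of all genes at 30 nmol/kg from -0.0337 to -0.0976.

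In eWAT, leaving out liver-enriched genes gave 156 genes at 20 nmol/kg BI 456906 and 228 for semaglutide 20 nmol/kg. With the liver share as a covariate, 13 genes were called at 10 nmol/kg and 140 and 352 for semaglutide at 20 and 100 nmol/kg.

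Splits of the liver libraries gave a result as large as the real one in 4 of 100 for BI 456906 3 nmol/kg, with up to 264 genes in another split. For 10, 20 and 30 nmol/kg, both semaglutide doses, both comparisons between the compounds, the specific set, rising genes, falling genes and each of the 5 sets, it was 1 of 100, the real one. The specific set of eWAT, with 0 genes, was matched by all 100 splits. In that tissue 2526 genes had an unadjusted p under 0.05 for BI 456906 30 nmol/kg against semaglutide 20 nmol/kg, of which none was called.

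Depth limits the scarce genes. Ren1 with vehicle was at the floor of 3 reads and its change is a lower bound, Mup-ps7 rested on at most 72 reads per library, and Glp1r, with at most 5 reads per liver library, could not be tested. Of the genes the paper names, Asns, Cox6b2, Gucy2c, Ihh and Prok1 left the specific set when at least 10 counts were required in every library.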

Differences from the paper's values

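For BI 456906 3 nmol/kg against vehicle, the paper's number of differentially expressed liver genes was about 210 in Figure S7, read by eye, and here 125 genes were called. Of the alternatives set before the data were examined, no filter (156 genes), the quasi-likelihood test of edgeR (162), DESeq2 (185) and sample quality weights (253) came within 1.5 times the paper's number. RLE factors (125), library size alone (124), at least 10 counts in every library (46), limma on log2(TPM + 1) (25) and on log2(TPM + 0.1) (76), a fit of only the 2 groups (1) and the FDR alone (2138) did not. Voom on the recovered reads, chosen after seeing the values, gave 148 genes and also came within 1.5 times.

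The first principal component of the liver libraries held about 60% of the variance in the paper's Figure S7, read by eye, and 30.9% here. With TPM not log-transformed, an alternative set before the data were examined, it held 60.4%. With log2(TPM + 0.1) it held 23.9%, with all genes above 0 27.4% and with the 500 most variable genes 24.5%, none of which closed the gap.

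The paper states that enzymes of gluconeogenesis such as phosphoenolpyruvate carboxykinase were not significantly changed. Here Pck1 rose at 30 nmol/kg BI 456906 with a log2 fold change of 1.52 (FDR 1.04e-09, limma/voom) and Pcx changed by -0.67 (FDR 3.05e-09). Ppargc1a, a coactivator and not an enzyme, rose by 1.92 (FDR 2.46e-13). Pcx, Pck2, G6pc and Fbp1 were not called. Semaglutide raised Pck1 as well, by 1.32 at 20 nmol/kg and 1.11 at 100 nmol/kg. BI 456906 30 nmol/kg exceeded these by 0.20 (FDR 0.471, limma/voom) and 0.41 (FDR 0.12), and no gluconeogenesis gene was in the specific set. The paper's sentence does not name the comparison it rests on.

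The paper states that Gnmt was regulated specifically by BI 456906. Here Gnmt rose with dose, but its log2 fold change of 0.66 at 30 nmol/kg is under 1, and it met the criteria for the specific set in 0 of 16 settings. Apart from this size threshold its values go with the paper's statement. It changed by -0.11 (FDR 0.45, limma/voom) and -0.10 (FDR 0.493) with semaglutide at 20 and 100 nmol/kg, and BI 456906 30 nmol/kg exceeded them by 0.77 (FDR 1.24e-05) and 0.76 (FDR 2.02e-05).

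The paper shows Osgin1 in Figure 5 among the specific genes. Here its log2 fold change against semaglutide 20 nmol/kg was -0.99, and it was not in the set of 101. It was in the set with library size alone, the quasi-likelihood test of edgeR, DESeq2, the mean of both semaglutide doses, and semaglutide 100 nmol/kg only.

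The paper states that semaglutide did not raise Nnmt. Here Nnmt rose by a log2 fold change of 0.76 (FDR 0.0239, limma/voom) with semaglutide at 20 nmol/kg and 0.92 (FDR 0.00623) at 100 nmol/kg, both under the threshold of 1.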

Other observations

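The tests of length and GC content for each set of genes, the limit of 5% of random sets, the exclusion of mitochondrial and ribosomal genes and the test of sex-predominant genes were chosen after the results had been seen.

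In liver, the change of expression depended on gene length, taken as the length that the deposited reads and TPM imply. Per doubling of length, expression relative to the mean of the libraries changed by -0.0947 ± 0.0453 on the log2 scale with vehicle (SD, n = 6), by -0.0323 ± 0.0427 with BI 456906 3 nmol/kg and by 0.0416 ± 0.0197 with 30 nmol/kg. The difference of 30 nmol/kg from vehicle was 0.136 (exact permutation p = 0.00216, the smallest that 924 arrangements give, and 0.00259 adjusted over 6 groups). The differences were 0.115 at 10 nmol/kg, 0.125 at 20 nmol/kg, and 0.114 and 0.11 with semaglutide at 20 and 100 nmol/kg, each with the same exact p, and at 3 nmol/kg 0.0624 (exact permutation p = 0.0325). Between 30 and 3 nmol/kg it was 0.0739 (exact permutation p = 0.00216). A difference in depth between the groups is argued against by an exact permutation p of 0.944 for the difference of 0.00323 in log2 depth, 30 nmol/kg against vehicle. Short genes of mitochondria and ribosomes do not account for it, since without them the difference was 0.15 over 14849 genes. In eWAT it was 0.0411 at 3 nmol/kg, 0.00646 at 10 nmol/kg, 0.044 at 20 nmol/kg, 0.0252 at 30 nmol/kg, and 0.0352 and 0.0128 with semaglutide at 20 and 100 nmol/kg. These differences have the direction of those in liver, with exact permutation p from 0.026 to 0.721, and none passed the adjustment over 6 groups (0.117 to 0.721). The paper's methods give a lower limit of RNA integrity that all total RNA samples passed, but the values of single samples are not in the tables. A difference in RNA quality between vehicle and treated livers above that limit therefore stays open. A change of long transcripts with treatment stays open too, and neither was tested.

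The trend bears on the sets of genes. After it was removed, the median slope per 10 nmol/kg was -0.0128 for respiratory electron transport (2753 of 10000 random sets of genes as far out) and 0.0072 for mitochondrial translation (9082 of 10000), so a bias related to gene length may account for the falls of these 2 sets. It does not account for cholesterol biosynthesis (-0.2099), collagen and extracellular matrix (-0.2367) or chromatin modifying enzymes (0.1094, 55.9% of the slope before), each farther out than every random set (1 of 10000, the smallest). For semaglutide 100 nmol/kg against vehicle, respiratory electron transport kept -0.1565 (45.5%, 20 of 10000 random sets as far out), so there the trend is not the whole cause, and mitochondrial translation kept -0.0449 (1789 of 10000). GC content was argued against for all 5 sets, whose median slopes after its removal were -0.0634 for respiratory electron transport (47 of 10000 random sets as far out), -0.0488 for mitochondrial translation (119 of 10000), -0.2369 for cholesterol biosynthesis, -0.1782 for collagen and extracellular matrix and 0.2082 for chromatin modifying enzymes. The trend on length has technical explanations left open, so no biological explanation of the 2 sets that follow it is offered.

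Lists of sex-predominant liver genes were written down after some of their members, among them Cux2, Cyp2a4, Cyp4a12a and Selenbp2, had been seen, and these were left out of the test. Genes of the set specific to BI 456906 and of the other gene lists were left out as well. The specific genes were chosen for differing at 30 nmol/kg, so leaving them out makes a shift at that dose harder to detect. Of the female-predominant genes, 23 of 31 were tested and had a median log2 fold change of 0.78 at 30 nmol/kg (14 higher, fry p 0.042, limma), and of the male-predominant genes 29 of 30 with -0.44 (19 lower, fry p 0.485, limma). Without replicate 70 the medians were 0.60 (fry p 0.139, limma) and -0.49 (fry p 0.907). The index of both lists differed by 0.675 between 30 nmol/kg and vehicle (exact permutation p = 0.353, 0.523 adjusted over 8 comparisons) and by 1.68 between 30 nmol/kg and semaglutide 20 nmol/kg (exact permutation p = 0.00433, adjusted 0.0346). Between 30 nmol/kg and semaglutide 100 nmol/kg it differed by 1.26 (exact permutation p = 0.165, adjusted 0.44). Without replicate 70, whose index was 2.14, these differences were 0.159 (exact permutation p = 0.695), 1.16 (exact permutation p = 0.0152) and 0.741 (exact permutation p = 0.316), over 462 arrangements each. Against vehicle, a shift of these genes with BI 456906 30 nmol/kg cannot be told apart from variation between mice, because most of the difference comes from replicate 70. Against semaglutide 20 nmol/kg the index differed with this mouse, and without it at a p that was not adjusted. The lists had fry p of 0.0379 (female-predominant) and 0.05 (male-predominant) in this comparison (limma). Without replicate 70 these were 0.158 and 0.141 with fry, and 0.0472 and 0.00308 with camera (limma). A difference from semaglutide 20 nmol/kg apart from this mouse therefore depends on the test. Against semaglutide 100 nmol/kg no difference of the index was detected. The lists had fry p of 0.221 (female-predominant) and 0.119 (male-predominant) in that comparison, and camera p of 0.0525 and 0.000763 (limma). Without replicate 70 the fry p were 0.636 and 0.289 and the camera p 0.495 and 0.0187 (limma). For the male-predominant genes the outcome there depends on the test too.

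Of the receptors, Gcgr in liver was expressed at 225 ± 5.48 TPM with vehicle and 168 ± 8.36 TPM at 30 nmol/kg (SD, n = 6), a log2 fold change of -0.48 (SE 0.07, FDR 1.67e-07, limma/voom), and in eWAT at 8.62 ± 5.65 and 3.85 ± 1.39 TPM, a log2 fold change of -0.94 (SE 0.43, FDR 0.112). The difference between tissues was 0.45 (FDR 0.361, limma/voom). Glp1r had 0 to 5 reads per liver library. Fgf21 in liver rose from 23.5 ± 6.43 to 39.8 ± 9.07 TPM (SD, n = 6), a log2 fold change of 0.63 (SE 0.24, FDR 0.0221, limma/voom), and in eWAT it changed by -0.78 (SE 0.34, FDR 0.0919), and by -1.33 (FDR 0.0125) with semaglutide 100 nmol/kg. Liver RNA in the eWAT libraries bears on both genes. At the liver share of each library it would bring a mean of 5 of the 8.62 TPM of Gcgr with vehicle and 0.589 of the 3.85 TPM at 30 nmol/kg, and 0.813 of the 1.19 TPM of Fgf21 with vehicle and 0.0959 of the 0.682 TPM at 30 nmol/kg. With the liver share as a covariate, the log2 fold change at 30 nmol/kg in eWAT was -0.12 (SE 0.34, FDR 0.83, limma/voom) for Gcgr and -0.34 (SE 0.36, FDR 0.524) for Fgf21, and with semaglutide 100 nmol/kg -0.96 (FDR 0.133) for Fgf21. Their levels in eWAT, their changes there and the difference between tissues are therefore not measures of eWAT alone.

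In eWAT, Nnmt was at 164 ± 45.2 TPM with vehicle and 130 ± 26.4 TPM at 30 nmol/kg (SD, n = 6), a log2 fold change of -0.34 (SE 0.22, FDR 0.275, limma/voom). The difference of its response between liver and eWAT was 2.83 (SE 0.38, FDR 4.26e-09, limma/voom). With semaglutide 100 nmol/kg it fell by 0.77 (SE 0.22, FDR 0.017, limma/voom) in eWAT, and by 0.61 (SE 0.24, FDR 0.131) with the liver share as a covariate. The liver share would bring a mean of 6.33 of the 164 TPM with vehicle.

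The genes of eWAT with the largest falls at 30 nmol/kg among those whose groups did not overlap were Gas2l2, Lipf, Oxtr, Grid1 and Pvalb, and those with the largest rises E030018B13Rik, Gabrb1, Mc5r, Ripk4 and Gnrhr. Oxtr, the receptor of oxytocin, went from 40.1 ± 8 TPM with vehicle to 1.82 ± 1.19 TPM (SD, n = 6), a log2 fold change of -4.72 (SE 0.55, FDR 9.37e-07, limma/voom), and with semaglutide 100 nmol/kg to 2.31 ± 1.93 TPM. Mc5r rose from 0.352 ± 0.195 to 4.08 ± 1.99 TPM (SD, n = 6), a log2 fold change of 3.12 (SE 0.73, FDR 0.00223, limma/voom). Lipf fell by 4.85 (SE 0.58, FDR 9.37e-07, limma/voom) and Gas2l2 by 4.88 (SE 0.72, FDR 1.47e-05). Gabrb1, with at most 5 reads per library in the vehicle group, lost its call with limma on either TPM pseudocount. With log2(TPM + 1), E030018B13Rik (0.60), Gnrhr (0.74) and Grid1 (-0.68) also fell under the threshold of 1. Between BI 456906 30 nmol/kg and semaglutide 100 nmol/kg, 1 gene was called in eWAT and 4567 had an unadjusted p under 0.05. It was Tent5b, named after its values were seen, with a log2 fold change of 1.38 (SE 0.24, FDR 0.0205, limma/voom).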
